# Molecular laterality encodes stress susceptibility in the medial prefrontal cortex

**DOI:** 10.1186/s13041-021-00802-w

**Published:** 2021-06-14

**Authors:** Sujin Chae, Jiso Hong, Keunsoo Kang, Anna Shin, Dae-Gun Kim, Sinjeong Lee, Moo-young Kim, Inkyung Jung, Daesoo Kim

**Keywords:** Molecular laterality, Social defeat stress, Connective tissue growth factor (CTGF), Medial prefrontal cortex, Depression

## Abstract

Functional lateralization of the prefrontal cortex has been implicated in stress and emotional disorders, yet underlying gene expression changes remains unknown. Here, we report molecular signatures lateralized by chronic social defeats between the two medial prefrontal cortices (mPFCs). Stressed mice show 526 asymmetrically expressed genes between the mPFCs. This cortical asymmetry selectively occurs in stressed mice with depressed social activity, but not in resilient mice with normal behavior. We have isolated highly asymmetric genes including connective tissue growth factor (CTGF), a molecule that modulates wound healing at the periphery. Knockdown of CTGF gene in the right mPFC by shRNA led to a stress-resistant behavioral phenotype. Overexpression of CTGF in the right mPFC using viral transduction induces social avoidance while the left mPFC thereof prevent stress-induced social avoidance. Our study provides a molecular window into the mechanism of stress-induced socioemotional disorders, which can pave the way for new interventions by targeting cortical asymmetry.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13041-021-00802-w.

## Introduction

Stress induces numerous physiological changes in the brain, but only some individuals develop emotional disorders. Studies have sought to identify key mechanisms and molecules that explain the relationship between stress and emotional disorders. Brain imaging studies have revealed that patients with post-traumatic stress disorder (PTSD) [1, 2] or depression [3–5] show asymmetric activity between the two prefrontal cortices (PFC). The subgenual PFC (sgPFC) is a common site of the asymmetric changes observed in patients with bipolar and unipolar depression [6]. Chronic stress has been shown to induce asymmetric changes in the structure [7, 8] and activity [9] of the medial PFC (mPFC), the rodent counterpart of the sgPFC, supporting the relevance of cortical asymmetry in stress-induced emotional disorders.

According to the functional divergence hypothesis, the two mPFC hemispheres play different roles in stress perception and resilience. In mice [9] and rats [10], a lesion in the right mPFC has been shown to cause a stress-resistant phenotype, whereas the effects of such lesions in the left mPFC are not significant [10]. Chronic social defeat stress specifically depresses activity in the left mPFC but not the right mPFC; consistent with this, optogenetic stimulation of activity in the depressed left mPFC, but not the depressed right mPFC, restores stress-induced social avoidance, which is a pro-resilience effect [9]. Despite the data derived from these lesion and gain-of-function studies, however, the physiological mechanisms and related molecular markers associated with stress-induced emotional changes remain unclear.

Several studies have sought to identify molecular effectors that mediate stress responses by exploring stress-induced changes of gene expression in the mPFC [11–13]. Comparative analyses have found that certain genes associated with the vascular system, brain injury, stress hormone responses, epigenetic modulation, and other phenomena are differentially expressed between mice that are susceptible and resilient to chronic social defeat stress [14–16], suggesting possible mechanisms underlying the resilience to chronic stress. However, whether the mPFC shows hemisphere-specific molecular changes under chronic stress was previously unknown. In the present study, we compared gene expression profiles between the two mPFC hemispheres in stressed mice that were classified into susceptible and resilient groups according to whether they showed social avoidance. We found that stress-induced gene expression profiles are lateralized between the left and right mPFC hemispheres, and that this can contribute to explaining some socio-emotional behaviors.

## Methods and materials

### Animals

C57BL/6 J male mice were used for all experiments. Before stress exposure, mice were housed in groups of 5 or 6 under a 12:12 h light:dark cycle (lights on, 07:00) with food and water available ad libitum. All animal care and experimental procedures were performed in accordance with protocols approved by the Animal Care and Use Committee of Korea Advanced Institute of Science and Technology (KAIST).

### Stereotaxic injection

Five-week-old mice were anesthetized with Avertin (2,2,2-tribomoethanol; Sigma, USA) and placed in a stereotaxic frame (Neurostar, Germany) for injection of viral vectors. For small hairpin RNA (shRNA)-mediated knockdown of CTGF, the viral vector AAV2/9-GFP-U6-mCTGF-shRNA (Vector Biolabs, USA, 0.5 ul of 10^13^ GC/ml titer) was delivered to the mPFC (anteroposterior, + 1.95 mm; mediolateral, ± 0.35 mm; dorsoventral, − 1.80 mm) using a Nanofil syringe with a 33-gague injection needle (World Precision Instruments, Inc., USA). As a control, AAV2/5-Scramble shRNA-CMV-mCherry-hGH (Penn Vector Core, USA, 0.5 μl of 2.4 $$\times$$ 10^12^ GC/ml titer) was injected into the same location. Overexpression of CTGF in the mPFC was achieved by delivering AAV2/9-CamKIIα-mCTGF-IRES-mCherry (Vector Biolabs, USA, 0.5 μl of 2.5 $$\times$$ 10^13^ GC/ml titer) to the mPFC; as a control, AAV2/5-CamKIIα-mCherry (Penn Vector Core, USA, 0.5 μl of 4 $$\times$$ 10^12^ GC/ml titer) was injected into the mPFC in the same manner. After surgery, mice were returned to their home cages and housed for 3 weeks to allow recovery and viral expression.

### Chronic social defeat stress and social interaction test

Retired CD-1 breeder mice (> 15 weeks old) were screened for aggression as previously described [15, 16]. Each 8-week-old experimental mouse was introduced into the home cage of an unfamiliar, aggressive CD-1 mouse for a 10-min physical defeat exposure. After the attack, the CD-1 and C57BL/6 J mice were separated by a transparent acryl panel containing multiple holes that enabled sensory contact. Control, non-defeated mice were housed in identical cages and rotated in a similar manner. This social defeat stress paradigm was performed in the few hours before the onset of the dark phase (17:00–18:00). After 10 days of social defeat, all mice were singly housed.

The test for social avoidance was performed in a dark room in a white acrylic open-field box (42 × 42 cm) with a removable iron mesh cage (10 × 6.5 × 42 cm) that was used to secure the social target in the middle of one side of the box. Each experimental mouse was placed in the center of the open field and allowed to move freely for 150 s in the absence and presence of a social target (i.e., an unfamiliar CD-1 mouse). All mouse behavior was recorded under infrared lights using a digital video camera, and the time spent in the interaction zone was analyzed using EthoVision XT (Noldus, Netherland). The interaction zone was defined as previously described (14 × 24 cm rectangular area, 8 cm around iron mesh cage) [17]. A social preference index (or interaction ratio) was calculated as the ratio of the time spent in the interaction zone in the presence or absence of the target CD-1 aggressor mouse. Mice with interaction ratios > 1 were defined as resilient, whereas mice with interaction ratios < 1 were deemed susceptible.

### Forced swim test (acute stress)

Experimental mice were subjected to a forced swim stress as previously reported [18]. Briefly, mice were placed in a transparent plastic cylinder (diameter 10 cm, height 30 cm) filled with 20 cm of water at a temperature of 24 °C ± 1 °C for 6 min. Mouse behavior was recorded using a video camera, and the onset and total duration of immobility during the last 4 min were analyzed using EthoVision XT (Noldus, Netherland).

### Sucrose preference test

The sucrose preference test (SPT) was adapted from the previously reported 8-day sucrose preference protocol [19], which is a highly reliable method of testing chronic stress-induced anhedonia. Mice subject to social defeat stress were introduced to the sucrose preference paradigm on the day of the social interaction test. The utilized SPT apparatus was designed to have 10 chambers of the same size. Adaptation was performed over day 1 to day 4, with day 1 to day 3 being used for sucrose solution adaptation (1% (wt/vol)) and day 3 and day 4 being used for apparatus adaptation. Two rounds of baseline measurements were collected from day 4 to day 6, after which the mice were deprived of food and water for 1 day. On day 7 to day 8, the preference test was carefully done for 12 h. The sucrose preference calculated by the equation, sucrose intake/total intake (sucrose + regular water) $$\times$$ 100%. Anhedonia was defined as a reduction of the sucrose preference compared to the control.

### Microarray experiments and data analysis

The raw microarray data have been deposited in the NCBI Gene Expression Omnibus at accession number GSE114224. Mice exposed to chronic social defeat stress were subdivided into two groups according to their sociability index (SI). The average of SI of mice for microarray analysis is 1.76 (control; n = 8), 1.61 (resilient; n = 8), and 0.5 (susceptible; n = 7). Non-defeated control mice were also selected from those who underwent a social interaction test [17]. One day after the social-interaction tests, the mice were sacrificed and their left and right mPFCs were dissected separately on an ice-chilled plate and immediately frozen in liquid nitrogen (LN_2_). Total RNA was prepared from each of the representative mice using the TRIzol reagent (Invitrogen, USA) and further purified using an RNeasy kit (Qiagen, USA). RNAs were isolated from the left and right mPFC tissues of susceptible, resilient, and control mice and used for triplicate microarray analyses on a MouseRef-8_V2 Expression BeadChip (Illumina, USA).

The prepared microarrays were scanned with an Illumina BeadArray reader and preprocessed with the Illumina GenomeStudio software (version 1.0.6). Raw signals of at least two biological replicates per condition were transformed to the log_2_ scale and normalized using the Bioconductor *lumi* package [20]. In cases where the probes for a given gene yielded a *p*-value (detection *p*-value) greater than 0.05, the gene was excluded from further analysis. Differentially expressed genes (DEGs) were identified using the Bioconductor *limma* package [21], with a false discovery rate (FDR)-adjusted *p*-value cutoff of 0.05. The expression of significant DEGs was compared in seven pairwise groups: susceptible left vs. susceptible right; resilient left vs. resilient right; control left vs. control right; susceptible left vs. control left; susceptible right vs. control right; resilient right vs. control right; and resilient left vs. control left.

The functions of DEGs with an FDR-adjusted *p*-value cutoff of 0.05 were predicted by gene ontology (GO) analysis using GeneMANIA [22]. Briefly, GeneMANIA receives a set of input genes as well as other genes related to the input and compares them to a large set of functional association data, including protein and genetic interactions, pathways, co-expression, co-localization, and protein domain similarity.

### Real time quantitative reverse transcription-polymerase chain reaction (RT-qPCR)

Our microarray gene expression results were confirmed by RT-qPCR using three biological replicates of the four independent samples applied to the microarray analyses. Commercially available TaqMan Gene Expression Assay primers for the target genes, *Cux2* (Mm00500377_m1), *Wfs1* (Mm00495979_m1), *Mbp* (Mm01266402_m1), and *Rprm* (Mm00469773_s1), *Ctgf* (Mm01192933_g1), and the reference gene, *Gapdh* (Mm99999915_g1), were obtained from Applied Biosystems (USA).

### Western blotting

Each mouse brain mPFC was harvested, snap-frozen in LN_2_, and stored at − 70 °C until use. The brain tissue was homogenized with T-Per buffer (tissue protein extraction buffer, #78510; Thermo Scientific, USA) containing 1 × protease inhibitor cocktail (cOmplete, EDTA-free; Roche Diagnostics, USA) and 1 × phosphatase inhibitor cocktail (PhosSTOP; Roche Diagnostics). Lysates were incubated on ice for 1 h with frequent vortexing, after which cleared lysates (supernatants) were collected by centrifugation at 13,000 rpm for 20 min at 4 °C. For detection of CTGF and β-actin, equal amounts of total protein (30 μg) were first incubated at 95 °C for 5 min in sodium dodecyl sulfate (SDS) sample buffer and then resolved by 12% SDS-PAGE (polyacrylamide gel electrophoresis). The resolved proteins were transferred to nitrocellulose (NC) membranes, which were incubated with primary anti-CTGF (sc-14939, sc-365970; Santa Cruz Biotechnology, USA) or anti-β-actin (sc47778; Santa Cruz Biotechnology) antibodies, and then with horseradish peroxidase (HRP)-conjugated secondary antibodies. Immunoreactive proteins were visualized using a SuperSignal West Pico System (Thermo Scientific). The amount of protein expressed was calculated using the ImageJ program (NIH, USA).

### Immunohistochemistry

After all behavioral experiments were completed, mice were overdosed with Avertin (2,2,2-tribomoethanol; Sigma) and perfused first with heparin solution (66.5 μg/ml) in phosphate-buffered saline (PBS) and then with 4% formaldehyde in PBS. Brains were removed, post-fixed by an overnight incubation in PBS containing 4% formaldehyde, and cut into 40-μm-thick coronal sections using a vibratome (VT1200S; Leica, Germany). The resulting brain slices were permeabilized with PBS containing 0.5% Triton-X for 30 min and then transferred to blocking solution containing 10% normal donkey serum (D9663; Sigma) for 1 h. Brain sections were incubated overnight at 4 °C with goat anti-CTGF primary antibody (1:200, sc-14939; Santa Cruz), and then incubated for 2 h with Cy5-conjugated anti-goat (1:200, 305–175-003; Jackson ImmunoResearch, USA) or fluorescein isothiocyanate (FITC)-conjugated anti-goat (1:200, 305-095-003; Jackson ImmunoResearch, USA) secondary antibodies plus 4’,6-diamidino-2-phenylindole (DAPI; 1:1000). Finally, brain sections were mounted on glass slides and imaged with a confocal laser-scanning microscope (LSM780; Zeiss, Germany).

### Statistical analysis

The numbers of mice used (n) are indicated in the Results and Figure Legends. The graphed values present the mean ± SEM. Comparison between two groups were analyzed using the two-tailed Student’s t-test. We used the two-way RM ANOVA when significant differences between paired two measurements in the same individual analyzed (e.g., no-target/target). When the data did not pass normality, we used the Mann–Whitney Rank Sum Test instead of t-test. Comparisons across more than two groups and between multiple variables were made using two-way ANOVA, followed by post-hoc tests when any of the main effect or interaction was significant at *p* < 0.05. All statistical analyses were performed using SigmaPlot 12.0 (Systat Software Inc.) with a significance threshold of *p* < 0.05. (Indicated as n.s. > 0.05, * < 0.05, ** < 0.01) (Additional file 9: Table S7).

## Results

### Chronic social defeat stress induces asymmetric gene expression in the mPFC

To determine whether stress induces gene expression asymmetry in the mPFC, we performed chronic social defeat experiments using C57BL/6 J mice, as previously described [17] (Fig. 1a). We first divided stressed mice into two groups—resilient and susceptible—according to their sociability index (SI), which is a measure of the presence or absence of a social preference for a novel encounter (CD-1 mice) (Additional file 1: Figure S1a). The average SI of non-stressed control, resilient, and susceptible mice were 1.5, 1.5, and 0.8, respectively (Additional file 1: Figure S1a), which is consistent with previous descriptions [23–25]. We then excluded mice with intermediate SI values between 1.1 ~ 0.9, as susceptible and resilience traits may potentially overlap in this range. For the mice that were finally selected in this way for our microarray analysis, the average SI were 1.76 (control; n = 8), 1.61 (resilient; n = 8), and 0.5 (susceptible; n = 7) (Additional file 1: Figure S1b, c). One day after the sociability tests, we collected the left and right mPFC, including the infralimbic and prelimbic areas, from the three groups of mice. We extracted and pooled equal amounts of RNAs from individual tissues and performed a microarray analysis (Fig. 1a, Additional file 1: Figure S1c).

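MouseRef-8 BeadChips carry short DNA probes on beads, and each probe's fluorescence measures the RNA of 1 gene. The deposited signals cover 25697 probes on 16 arrays. Of these probes, 23978 carry a gene symbol and 1719 carry none, and together they represent 16593 named genes. Control mPFC was measured on 2 arrays per side, and resilient and susceptible mPFC on 3 arrays per side each. Because equal amounts of RNA were pooled before hybridization, the spread between the arrays of a group holds technical variation and at most the variation between pools. The adjusted p values are measured against that spread and not against the spread between mice. The deposited labels give 7 mice per group.

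The mean signal was 505 to 567 on the control arrays, 376 to 552 on the resilient arrays and 380 to 502 on the susceptible arrays. Probes detected at a detection p of 0.05 or less numbered 13872 to 14397, 13648 to 14364 and 13843 to 14261 in these groups. All 4 control arrays stand among the first 8 arrays of the deposited table, with replicate 1 of each stressed group. These first 8 arrays had mean signals of 466 to 567, and the other 8 had 376 to 463, so brightness and exposure to stress overlap in part. Left and right were compared with limma on log2 signals after quantile normalization, over 8419 named genes whose probe was detected on every array. A gene is called at a Benjamini-Hochberg adjusted p below 0.05, and log2 L/R is the mean log2 signal of the left arrays minus that of the right arrays, given with its standard error.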

**Fig. 1:**
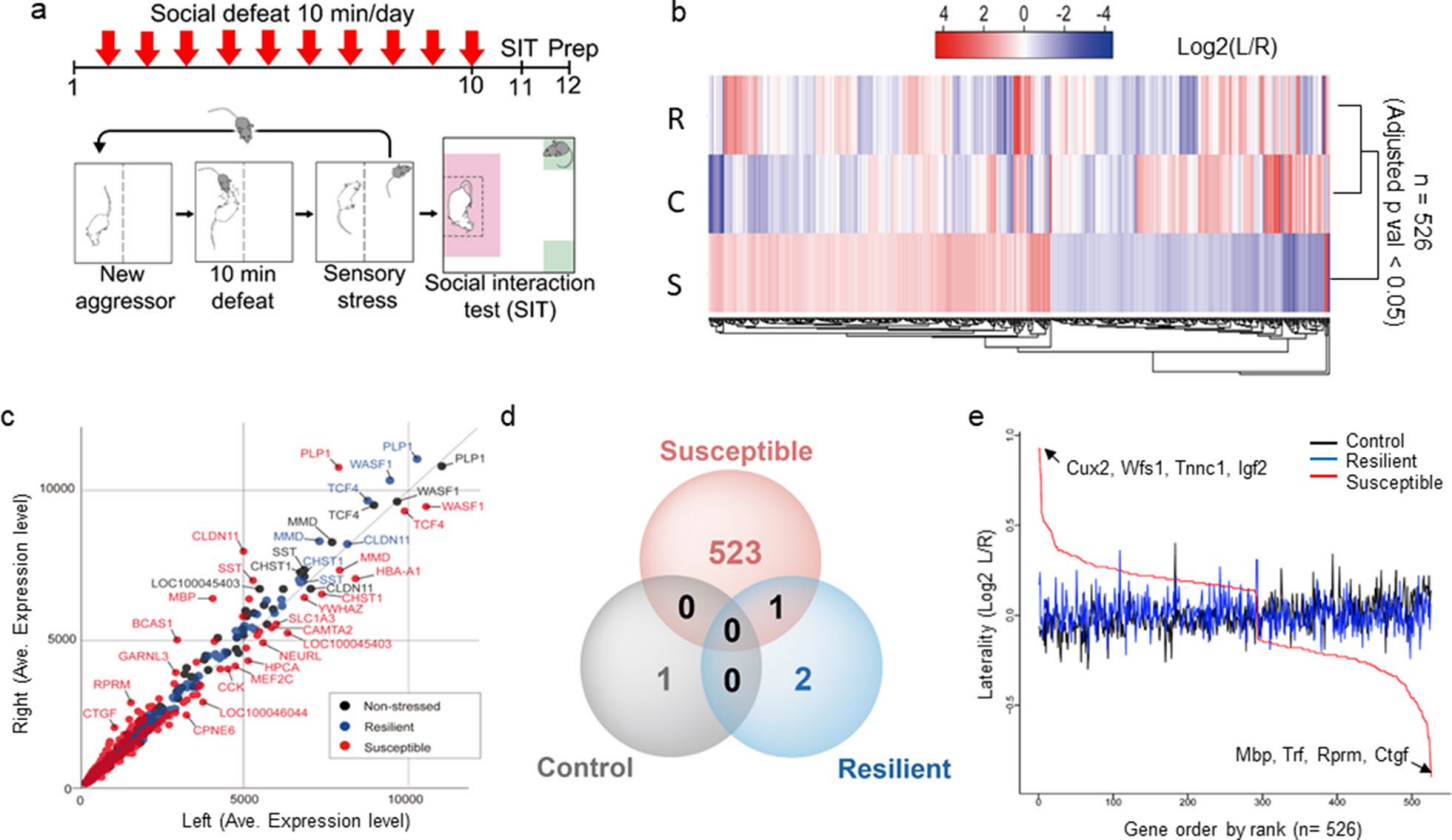
Experimental scheme for social defeat stress and differences in stress-induced gene expression profiles between the mPFC cortices. **a** Timeline of the utilized social defeat stress paradigm; mPFC tissue was prepared as indicated 1 day after the social interaction test. **b** Log_2_ L/R values are graphically presented in heatmap format, where an intense red color indicates that the gene is highly expressed in the left (L) mPFC and an intense blue color indicates that the gene is highly expressed in the right (R) mPFC. Genes with an FDR (false discovery rate) adjusted p-value less than 0.05 are rearranged according to the log_2_ L/R ratio. Genes with a *p*-value > 0.05 were not included in the analysis. S = Susceptible, R = Resilient, C = Control. **c** Averaged gene expression levels from microarray experiments, with left mPFC values plotted on the *x*-axis and right mPFC values plotted on the *y*-axis. The distribution of genes expressed in susceptible mice (red dots) is compared with that of genes from resilient mice (blue dots) and non-stressed control mice (black dots). **d** Venn diagram showing the number of genes exhibiting significant laterality in the various mouse groups. Red circle, 524 genes exhibited laterality in susceptible mice (one gene in common with resilient mice); blue circle, three genes exhibited laterality in resilient mice (one gene in common with susceptible mice); black circle, one gene exhibited laterality in non-stressed control mice. The total list is presented in Additional file 4: Table S2. **e** The *x*-axis indicates genes ordered by rank and the *y*-axis indicates genes ordered by laterality value (log_2_ L/R). Positive laterality indicates genes that are highly expressed in the left mPFC relative to the right mPFC, whereas negative laterality denotes genes that are highly expressed in the right mPFC. *Cux2, Wfs1, Tnnc1*, and *Igf2* are left-mPFC lateralized, while *Ctgf, Rprm, Trf*, and *Mbp* are right-mPFC oriented genes

To assort DEGs according to functions, we calculated a laterality score, defined as the log ratio of gene expression intensity between the left (L) and right (R) mPFC (log_2_ L/R) of in each of control, resilient and susceptible mice. The laterality of genes between hemispheres of control and stressed mice were analyzed. 

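Cortical neurons lie in layers between the meninges at the surface and the myelinated white matter below, and each of these tissues has its own marker genes. In susceptible mice, markers of layer 2/3 and the meninges were higher in the left mPFC, and markers of layers 6 and 6b and of myelin in the right. Markers of layer 5 did not differ as a list (1 of 9 called, median log2 L/R -0.01, camera adjusted p 0.860). Markers of layer 2/3 neurons, among them Cux2 and Nectin3, had a median log2 L/R of 0.69, with 4 of 7 called higher on the left and 6 when adjusted over the list alone (camera adjusted p 5.0e-15). Markers of meningeal fibroblasts, the collagen-forming cells of the brain's coverings, had a median of 0.65, with 5 of 5 called (adjusted p 1.3e-18). Markers of layer 6 and 6b neurons had a median of -0.33, with 8 of 13 called higher on the right and 10 adjusted over the list alone (adjusted p 6.4e-20). All 13 markers of oligodendrocytes, the cells that form myelin, were called higher on the right (median -0.58, adjusted p 2.4e-36). These 4 lists also passed with a correlation between genes estimated from the data, at adjusted p values of 2.5e-06 to 3.2e-04. They were written after the article's tables had been read. Of the 26 layer 6, layer 6b and oligodendrocyte markers, 21 are in the study's list of lateralized genes from these arrays. The same holds for 9 of the 12 layer 2/3 and meningeal markers, and all unlisted members are layer markers. These lists are therefore not independent evidence.

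Over all 8419 genes, 233 were called higher on the left and 206 higher on the right in susceptible mice, 439 in total. Resilient mice had 3 called genes, all higher on the left: S100a8 (log2 L/R 0.53 ± 0.06), Gbp2 (0.36 ± 0.06) and Lyz1 (0.32 ± 0.06). Leaving out resilient left replicate 2 or 3, or resilient right replicate 1 or 3, left 1 of them. Control mice had 1, Megf9 (0.43 ± 0.07), and leaving out any single control array left 0. The control count rose to 16 with array weights, to 14 with only the groups compared and, chosen after seeing the data, to 21 with the first 8 arrays alone. At an unadjusted p below 0.05, 1403 genes passed in susceptible, 368 in resilient and 420 in control mice. Chance alone gives a share of about 0.05 of the 8419 genes, which the resilient and control counts do not exceed. Simulated changes of 0.5 on the log2 scale were recovered for 96% of genes with the susceptible arrays and for 90% with the 2 control arrays per side. Changes of 0.25 were recovered for 36% and 26%, and the median size of the called genes in susceptible mice was 0.30. The simulation held 200 changed genes with independent noise, so it may overstate recovery where few genes change. The median absolute log2 L/R over all genes was 0.065 in susceptible, 0.047 in resilient and 0.055 in control mice. With 2 arrays per side in every group it was 0.074, 0.058 and 0.055. Scaling each array to a common median in place of quantile normalization left 36 called genes in susceptible mice, 11 higher on the left and 25 higher on the right, and 0 in the other groups.

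**Figure D1:**
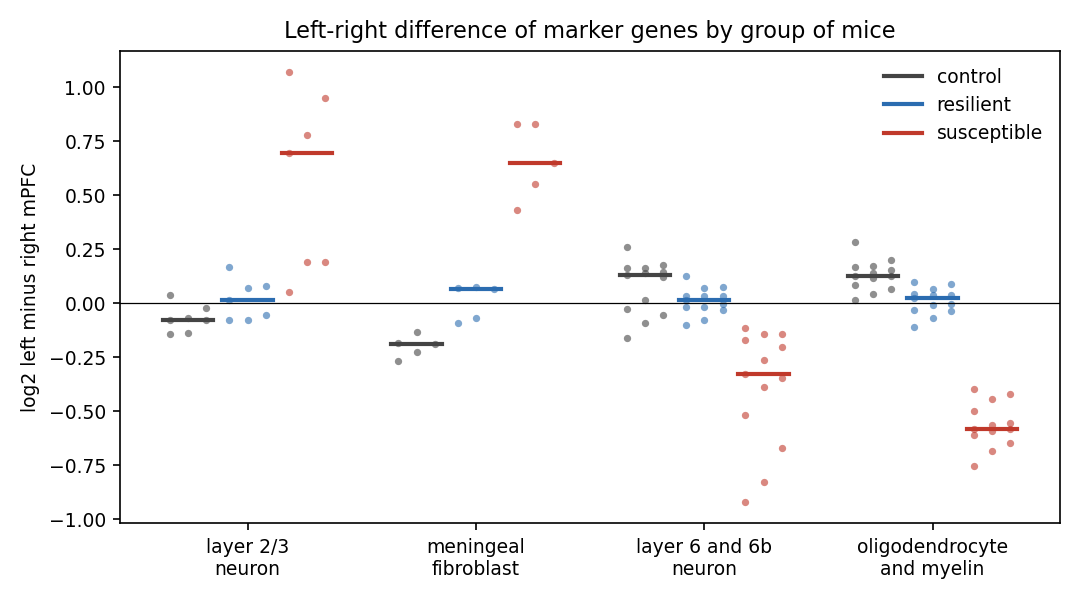
Log2 L/R of cell type marker genes in control, resilient and susceptible mPFC. Each point is 1 gene, grouped by marker list; the y axis gives the log2 ratio of left to right and bars give the median of each list.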

A correlation analysis using 526 DEGs with meaningful log_2_ L/R values (FDR-adjusted *p*-value < 0.05) revealed that susceptible mice showed a higher laterality score than resilient and non-stressed control mice (Fig. 1b, Additional file 4: Table S2). 

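In resilient mice, Gbp2, Npas4 and Sla differed from control in both hemispheres. Gbp2, a GTPase induced by interferon, rose by 1.03 ± 0.07 on the log2 scale in the left mPFC and by 0.72 ± 0.07 in the right, each against control mPFC of the same side. Npas4, a transcription factor that neurons switch on when active, fell by 0.82 ± 0.07 and by 0.88 ± 0.07. Sla, an adaptor protein of receptor signaling, rose by 0.61 ± 0.08 and 0.76 ± 0.08. Markers of layer 6 and 6b neurons rose on both sides (median log2 change 0.23 left and 0.34 right, camera adjusted p 8.9e-10 and 2.9e-14). Oligodendrocyte markers rose by 0.16 and 0.24 (adjusted p 0.0022 and 5.5e-10), and immediate early genes fell by 0.13 on each side (adjusted p 5.0e-07 and 1.9e-07). Over both sides striatal markers rose too (3 of 5 called, median 0.32, camera adjusted p 2.3e-04), and interneuron markers fell (4 of 10 called, median -0.10, adjusted p 1.4e-04).

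Against control, 227 genes were called in the left mPFC of resilient mice (115 higher, 112 lower) and 190 in the right (99 higher, 91 lower). Of the 227, 221 (97.4%) had the same direction on the right. In susceptible mice, 229 of 357 genes called on the left (64.1%) had the same direction on the right. In resilient mice 77 genes were called on both sides, all in the same direction. On each side the control arrays and 1 of 3 resilient arrays stand among the first 8 arrays of the deposited table, so an effect of table position would also give the same direction on both sides. In susceptible mice 75 were called on both sides, 48 of them in the same direction. No gene was called in limma's test of the difference in log2 L/R between resilient and control mice. There 329 had an unadjusted p below 0.05, no more than the share of 0.05 that chance gives. With the first and last 8 arrays as a block, chosen after seeing the data, resilient left against control left gave 108 genes and resilient right against control right gave 138. Scaling each array to a common median gave 2 and 2, with the median of all genes shifted by -0.16 and -0.12. The resilient counts rest on few arrays. Left calls numbered 38 and 53 without control left replicate 1 or 2, 346, 112 and 97 without resilient left replicate 1, 2 or 3, and right calls numbered 82 and 40 without control right replicate 1 or 2. Without resilient left replicate 1, no resilient left array stands among the first 8 arrays, where both control left arrays stand. The 346 calls therefore cannot be separated from an effect of table position. The susceptible counts rest on few arrays too. The 357 left calls became 76 and 128 without control left replicate 1 or 2, and susceptible right against control right, 411 calls, gave 133 and 108 without control right replicate 1 or 2. Without susceptible left replicate 2 the left count was 183, and without susceptible right replicate 2 the right count was 226. Array weights raised the left counts to 650 in susceptible and 519 in resilient mice. With the first and last 8 arrays as a block the susceptible calls numbered 195 and 235, and with median scaling 58 and 16.

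**Figure D2:**
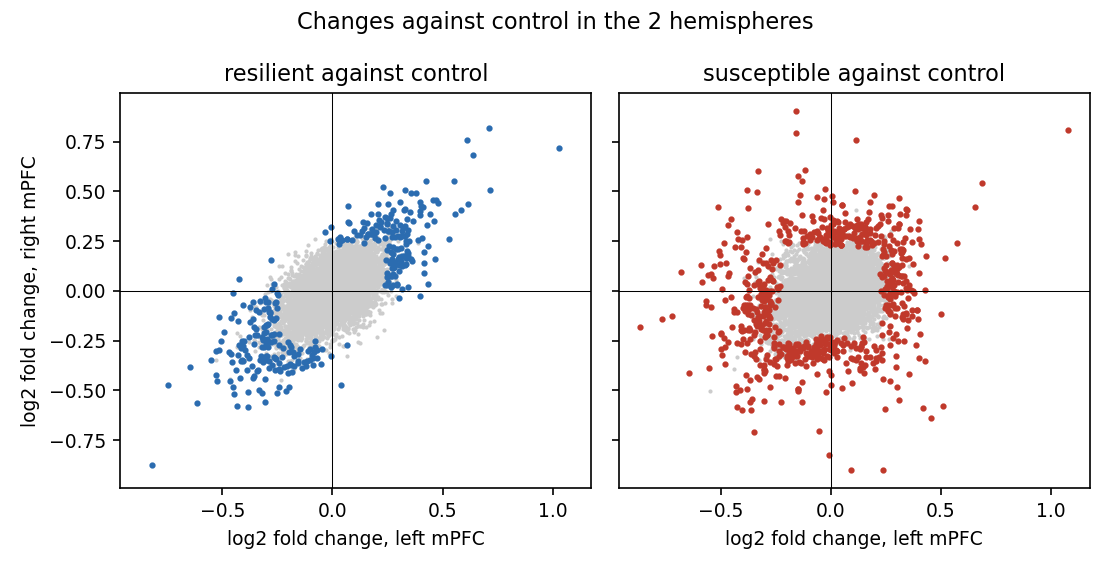
Log2 fold change against control of the same side for each gene in the left (x axis) and right (y axis) mPFC of resilient and susceptible mice. Each point is 1 gene, and colored points were called on either side.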

Resilient mice showed a smaller number of lateralized genes (Fig. 1c, 1d, Additional file 5: Table S3) despite changes in a significant number of genes compared with non-stressed controls (Additional file 3: Table S1), suggesting that these genes are changed in a similar direction in both hemispheres.

### Highly asymmetric genes in susceptible mice

We then performed a rank-order analysis of the 526 genes according to their Log_2_ L/R values to identify individual genes that showed extreme laterality in the mPFC (Fig. 1e, Additional file 6: Table S4). 

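Genes of upper cortical layers and of the meninges were among those that leaned most to the left in susceptible mice. Cux2, a homeobox factor of upper-layer neurons, had the largest log2 L/R of all genes, 1.07 ± 0.08 (adjusted p 7.7e-10), and Wfs1, a protein of the endoplasmic reticulum found in superficial neurons, had 0.95 ± 0.07 (adjusted p 9.9e-10). Tnnc1, a calcium-binding troponin, had 0.89 ± 0.07 (adjusted p 1.7e-09). Igf2, a growth factor made by the meninges and choroid plexus, had 0.55 ± 0.07 (adjusted p 1.5e-06). For each of these genes all 3 left arrays lay above all 3 right arrays, though 20.1% of all genes had no overlap in either direction. The meningeal genes Slc13a4, Dcn and Gjb2 moved with them, at 0.83, 0.83 and 0.65, as did Nectin3 and Stard8 of layer 2/3, at 0.78 and 0.69.

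Against control, Cux2 and Tnnc1 fell in the right mPFC by 0.90 ± 0.09 and 0.90 ± 0.08, with changes of 0.24 ± 0.09 and 0.09 ± 0.08 on the left that were not called (adjusted p 0.116 and 0.557) and turned to -0.052 and -0.20 with median scaling. Wfs1 rose by 0.51 ± 0.08 on the left and fell by 0.58 ± 0.08 on the right, and Igf2 rose by 0.43 ± 0.07 and fell by 0.35 ± 0.07. Igf2 was not called on the right without control right replicate 1 or 2 (adjusted p 0.058 and 0.064). Of the 233 genes called higher on the left in susceptible mice, 56 were called higher than control on the left and 83 lower than control on the right. In resilient and control mice the log2 L/R of Cux2, Wfs1, Tnnc1 and Igf2 lay between -0.22 and 0.17, and none was called.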

Genes showing greater expression in the left than right mPFC were *Cux2* (cut-like homeobox 2), *Wfs1* (wolframin ER transmembrane glycoprotein), *Tnnc1* (troponin C, cardiac/slow skeletal) and *Igf2* (insulin-like growth factor 2). Genes with higher expression in the right mPFC were *Mbp* (myelin basic protein), *Trf* (transferrin), *Rprm* (reprimo, TP53-dependent G2 arrest mediator candidate) and *Ctgf* (connective tissue growth factor). 

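Myelin and deep-layer genes were among those that leaned most to the right in susceptible mice. Mbp, a structural protein of myelin, had a log2 L/R of -0.58 ± 0.06 at its brightest probe (adjusted p 8.7e-08). Its other detected probes, both dimmer, had -0.74 and 0.12, the latter not called. Trf, an iron carrier made by oligodendrocytes, had -0.75 ± 0.07 (adjusted p 4.2e-08). Rprm, a marker of layer 6 neurons, had -0.83 ± 0.08 (adjusted p 8.7e-08). Ctgf, a secreted matrix protein expressed by layer 6b neurons, had -0.92 ± 0.06 (adjusted p 6.6e-11). All 3 right arrays lay above all 3 left arrays for each, though 20.1% of all genes had no overlap in either direction. Other myelin genes moved with Mbp, among them Prr18 (-0.71), Anln (-0.70), Mog (-0.68) and Bcas1 (-0.67), and the layer 6 gene Sulf1 (-0.67) moved with Rprm and Ctgf.

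Mbp and Trf fell in the left mPFC against control, by 0.51 ± 0.06 and 0.46 ± 0.08. On the right, Trf rose by 0.33 ± 0.08 and the change of Mbp, 0.20 ± 0.06, was not called (adjusted p 0.072), though it was with cyclic loess, the authors' values or a trended robust variance (adjusted p 0.039, 0.018 and 0.023). Trf was not called on the left without control left replicate 1 (adjusted p 0.084), nor on the right without control right replicate 2 (adjusted p 0.272). Rprm changed mainly on the right, by 0.79 ± 0.09, with -0.16 ± 0.09 on the left (adjusted p 0.354). Of the 206 genes called higher on the right, 63 were called lower than control on the left and 77 higher than control on the right. In resilient mice the log2 L/R of Mbp, Trf and Rprm lay between -0.04 and 0.04, and in control mice between 0.04 and 0.13.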

The laterality of these genes was confirmed by RT-qPCR analysis of individual RNA samples obtained from susceptible mice (Additional file 2: Figure S2). The right or left lateralized genes were checked for their transcript expressions compare to control and resilient mice. The normalized expression (by control left) and laterality ratio (L/R) are shown in several highly lateralized genes. The left oriented laterality genes (Cux2, Wfs1) (Additional file 2: Figure S2a, c) and the expression of right oriented genes (*Ctgf, Mbp, Rprm*) (Additional file 2: Figure S2b, d) are analyzed and its expression is confirmed.

To check the possibility that the DEGs results from difference in the amount of total RNA, we compared the expression levels of the housekeeping genes, *Gapdh* (glyceraldehyde-3-phosphate dehydrogenase), *Actb* (β-actin), and *B2m* (β_2_ microglobin). 

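Housekeeping genes serve cell metabolism and structure and are commonly read as a measure of RNA input. Gapdh, an enzyme of glycolysis, had a log2 L/R of 0.02 ± 0.06 in susceptible, -0.01 ± 0.06 in resilient and -0.03 ± 0.07 in control mice, and its sign turned in susceptible and control mice when arrays were scaled to a common median. Actb, which encodes cytoskeletal actin, had -0.07 ± 0.06, 0.05 ± 0.06 and -0.04 ± 0.07, and its sign in susceptible mice turned with the mean over its probes. B2m, a subunit of major histocompatibility complex class I, had 0.18 ± 0.07, 0.02 ± 0.07 and -0.00 ± 0.08, and its sign in resilient and control mice turned under median scaling. None of these differences was called, with adjusted p values from limma of 0.890, 0.620 and 0.163 for Gapdh, Actb and B2m in susceptible mice. As a list the 3 genes did not differ from other genes (camera adjusted p 0.63), and 1 was called when adjusted over the list alone. Quantile normalization gives every array the same distribution of signals, so these values cannot show a difference in total RNA.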

We found that these genes showed no difference between the two hemispheres in pairwise group comparisons (*p* > 0.1 for *Actb*; *p* > 0.4 for *Gapdh; p* > *0.1* for *B2m*), indicating that DEGs are screened from the equivalent amounts of RNA from each hemisphere (Additional file 7: Table S5). These results suggest that the gene expression laterality between the two mPFC hemispheres involves stress susceptibility.

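The left-right difference in susceptible mice differed from that of the other groups in a direct test. For Ctgf, the log2 L/R in susceptible mice differed from that in control mice by -1.06 ± 0.09 (adjusted p 8.8e-08) and from that in resilient mice by -0.95 ± 0.08 (adjusted p 8.0e-08). For Cux2 the differences were 1.14 ± 0.12 and 0.99 ± 0.11 (adjusted p 1.5e-06 and 3.0e-06), and for Mbp -0.71 ± 0.09 and -0.62 ± 0.08 (adjusted p 1.6e-05 and 2.8e-05). In all, 221 genes were called in the test against control and 181 in the test against resilient mice. With median scaling these counts were 11 and 1, and of the 3 genes only Cux2 stayed called against resilient mice. Of the 439 genes lateralized in susceptible mice, 192 were called in the first test, 167 in the second and 130 in both. The count for laterality susceptible against control mice was 125 and 142 without control left replicate 1 or 2, and 135 and 140 without control right replicate 1 or 2.

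In control mice the medians of these marker lists had the opposite sign. All 13 oligodendrocyte markers had a positive log2 L/R (median 0.13, camera adjusted p 5.5e-06 and 0.0059 with an estimated correlation), though none was called singly. Meningeal markers had a median of -0.19 (adjusted p 5.5e-06 and 0.0059). Layer 6 and 6b markers, at 0.13, passed with the preset correlation and not with the estimated one (adjusted p 0.013 and 0.057). Layer 2/3 markers, at -0.08, passed with neither (adjusted p 0.114 and 0.372). In resilient mice only the blood leukocyte list, 2 genes, passed (median 0.34, adjusted p 1.7e-07). The paper also measured several lateralized genes by RT-qPCR in RNA samples of individual mice. From these, the array results and the like levels of housekeeping genes, it proposes that expression laterality is involved in susceptibility to stress.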

### Functional annotation of lateralized genes in susceptible mice

To better understand the functions of lateralized genes in susceptible mice, we categorized them based on their functional properties in the gene ontology (GO) database (Fig. 2, Additional file 8: Table S6). The GO terms for genes with negative left log_2_ FC (fold change) values (reflecting lower expression in the left mPFC) included ensheathment of neurons (*Cldn11, Fa2h, Gal3st1, Mal, Mbp, Mtmr2, Plp1, Trf, Ugt8a*) (Fig. 2a), myelination (*Fa2h, Gal3st1, Mal, Mbp, Mtmr2, Plp1, Trf, Ugt8a*) (Fig. 2b), action potentials (*Cldn11, Drd1a, Gal3st1, Mal, Mbp, Plp1, Scn4b, Tac1, Ugt8a*) (Fig. 2c), and gliogenesis (*Drd1a, Fa2h, Fgf10, Nfib, Plp1, Sox5, Trf*) (Fig. 2d). 

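Myelin insulates axons and speeds their action potentials, and its genes are made almost only by oligodendrocytes. In susceptible mice every measured member of these 4 GO lists was called lower in the left than in the right mPFC, 8 of 8 for ensheathment of neurons, 7 of 7 for myelination, 8 of 8 for action potentials and 6 of 6 for gliogenesis. Ugt8a, which makes myelin lipids, had a log2 L/R of -0.59, Cldn11, a tight-junction protein of myelin, -0.58, and Mal, a myelin proteolipid, -0.56. Scn4b, a sodium channel subunit, had -0.55, the dopamine receptor gene Drd1 -0.33, and the developmental factors Fgf10, Nfib and Sox5 -0.29, -0.29 and -0.26. The weakest were Mtmr2 (-0.25, adjusted p 0.045) and Tac1 (-0.19, adjusted p 0.043), whose calls were lost under 17 and 18 of 34 alternatives. List medians were -0.58, -0.58, -0.56 and -0.31 (camera adjusted p 3.5e-23, 3.4e-20, 1.7e-20 and 2.6e-13, and 6.2e-05 or smaller with an estimated correlation). The study chose these lists on the same arrays, so they are not independent evidence.

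Against control, the ensheathment list fell by a median of 0.47 in the left mPFC, with 6 of 8 called lower, and rose by 0.22 in the right, with 4 of 8 called higher. Gliogenesis genes fell by 0.22 on the left and rose by 0.28 on the right. In resilient mice they rose on both sides, by 0.14 and 0.29. Oligodendrocyte markers outside the GO lists moved with them, among them Mobp (log2 L/R -0.61), Mag (-0.55), Tspan2 (-0.50) and Cnp (-0.44). These too are in the study's list of lateralized genes from the same arrays and are not independent evidence. Genes of oligodendrocyte precursors did not pass as a list (median -0.07, camera adjusted p 0.138), with 0 of 5 called and 1 adjusted over the list alone.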

The GO terms for genes with positive log_2_ FC values (reflecting increased expression in the left or decreased expression in the right mPFC) included neuronal synaptic plasticity (*Bdnf, Camk2a, Egr2, Rasgrf1, Vgf*) (Fig. 2e), cognition (*Bdnf, Casp1, Igf2, Mef2c, Pde4d, Reln, Serpinf1, Vip*) (Fig. 2f), response to metal ions (*Anxa11, Fos, Fosb, Junb, Mef2c, Mt3, Tnnc1*) (Fig. 2g), and synaptic transmission (*Adcyap1, Bdnf, Camk2a, Egr2, Itpka, Mef2c, Rasgrf1, Reln, Rims3, Slc1a3, Sphk1, Vgf*) (Fig. 3h). These functional clusters were prominent in susceptible mice and have previously been associated with various neuronal responses to stress, including neural activity depression [26, 27]_,_ neuronal degeneration with gliosis [28], and cognitive alterations [29]. 

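Genes switched on by neuronal activity were higher in the left than in the right mPFC of susceptible mice. Egr2, an activity-induced transcription factor, had a log2 L/R of 0.63, the neurotrophin Bdnf 0.39, Junb and Fosb 0.41 each, Fos 0.29 and the secreted peptide precursor Vgf 0.26. Interneuron genes were among the cognition list, with Vip at 0.53 and Reln at 0.36, and Serpinf1, a secreted growth factor, had 0.37. All 8 cognition genes were called higher on the left (median 0.36, camera adjusted p 2.1e-15), as were 3 of 5 for synaptic plasticity (0.26, adjusted p 1.2e-07), 6 of 7 for response to metal ions (0.29, adjusted p 3.0e-12) and 9 of 12 for synaptic transmission (0.27, adjusted p 2.5e-15). Adjusted over the list alone, every measured member of these 4 lists passed, and the lists kept adjusted p values of 5.4e-04 or smaller with an estimated correlation. These lists too were chosen by the study on the same arrays and are not independent evidence. Camk2a (0.20 ± 0.07, adjusted p 0.136), Rasgrf1 (0.13), Mt3 (0.15) and Slc1a3 (0.19 ± 0.06, adjusted p 0.054) were not called over all genes.

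Against control, synaptic transmission genes fell in the right mPFC by a median of 0.25, with 6 of 12 called lower, and rose by 0.14 on the left, with 1 called higher. Cognition genes fell by 0.21 on the right and rose by 0.17 on the left. A marker list of 13 immediate early genes shares Egr2, Bdnf, Fos, Fosb and Junb with the GO lists, and 8 of its members were called higher on the left and 9 adjusted over the list alone (median log2 L/R 0.28, camera adjusted p 6.6e-13, and 7.5e-05 with an estimated correlation). Against control that list fell by 0.24 on the right (adjusted p 3.6e-13). Over both sides it fell too (median -0.07, camera adjusted p 5.4e-06). There Arc, Npas4, Dusp1 and Fos were called lower, 4 of 13, and 0 were called higher. Arc was also called lower than control in the left mPFC alone. Interneuron markers went both ways, with Calb2 (log2 L/R 0.37) and Cck (0.24) higher on the left and Sst (-0.32) higher on the right, and the list did not pass (median -0.06, mean 0.07, adjusted p 0.208).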

Our results are also consistent with the previous finding that depression of neural activity in the left mPFC contributes to social depression in susceptible mice [5, 9].

**Fig. 2:**
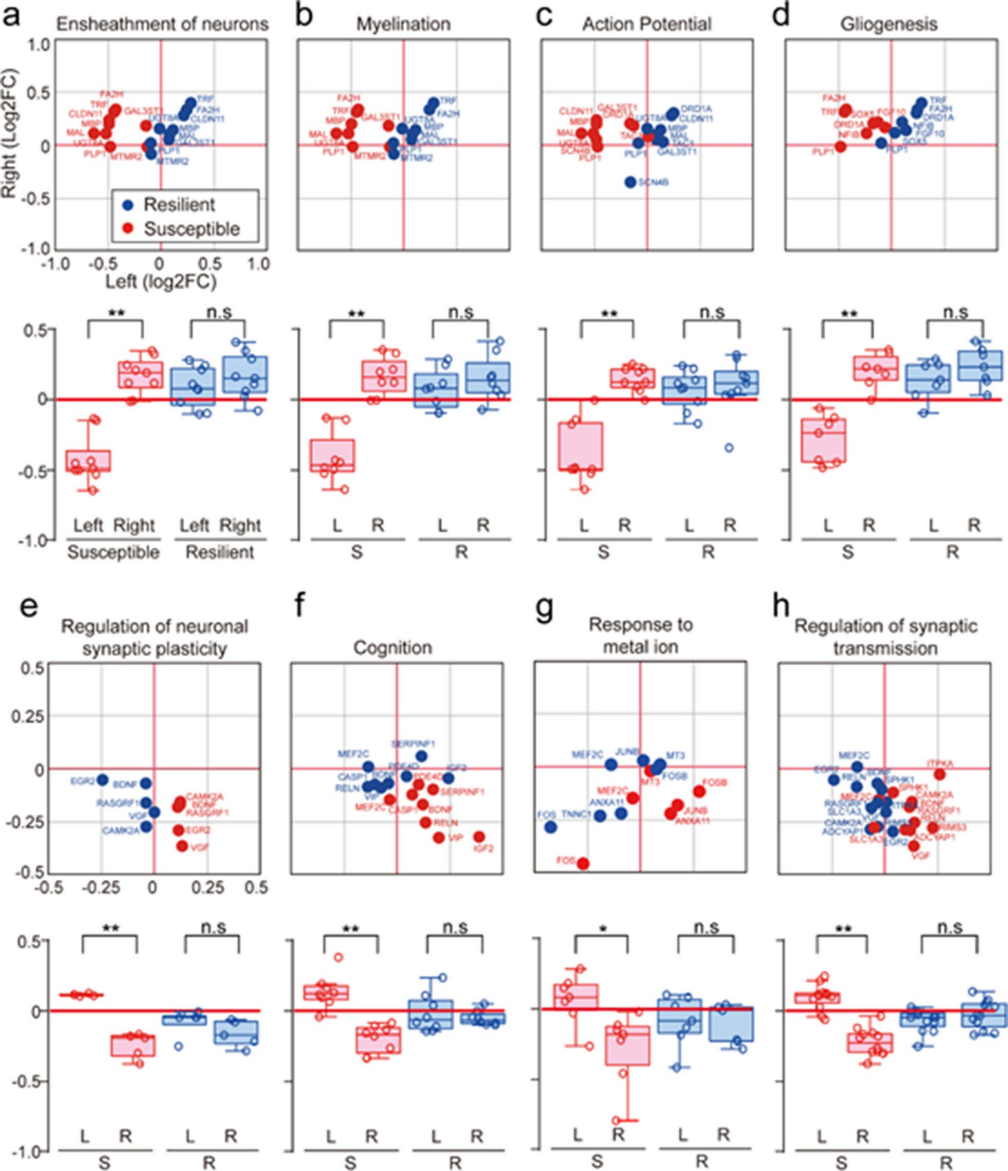
Functional annotation of genes that show lateralization in susceptible mice. GO analysis of genes exhibiting laterality. The GeneMANIA program with the Cytoscape plugin was used for GO analysis. **a** Upper panel: The genes *Cldn11, Fa2h, Gal3st1, Mal, Mbp, Mtmr2, Plp1, Trf*, and *Ugt8a* were associated with the GO term, ensheathment of neurons, and were dominantly expressed in the right mPFC hemisphere of susceptible mice. Fold changes (FC) in gene expression relative to controls, expressed as log_2_ FC values, are shown in a dot plot, where the *x*-axis represents values for the left mPFC and the *y*-axis represents values for the right mPFC. Blue, resilient values; red, susceptible values. Lower panel: Results are presented in box plot format (**p = 0.000000330 for susceptible left vs. susceptible right, *t*_*16*_ = -8.324, t-test, n = 9). **b** Upper panel: The genes *Fa2h, Gal3st1, Mal, Mbp, Mtmr2, Plp1, Trf* and *Ugt8a* were associated with the GO term, myelination, and were dominantly expressed in the right mPFC hemisphere of susceptible mice. Log_2_ FC values are shown in a dot plot. Blue, resilient values; red, susceptible values. Lower panel Results are presented in box plot format (**p = 0.00000432 for susceptible left vs. susceptible right, *t*_*14*_ = -7.235, t-test, n = 8). **c** Upper panel: The genes *Cldn11, Drd1a, Gal3st1, Mal, Mbp, Plp1, Scn4b, Tac1*, and *Ugt8a* were associated with the GO term, action potential, and were dominantly expressed in the right hemisphere of susceptible mice. Log_2_ FC values are shown in a dot plot. Blue, resilient values; red, susceptible values. Lower panel: Results are presented in box plot format (**p = 0.00000462 for susceptible left vs. susceptible right, *t*_*16*_ = -6.756, t-test, n = 9). **d** Upper panel: The genes *Drd1a, Fa2h, Fgf10, Nfib, Plp1, Sox5*, and *Trf* were associated with the GO term, gliogenesis, and were dominantly expressed in the right hemisphere of susceptible mice. Log_2_ FC values are shown in a dot plot. Blue, resilient values; red, susceptible values. *Lower panel:* Results are presented in box plot format (**p = 0.0000522 for susceptible left vs. susceptible right, *t*_*12*_ = -6.114, t-test, n = 7). **e** Upper panel: The genes *Bdnf, Camk2a, Egr2, Rasgrf1*, and *Vgf* were associated with the GO term, neural synaptic plasticity, and were dominantly expressed in the left hemisphere of susceptible mice. Log_2_ FC values are shown in a dot plot. Blue, resilient values; red, susceptible values. Lower panel: Results are presented in box plot format (**p = 0.0000245 for susceptible left vs. right, *t*_*8*_ = 8.665, t-test, n = 5). **f** Upper panel: The genes *Bdnf, Casp1, Igf2, Mef2c, Pde4d, Reln, Serpinf1*, and *Vip* were associated with the GO term, cognition, and were dominantly expressed in the left hemisphere of susceptible mice. Log_2_ FC values are shown in a dot plot. Blue, resilient values; red, susceptible values. Lower panel: Results are presented in box plot format (**p = 0.0000276 for susceptible left vs. susceptible right, *t14* = 6.096, t-test, n = 8). **g** Upper panel: The genes *Anxa11, Fos, Fosb, Junb, Mef2c, Mt3*, and *Tnnc1* were associated with the GO term, response to metal ion, and were dominantly expressed in the left hemisphere of susceptible mice. Log_2_ FC values are shown in a dot plot. Blue, resilient values; red, susceptible values. Lower panel: Results are presented in box plot format (*p = 0.0148 for susceptible left vs. susceptible right, *t*_*12*_ = 2.844, t-test, n = 7). **h** Upper panel: The genes *Adcyap1, Bdnf, Camk2a, Egr2, Itpka, Mef2c, Rasgrf1, Reln, Rims3, Slc1a3, Sphk1*, and *Vgf* were associated with the GO term, synaptic transmission, and were dominantly expressed in the left hemisphere of susceptible mice. Log_2_ FC values are shown in a dot plot. Blue, resilient values; red, susceptible values. Lower panel: Results are presented in box plot format (**p = 0.0000000233 for susceptible left vs. susceptible right, *t*_*22*_ = 8.454, t-test, n = 12)

**Fig. 3:**
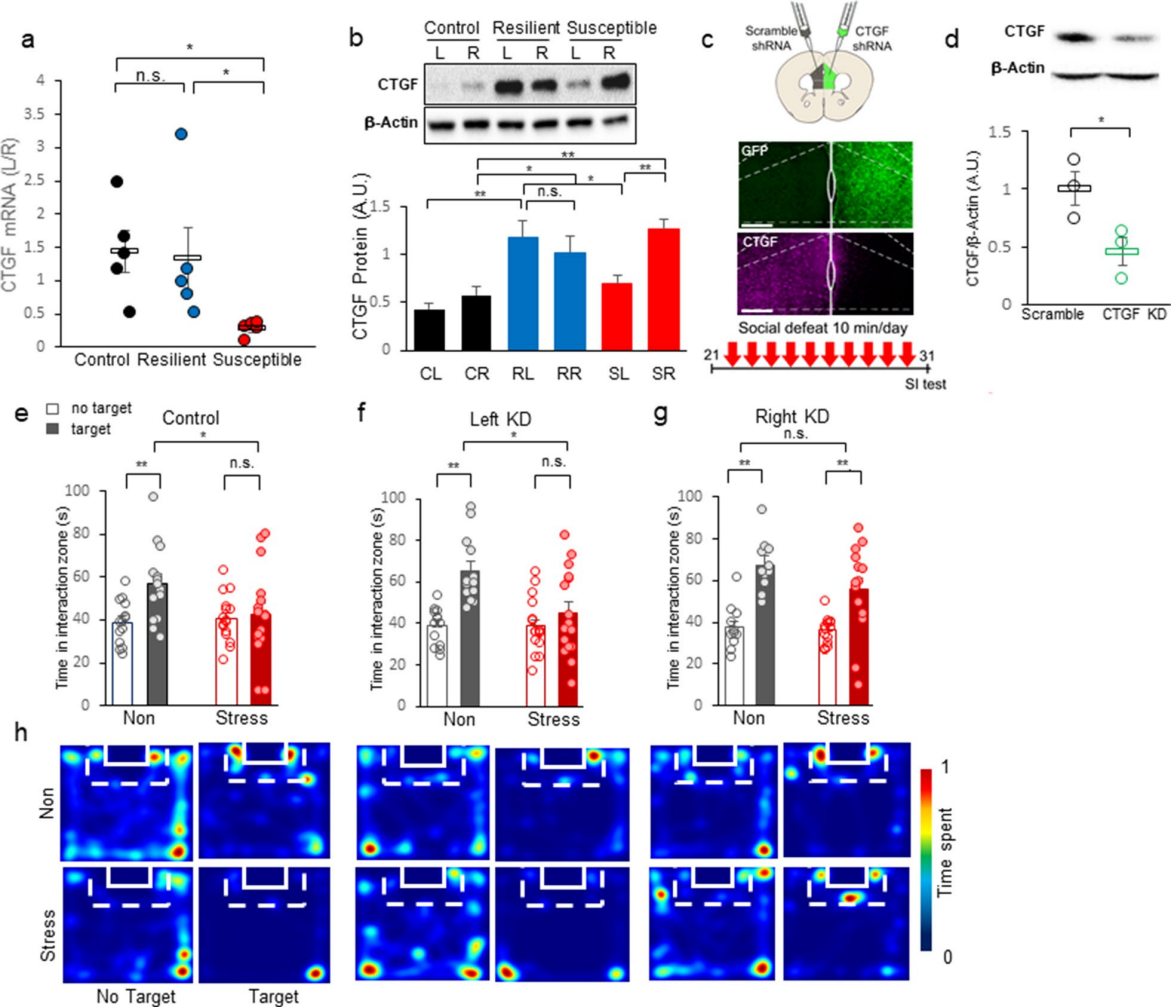
CTGF knockdown in the right mPFC prevents chronic social defeat stress-induced increases in social avoidance. **a** The L/R expression ratio of *Ctgf* in the mPFC. The L/R ratio of susceptible mice is significantly less than those of control and resilient mice (H = 9.620, df = 2, **p = 0.008, Kruskal–Wallis One Way Analysis of Variance on Ranks; between control and susceptible, *p < 0.05, between control and resilient, *p* > 0.05. between resilient and susceptible, *p < 0.05, Post-hoc analysis with Turkey test). **b** Upper panel: A representative blot of CTGF protein expression. Lower panel: CTGF protein expression in the mPFC, presented as a bar graph. The CTGF level is significantly different between the left and right mPFC in susceptible mice (For group $$\times$$ laterality F(2, 38) = 4.489, *p = 0.018; **p = 0.002, laterality within resilient *p* = 0.357; two-way ANOVA with post-hoc analysis). The CTGF expression in resilient and susceptible mice showed a significant difference compare to control (within left mPFC, control and resilient, **p < 0.001, resilient and susceptible, *p = 0.016; within right mPFC, control and resilient, *p = 0.025, control and susceptible, **p < 0.001; two-way ANOVA with post-hoc analysis). **c** Upper panel: Scheme of injection to the mPFC. Middle panel: Representative immunohistochemistry image showing shRNA-mediated CTGF knockdown. Scale bar = 200 μm. Lower panel: Experimental timescale of CTGF shRNA expression followed by chronic social defeat stress and behavioral analysis. **d** Upper panel: Confirmation of CTGF knockdown (KO) by Western blot analysis. Lower panel: Quantitative analysis of CTGF knockdown, expressed as the ratio CTGF/β-actin in arbitrary units. Image quantification and analysis was done using the ImageJ program (*p = 0.0464 for scrambled [Control] vs. KO, t-test, t_4_ = 2.850; Control, n = 3; KO, n = 3). **e** Interaction times with CD-1 mice under non-stressed (Con) and stressed (+ Stress) conditions are presented as means ± standard deviation. Comparison of time spent in the interaction zone by non-stressed (black bar) and stressed (red bar) mice injected in both hemispheres of the mPFC with scrambled shRNA. Open bar, time spent in the interaction zone without a target; closed bar, time spent in the interaction zone with a target present (For stress $$\times$$ target, F(1, 28) = 5.126, *p = 0.032, two-way RM ANOVA; within non-stressed, effect of target, **p = 0.002; within stressed, effect of target, *p* = 0.709; within non-target, effect of stress, *p* = 0.739, within target, effect of stress, *p = 0.019, Post-hoc analysis with Holm-Sidak method). **f** Comparison of time spent in the interaction zone by non-stressed and stressed mice with CTGF shRNA expression in the left mPFC and scrambled shRNA in the right hemisphere (For stress $$\times$$ target, F(1, 28) = 4.478, *p = 0.043, two-way RM ANOVA; within non-stressed, effect of target, **p < 0.001; within stressed, effect of target, *p* = 0.080; within non-target, effect of stress, *p* = 0.949, within target, effect of stress, *p = 0.014, Post-hoc analysis with Holm-Sidak method). **g** Comparison of time spent in the interaction zone by non-stressed and stressed mice with CTGF shRNA expression in the right mPFC and scrambled shRNA in the left hemisphere (For target F(1, 24) = 58.986, **p < 0.001, stress $$\times$$ target, F(1, 24) = 2.480, *p* = 0.128, two-way RM ANOVA; within non-stressed, effect of target, **p < 0.001; within stressed, effect of target, **p < 0.001; Post-hoc analysis with Holm-Sidak method). **h** Left: Representative heatmaps of normalized time spent by mice in the indicated locations without (No Target) and with (Target) a CD-1 target mouse. Non-stressed mice (Non) and stressed mice (Stress) that had been injected in both hemispheres of the mPFC with scrambled shRNA (Control). Center: Representative heatmaps of normalized time spent in the indicated locations by mice with CTGF shRNA expression in the left mPFC and scrambled shRNA in the right mPFC (Left KD). Right: Representative heatmaps of normalized time spent in the indicated locations by mice with CTGF shRNA expression in the right mPFC and scrambled shRNA in the left hemisphere (Right KD)

### Differential expression of CTGF in social defeat stress

CTGF is a key growth factor involved in wound healing at the periphery [30, 31] and in the brain [32]. It is known to mediate interneuron degeneration [33], demyelination, and gliosis [28, 34, 35], and thereby contributes to effects similar to those induced by chronic stress in the mPFC. We thus, selected CTGF as a functional case study. A recent study of postmortem samples showed that CTGF is increased in the hippocampus and amygdala of patients with major depressive disorder (MDD) [36]. The most highly lateralized gene on our microarray results was *Ctgf* (Fig. 1). 

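Ctgf had the smallest p value of all 8419 genes for the left-right difference in susceptible mice, and the third largest log2 ratio by size, a 1.89-fold higher level on the right. Cux2 and Wfs1 had larger ratios toward the left, 2.10-fold for Cux2. The mean log2 signal of Ctgf was 10.20 on the left and 11.11 on the right in susceptible mice, where replicates differed with SDs of 0.02 and 0.05. In resilient mice it was 11.07 and 11.03, and in control mice 10.35 and 10.21. The difference in susceptible mice was called under all 34 alternative settings. In a further fit with a score of layer and myelin markers as a covariate, chosen after seeing the data, it was -1.57 ± 0.87. The score and the side can hardly be separated there, and Ctgf is itself 1 of the markers in the score. That fit is therefore no independent test of Ctgf. Ctgf was the only gene called of 10 measured in the TGF-beta pathway list (list median 0.03, mean -0.06, camera adjusted p 0.409).

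**Figure D3:**
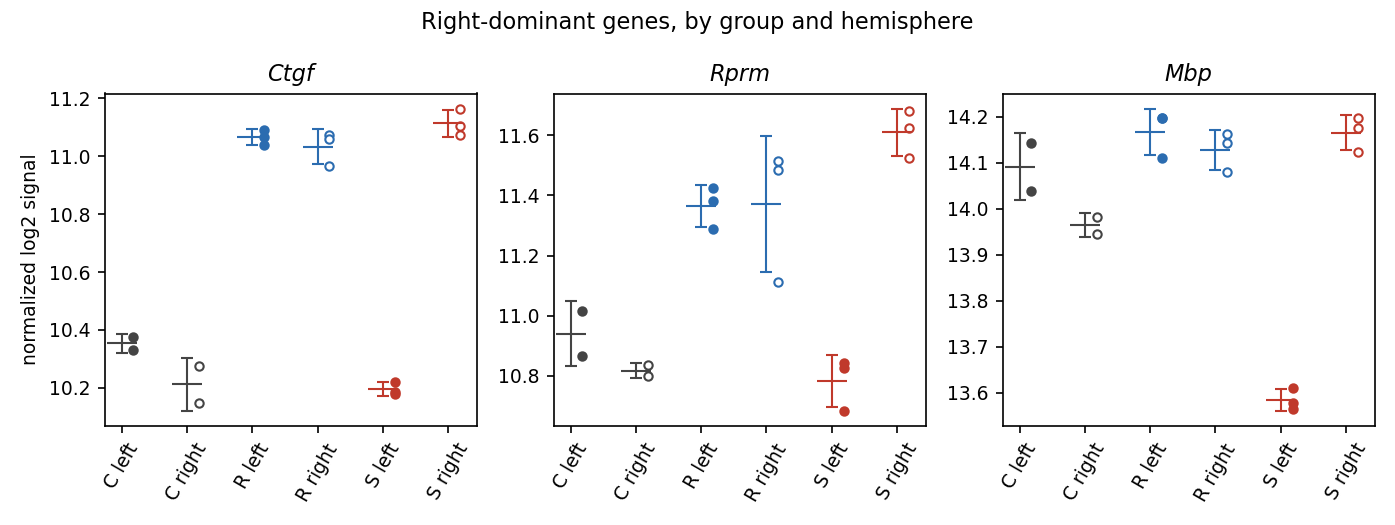
Log2 signal of Ctgf, Rprm and Mbp on each array. C, R and S are control, resilient and susceptible mice; filled points are left and open points right mPFC, and bars give the mean ± SD.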

We validated this finding by examining *Ctgf* expression in susceptible mice, as assessed by laterality ratio (L/R) in susceptible mice compared to those in control and resilient mice (Fig. 3a). We found that the three groups show different asymmetry patterns of *Ctgf* gene expression, and that the transcript of C*tgf* recapitulated the microarray results. We observed a significant difference in RNA expression as laterality score (Left/Right) (Fig. 3a; H = 9.620, df = 2, **p = 0.008, Kruskal–Wallis One Way Analysis of Variance on Ranks; between control and susceptible, *p < 0.05, between control and resilient, *p* > 0.05. between resilient and susceptible, *p < 0.05, Turkey test post-hoc). We checked whether the functional protein level was consistent with the transcript profile. Importantly, we found that the CTGF protein level increased in the right hemisphere of susceptible mice and both hemispheres of resilient mice under stress (Fig. 3b). Our analysis revealed that CTGF proteins showed a significant right-oriented expression in susceptible mice (Fig. 3b, upper panel) and a significant difference in expression between the left and right hemispheres (Fig. 3b, lower panel: For group F(2, 38) = 14.445, **p < 0.001, laterality F(1, 38) = 3.634, *p* = 0.064, group $$\times$$ laterality interaction F(2, 38) = 4.489, *p = 0.018, laterality within susceptible **p = 0.002, two-way ANOVA with Holm-sidak post-hoc analysis). In the resilient mice, we did not detect any significant between-hemisphere difference in CTGF expression (Fig. 3b, lower panel; laterality within resilient *p* = 0.357; two-way ANOVA). The CTGF expression in resilient and susceptible mice showed a significant difference compare to control (within left mPFC, control and resilient, **p < 0.001, control and susceptible, *p* = 0.120, resilient and susceptible, *p = 0.016; within right mPFC, control and resilient, *p = 0.025, control and susceptible, **p < 0.001, resilient and susceptible, *p* = 0.166, two-way ANOVA with Holm-sidak post-hoc analysis). These findings indicate that the RNA and protein expression levels of CTGF are lateralized in susceptible mice but balanced in resilient and control mice, suggesting that the laterality score could be a relevant biomarker for stress susceptibility.

### CTGF is functionally lateralized in the mPFC hemispheres

To induce hemisphere-specific knockdown of CTGF, we injected a viral vector expressing an *sh*RNA targeting CTGF (AAV2/9-GFP-U6-mCTGF-shRNA) into the left or right mPFC. As a control for the effects of viral transfection, we injected a non-targeting *sh*RNA-expression vector (AAV2/5-Scramble *sh*RNA-CMV-mCherry-hGH) into the contralateral mPFC (Fig. 3c). After 3 weeks, we subjected the same mice to 10 days of chronic social defeat stress followed by social interaction tests (Fig. 3c, lower panel). Using immunostaining and Western blotting, we found that the CTGF *sh*RNA effectively reduced the CTGF protein level in the mPFC (Fig. 3c, d; *p = 0.0464, t_4_ = 2.850, t-test). After the 10-day social defeat protocol, control mice with bilateral mPFC injections of scrambled *sh*RNA showed a significant increase in social avoidance of CD-1 mice (Fig. 3e; For stress, F(1, 28) = 1.731, *p* = 0.199, for target F(1, 28) = 7.721, *p = 0.010, stress $$\times$$ target interaction, F(1, 28) = 5.126, *p = 0.032, two-way RM ANOVA; within non-stressed, effect of target, **p = 0.002; within stressed, effect of target, *p* = 0.709; within non-target, effect of stress, *p* = 0.739, within target, effect of stress, *p = 0.019, Post-hoc analysis with Holm-Sidak method). Mice with left mPFC CTGF depletion showed levels of social avoidance similar to those of control mice (Fig. 3f; For stress, F(1, 28) = 2.514, *p* = 0.124, for target F(1, 28) = 20.319, **p < 0.001, stress $$\times$$ target interaction, F(1, 28) = 4.478, *p = 0.043, two-way RM ANOVA; within non-stressed, effect of target, **p < 0.001; within stressed, effect of target, *p* = 0.080; within non-target, effect of stress, *p* = 0.949, within target, effect of stress, *p = 0.014, Post-hoc analysis with Holm-Sidak method). Mice with right mPFC CTGF depletion showed no social avoidance (Fig. 3g; For stress, F(1, 24) = 1.968, *p* = 0.173, for main target F(1, 24) = 58.986, **p < 0.001, stress $$\times$$ target interaction, F(1, 24) = 2.480, *p* = 0.128, two-way RM ANOVA; within non-stressed, effect of target, **p < 0.001; within stressed, effect of target, **p < 0.001; Post-hoc analysis with Holm-Sidak method). Analysis of representative heatmaps showed that mice with right mPFC CTGF knockdown exhibited reduced social avoidance when the CD-1 target was present (Fig. 3h). These results are highly consistent with a previous report that a lesion in the right mPFC leads to stress resistance [9, 10] and suggest that the upregulation of CTGF in the right mPFC plays an important role in stress perception of all stressed mice.

### CTGF overexpression in the right mPFC facilitates social avoidance

Our analysis of CTGF gene expression revealed that CTGF protein increased in the right mPFC of all socially stressed mice, while the corresponding changes in the left mPFC differed by the stress susceptibility of the mice (Fig. 3b). To test the role of increased CTGF in the right mPFC, we expressed AAV2/9-CamKIIα-mCTGF in the right mPFC (Fig. 4a). To generate control mice, we injected the virus, AAV2/5-CamKIIα-mCherry, into the ipsilateral right mPFC. In this experiment, the left mPFC was left intact to check the right hemisphere-specific role of CTGF when social stress is experienced. The expression of CTGF was confirmed by immunohistochemistry (Fig. 4b).

**Fig. 4:**
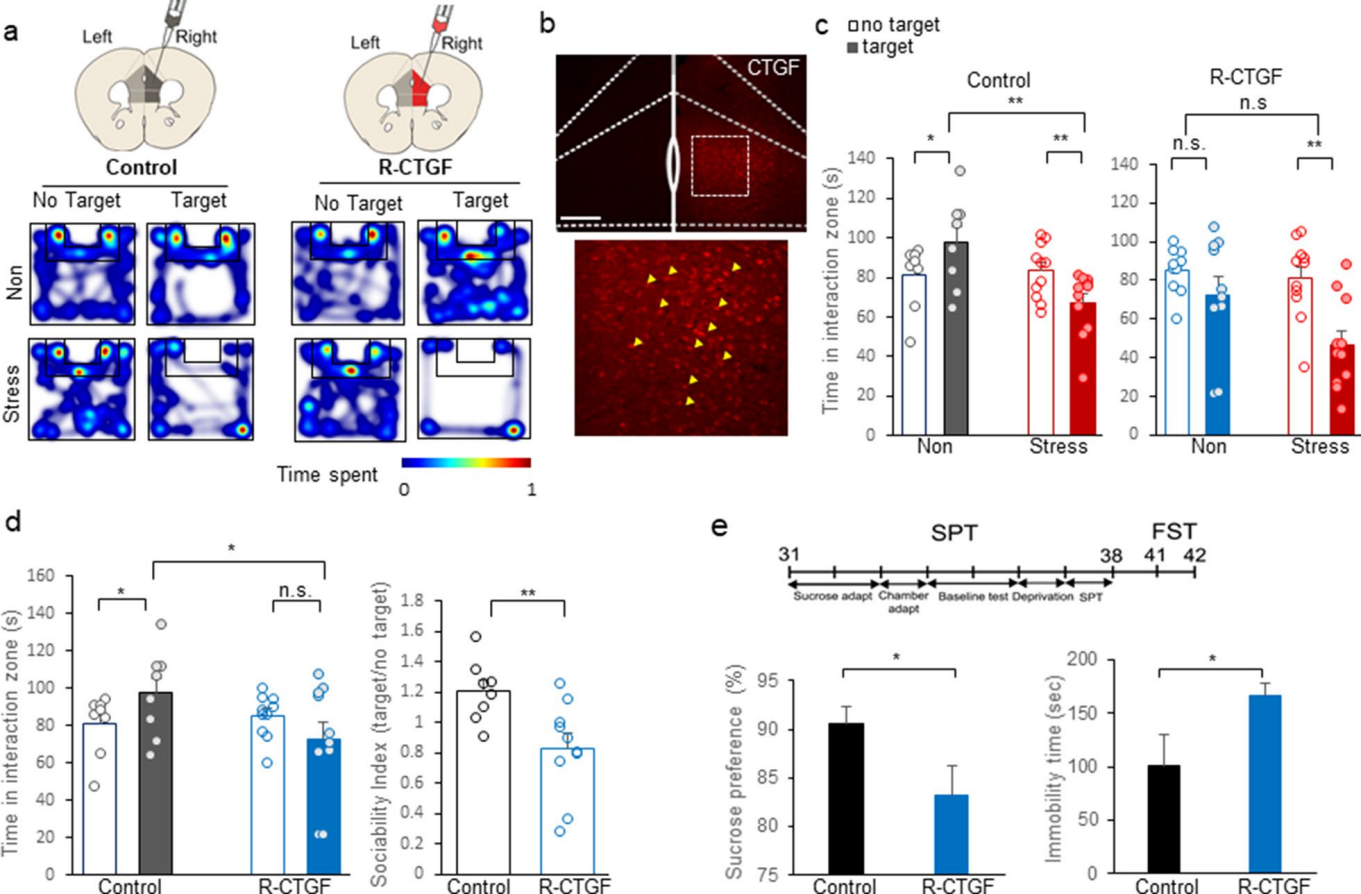
CTGF overexpression in the right mPFC facilitates stress sensitivity. **a** Left panel: Representative heatmap of normalized time spent by control mice in the indicated locations without (No Target) and with (Target) a CD-1 target mouse. The upper (Non) and lower (Stress) rows represent mice injected with AAV-mCherry in the right hemisphere of the mPFC (Control). Right panel: Representative heatmap of normalized time spent by CTGF mice in the indicated locations without (No Target) and with (Target) a CD-1 target mouse. The upper (Non) and lower (Stress) rows represent mice injected with AAV-mCTGF in right hemisphere of the mPFC (R-CTGF). **b** Representative immunohistochemistry image showing AAV-mediated CTGF expression. Scale bar = 200 μm. **c** Interaction times with CD-1 mice under non-stressed and socially stressed conditions are presented as means ± standard deviation. Left panel: Comparison of time spent in the interaction zone by non-stressed (black bar; Non) and stressed mice (red bar; Stress) injected in right hemispheres of the mPFC with AAV-mCherry (Control). Open bar, time spent in the interaction zone without a target; closed bar, time spent in the interaction zone with a target present (For target, F(1, 17) = 0.00147, *p* = 0.970, stress, F(1, 17) = 4.008, *p* = 0.061, target $$\times$$ stress F(1, 17) = 17.763, **p < 0.001, two-way RM ANOVA; within target absence, effect of stress, *p* = 0.780, n = 11; within target presence, effect of stress, **p < 0.001, n = 11; within non-stress, effect of target, *p = 0.012, within stress the effect of target, **p = 0.005, Post-hoc analysis with Holm-Sidak method). Right panel: Comparison of time spent in the interaction zone by non-stressed (blue bar; Non) and stressed mice (red bar; Stress) injected in right hemispheres of the mPFC with AAV-mCTGF (R-CTGF). (For main target effect, F (1, 19) = 18.637, **p < 0.001, stress, F(1, 19) = 3.371, *p* = 0.082, target $$\times$$ stress F(1, 19) = 3.965, *p* = 0.061, two-way RM ANOVA; within non-stress, effect of target *p* = 0.125, within stress, effect of target, **p < 0.001; Post-hoc analysis with Holm-Sidak method). **d** Left panel: Comparison of time spent in the interaction zone between control (black bar) and R-CTGF (blue bar) mice (For group, F(1, 16) = 1.266, *p* = 0.277, target, F(1, 16) = 0.143, *p* = 0.710, group $$\times$$ target, F(1, 16) = 8.921, **p = 0.009, two-way RM ANOVA; within control, effect of target, *p = 0.038, within R-CTGF, effect of target, *p* = 0.068, within target absence, the effect of R-CTGF, *p* = 0.685, within target presence, the effect of R-CTGF, *p = 0.025; Post-hoc analysis with Holm-Sidak method). Right panel: Comparison of sociability index (SI; time spent in interaction zone with a target CD-1 mouse divided by the time without a target) between control (black bar; Control) and right-mPFC^CTGF^ mice (blue bar; R-CTGF) in non-stressed conditions (t_16_ = 3.020, **p = 0.00814, t-test). **e** Upper panel: Experimental timescale of CTGF expression and behavioral analyses (sucrose preference test and forced swim test). Left panel: Comparison of sucrose preference rates (sucrose intake divided by total intake*100 (%)) between control (black bar, Control) and right-mPFC^CTGF^ (blue bar, R-CTGF) mice under the non-stressed condition (*p = 0.033, T = 54, control n = 5, right-mPFC^CTGF^ n = 9, Mann–Whitney Rank Sum Test). *Right panel*: Comparison of helplessness (time spent immobile during the last 4 min of the forced swim test) between control (black bar) and right-mPFC^CTGF^ (blue bar) mice under the non-stressed condition (*p = 0.0256, t_12_ = -2.547, control n = 5, right-mPFC^CTGF^ n = 9, t-test)

After 3 weeks of expression and 10 consecutive days of social defeat stress, we measured the sociability value by measuring each test mouse’s interaction time with a CD-1 mouse within the interaction zone (Fig. 4c). Heatmaps were generated for the sociability of control mice and those with CTGF expressed in the right-side mPFC (Right-mPFC^CTGF^; R-CTGF) in the absence and presence of a target (for representative maps, see Fig. 4a). Reflecting their normal perception of social stress, control mice showed increased social avoidance when the target CD-1 mouse was present (Fig. 4c left panel; For target, F(1, 17) = 0.00147, *p* = 0.970, stress, F(1, 17) = 4.008, *p* = 0.061, target $$\times$$ stress interaction, F(1, 17) = 17.763, **p < 0.001, two-way RM ANOVA; within non-stress, effect of target, *p = 0.012, within stress the effect of target, **p = 0.005, within target presence, effect of stress, **p < 0.001; Post-hoc analysis with Holm-Sidak method). However, right-mPFC^CTGF^ mice showed no more social avoidance when socially defeated (Fig. 4c right panel; main target effect, F (1, 19) = 18.637, **p < 0.001, stress, F(1, 19) = 3.371, *p* = 0.082, target $$\times$$ stress interaction, F(1, 19) = 3.965, *p* = 0.061, two-way RM ANOVA; within non-stress, effect of target *p* = 0.125, within stress, effect of target, **p < 0.001; Post-hoc analysis with Holm-Sidak method).

Furthermore, right-mPFC^CTGF^ mice showed social avoidance under the non-stressed condition, to the point that there was a significant difference in sociability between control and right-mPFC^CTGF^ mice that had not been subjected to stress (Fig. 4d, left panel; For group, F(1, 16) = 1.266, *p* = 0.277, for target, F(1, 16) = 0.143, *p* = 0.710, group $$\times$$ target interaction, F(1, 16) = 8.921, **p = 0.009, two-way RM ANOVA; within control, effect of target, *p = 0.038, within R-CTGF, effect of target, *p* = 0.068, within target presence, the effect of R-CTGF, *p = 0.025; Post-hoc analysis with Holm-Sidak method). This increase of social avoidance under the non-stressed condition indicates that CTGF expression in the right mPFC led mice to exhibit a socioemotionally depressive state. Our analysis of sociability index (SI) values clearly showed that the right-mPFC^CTGF^ mice were socially avoidant when non-stressed probably due to increased stress sensitivity (Fig. 4d, right panel; t_16_ = 3.020, **p = 0.00814, t-test).

To confirm that the depressive phenotype of right-mPFC^CTGF^ mice is relevant to other depression measures, we used the sucrose preference and forced swim tests as measures of anhedonia and despair, respectively (Fig. 4e). As expected from the results of our social interaction test (Fig. 4d), we observed a significant difference in anhedonia between control and right-mPFC^CTGF^ mice (Fig. 4e left panel; *p = 0.033, T = 54, Mann–Whitney Rank Sum Test). Similarly, the forced swim test showed that right-mPFC^CTGF^ mice exhibited more despair during a forced swim than control mice, as represented by their immobility time (Fig. 4e right panel, *p = 0.0256, t_12_ = -2.547, t-test). The representative video shows that right-mPFC^CTGF^ mice exhibited dramatically more immobile behavior compared to control mice under the stress-naïve condition (Additional file 10: Video 1). These results suggest that CTGF mediates the stress-induced emotional changes in the right mPFC (Fig. 6).

### CTGF overexpression in the left mPFC facilitates social resilience

After social defeat, resilient mice showed no laterality in CTGF expression, but instead exhibited balanced and increased expression in both mPFC hemispheres (Fig. 3a, b). Considering that the knockout of CTGF in the left mPFC shows stress avoidance to social defeats (Fig. 3f), the increased CTGF in the left mPFC of resilient mice may contribute to enhancing resilience. To test the hypothesis that increased CTGF in the left mPFC made mice socially resilient under social stress, we injected a CTGF-overexpressing viral vector (AAV2/9-CamKIIα-mCTGF) into the left mPFC (Left-mPFC^CTGF^; L-CTGF, Fig. 5). To control for stress-induced social response- and lesion-related effects, we injected a control viral vector (AAV2/5-CamKIIα-mCherry) to the right mPFC (Fig. 5a). As control mice, we injected a control viral vector (AAV2/5-CamKIIα-mCherry) bilaterally into the left and right mPFC. Western blotting confirmed that the CTGF protein level was increased in the left mPFC of L-CTGF mice compared with control mice (Fig. 5b; **p < 0.01, t_6_ = − 6.142, t-test).

**Fig. 5:**
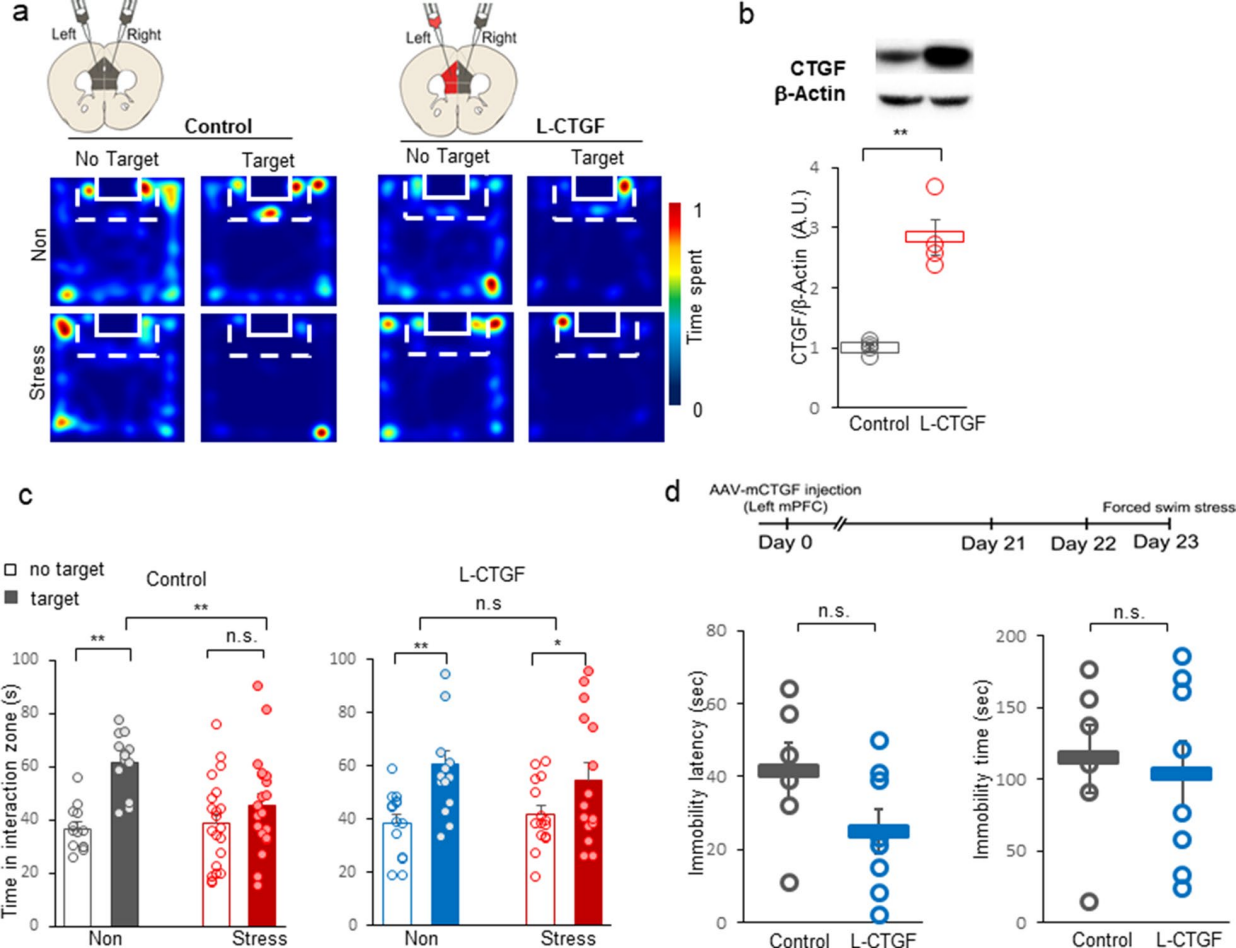
CTGF overexpression in the left mPFC facilitates resilience. **a** Left panel: Representative heatmaps of normalized time spent by mice in the indicated locations without (No Target) and with (Target) a CD-1 target mouse. The upper (Non) and lower (Stress) rows represent mice injected with AAV-mCherry in the left hemisphere of the mPFC (Control). Right panel: Representative heatmaps of normalized time spent by mice in the indicated locations without (No Target) and with (Target) a CD-1 target mouse. The upper (Non) and lower (Stress) rows represent mice injected with AAV-mCTGF in the left hemisphere of the mPFC (L-CTGF). **b** Upper panel: Confirmation of CTGF overexpression by Western blot analysis. Lower panel: Quantitative analysis of CTGF overexpression, presented as the ratio of CTGF/β-actin, as expressed in arbitrary units. Image quantification and analysis were done using ImageJ (**p < 0.01; Control, n = 4; Overexpression, n = 4, t_6_ = -6.142, t-test). **c** Left panel: Interaction times of control mice (Control) with CD-1 mice under non-stressed (Non) and stressed (Stress) conditions, presented as means ± standard deviation. Open bar, time spent in the interaction zone without a target (No target); closed bar, time spent with a target present (Target) (For stress, F(1, 32) = 2.517, *p* = 0.122, target, F(1, 32) = 29.886, **p < 0.001, For stress $$\times$$ target, F(1, 32) = 9.537, **p = 0.004, two-way RM ANOVA; within non-stressed, the effect of target, **p < 0.001; within stressed, the effect of target, *p* = 0.063; within target presence, effect of stress, **p = 0.004; Post-hoc analysis with Holm-Sidak method). Right panel: Comparison of time spent in the interaction zone by non-stressed (Non) and stressed (Stress) mice with CTGF overexpression in the left mPFC. Interaction times of left-mPFC^CTGF^ mice (L-CTGF) with CD-1 mice under non-stressed and stressed conditions, presented as means ± standard deviation. Open bar, time spent in the interaction zone without a target (No target); closed bar, time spent in the interaction zone when a target is present (Target) (For stress, F(1, 27) = 0.0540, *p* = 0.818, main target effect, F(1, 27) = 20.560, **p < 0.001, stress $$\times$$ target interaction, F(1, 27) = 0.266, two-way RM ANOVA, within non-stressed, the effect of target,**p < 0.001; within stressed, the effect of target, *p = 0.021; Post-hoc analysis with Holm-Sidak method). **d** Upper: Experimental scheme for investigating the effect of CTGF overexpression in the left mPFC on changes in behavior in response to acute stress (forced swim stress). Lower left panel: Comparison of immobility latency in the forced swim stress (acute stress) between mice with CTGF overexpression in the left mPFC (L-CTGF) and those with injection of control virus in the left mPFC (control). Black circles, control; blue circles, L-CTGF (*p* = 0.110 for Control vs. L-CTGF, t_12_ = 1.728, t-test). Lower right panel: Comparison of immobility time during the last 4 min of the forced swim stress between control and L-CTGF mice (*p* = 0.758 for Control vs. L-CTGF, t_12_ = 0.315, t-test)

After a 10-day social defeat protocol, we measured the sociability value by monitoring the time spent within the interaction zone of a CD-1 target mouse (Fig. 5c). We assessed the sociability of control mice and left-mPFC^CTGF^ mice in the absence (left) and presence (right) of a target mouse (for representative heatmaps, see Fig. 5a, upper panel; non-stressed, lower panel; stressed). Whereas control mice showed increased social avoidance of CD-1 mice (Fig. 5c, left panel; For stress, F(1, 32) = 2.517, *p* = 0.122, target, F(1, 32) = 29.886, **p < 0.001, stress $$\times$$ target interaction, F(1, 32) = 9.537, **p = 0.004, two-way RM ANOVA; within non-stressed, the effect of target, **p < 0.001; within stressed, the effect of target, *p* = 0.063; within target presence, effect of stress, **p = 0.004; Post-hoc analysis with Holm-Sidak method), Left-mPFC^CTGF^ mice showed no social avoidance (Fig. 5c, right panel; For stress, F(1, 27) = 0.0540, *p* = 0.818, main target effect, F(1, 27) = 20.560, **p < 0.001, stress $$\times$$ target interaction, F(1, 27) = 0.266, two-way RM ANOVA, within L-CTGF non-stressed, the effect of target,**p < 0.001; within L-CTGF stressed, the effect of target, *p = 0.021; Post-hoc analysis with Holm-Sidak method).

To evaluate the stress coping role of CTGF in acute stress, we measured the latency to immobility after forced swim stress as an acute stress paradigm. Under these conditions, we failed to find any difference in the latency (Fig. 5d left panel, *p* = 0.110, t_12_ = 1.728, t-test) or duration (Fig. 5d right panel, *p* = 0.758, t_12_ = 0.315, t-test) of immobility in Left-mPFC^CTGF^ mice. These results suggest that CTGF expression is specifically involved in the adaptation to chronic stress, which typically leads to emotional and behavioral changes.

These results show the increase of CTGF expression in the left mPFC can critically prevent the development of stress-induced social avoidance (Fig. 5). Without the increase of CTGF in the left mPFC, stressed mice may show depression-like phenotypes as shown in CTGF knockout experiments (Fig. 3).

## Discussion

Hemispheric lateralization has been implicated in emotional disorders. Transcranial magnetic stimulation (TMS) of the left PFC, which is known to reduce anxiety by retrieving positive memory [37], has been used empirically to treat depression [38–40]. However, the mechanism of PFC lateralization has been poorly studied because of the lack of robust animal models. Our study reveals that chronic social defeat stress induces hemisphere-specific gene expression in the mPFC, opening a new avenue for studying the molecular mechanisms of hemispheric lateralization and stress-induced mental illness (Fig. 6).

**Fig. 6:**
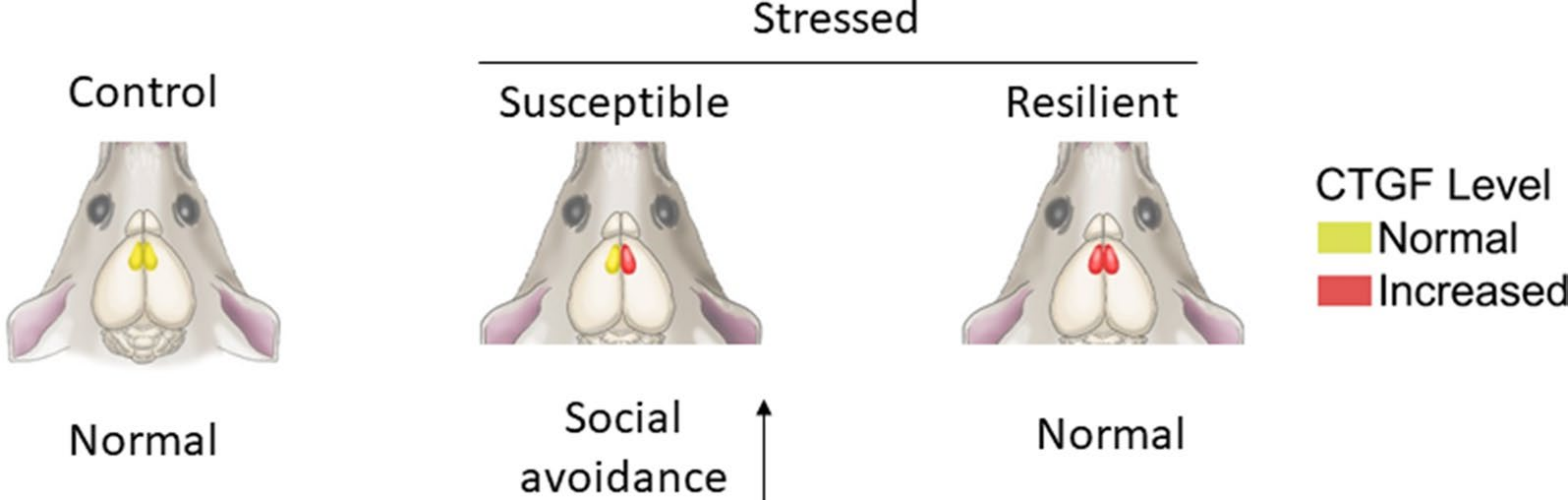
A graphical summary on the hemisphere-specific roles of CTGF. A graphical summary of the hemisphere-specific roles of CTGF in stress adaptation. Non-stressed mice show similar CTGF levels in both mPFC hemispheres. When stressed, mice become susceptible or resilient depending on their CTGF level in each hemisphere: In susceptible mice, CTGF increases only in the right mPFC, while resilient mice show a corresponding increase of CTGF in the left mPFC. Mice with overexpression of CTGF in the right mPFC exhibit an enhanced perception of stress, while mice with overexpression of CTGF in the left mPFC exhibit an increase of the resilient phenotype

### Screening for stress adaptation-related genes by hemisphere-specific analysis

Consistent with previous reports that patients with emotional disorders show lateralization of neuronal activity in the PFC [9, 10], we herein report that the two mPFC hemispheres undergo differential molecular changes under chronic stress conditions (Fig. 1). We identified key molecules that modulate various neuronal functions of stress adaptation, including neuronal degeneration, excitability, synaptic transmission, and cognition (Fig. 2), all of which have been associated with changes induced by chronic stress. In addition, we found that mice exhibiting stress-induced behavioral changes show greater molecular laterality than resilient or control mice, suggesting that laterality score may represent a relevant biomarker for screening stress-modulating genes (Fig. 1).

We identified three groups of stress-related genes. 

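Taking the stressed groups together, 946 genes were called against control, 444 higher and 502 lower. Of the 946, 816 (86.3%) were called lateralized in no group, and 129 (13.6%) were called lateralized in susceptible mice, where independent calls would give 49.3. Among genes whose stressed arrays all lay above or all below the control arrays, Sla rose by 0.56 ± 0.05 and Mid1, a ubiquitin ligase of microtubules, by 0.43 ± 0.05. Npas4 (-0.66 ± 0.05) and Dusp1, an activity-induced phosphatase (-0.46 ± 0.04), fell. As a list, immediate early genes fell (6 of 13 called lower, median -0.08, camera adjusted p 2.6e-07), and layer 6 and 6b markers rose (8 of 13 called higher, median 0.17, adjusted p 6.9e-09). Markers of interneurons fell (4 of 10 called, median -0.11, adjusted p 2.2e-04), as did those of astrocytes (3 of 12, median -0.11, adjusted p 1.0e-04). The rise of layer 6 and 6b markers was not alike in all groups. Over both sides their median was 0.30 in resilient and 0.08 in susceptible mice. In susceptible mice they were also higher on the right than on the left (median log2 L/R -0.33).

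All control arrays stand among the first 8 arrays of the deposited table, and the count depends on how that order is handled. With the first and last 8 arrays as a block, an alternative chosen after seeing the data, 259 genes were called. Median scaling lowered the median of all genes in stressed mice by 0.16 and gave 11 genes higher and 1530 lower. For stressed against control, leaving out control left replicate 1 or 2 gave 378 and 546 genes, and leaving out control right replicate 1 or 2 gave 519 and 470.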

The genes of the first group were altered by stress but did not show any evidence of lateralization. These include *Hba-a1* (hemoglobin alpha, adult chain 1) and *Hbb-b1* (hemoglobin, beta adult major chain), which were increased in both hemispheres of mice exposed to chronic social defeat stress, but not in those exposed to acute stress [12]. Also included in this group is *Arc* (activity-regulated cytoskeleton-associated protein), an immediate early gene that is induced by neural activity and was herein found to be reduced in both hemispheres of stressed mice (Additional file 3: Table S1). This finding is consistent with changes that have been found in postmortem brain tissue of depressed patients and mice exposed to social defeat stress [41]. 

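Hemoglobin in brain tissue comes from red blood cells in its vessels and, at lower levels, from neurons. Hba-a1 rose in each hemisphere of each stressed group, by 1.08 ± 0.07 and 0.81 ± 0.07 on the log2 scale in the left and right mPFC of susceptible mice (adjusted p 5.0e-10 and 1.1e-07). In resilient mice it rose by 0.64 ± 0.07 and 0.69 ± 0.07 (adjusted p 6.7e-06 and 2.0e-06). The adult beta chain was measured through Hbb-bt, which rose by 0.69 ± 0.11, 0.54 ± 0.11, 0.40 ± 0.11 and 0.45 ± 0.11 in the same order. The Hbb-bt call in resilient left mPFC (adjusted p 0.047) was lost in 7 of 16 single-array omissions, those of each control array, resilient left replicate 1 or 2 and susceptible right replicate 1 (adjusted p 0.054 to 0.313). The call in resilient right mPFC was lost without control right replicate 1 or 2 or resilient right replicate 3 (adjusted p 0.293, 0.096 and 0.120), and that in susceptible right mPFC without control right replicate 1 (adjusted p 0.103). Alas2, the enzyme that starts heme synthesis in red cell precursors, rose with them in susceptible mice, by 0.66 ± 0.10 and 0.42 ± 0.10, and in resilient mice its changes of 0.30 and 0.25 were not called (adjusted p 0.096 and 0.182), though over both sides it was called, at 0.27 ± 0.07 (adjusted p 0.010). Its call in susceptible right mPFC was lost without control right replicate 1 or 2 (adjusted p 0.097 and 0.093).

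Within susceptible mice Hba-a1 was higher on the left (log2 L/R 0.32 ± 0.07, adjusted p 0.0024). This difference was not called with median scaling (adjusted p 0.875) or with only the first 8 arrays of the table (adjusted p 0.171). The test of the difference between groups was not called, against control (0.27, adjusted p 0.225) or resilient mice (0.32, adjusted p 0.082). The latter was called with a trended robust variance (adjusted p 0.042) and without resilient right replicate 1 (adjusted p 0.027).

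**Figure D4:**
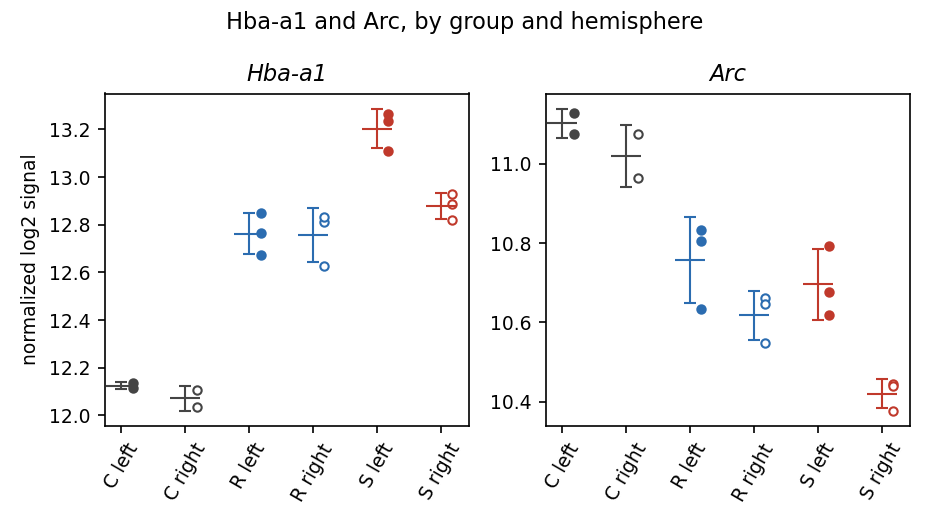
Log2 signal of Hba-a1 and Arc on each array. C, R and S are control, resilient and susceptible mice; filled points are left and open points right mPFC, and bars give the mean ± SD.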

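Arc fell in each hemisphere of each stressed group, by 0.41 ± 0.07 and 0.60 ± 0.07 on the log2 scale in the left and right mPFC of susceptible mice (adjusted p 0.0014 and 6.1e-06). In resilient mice it fell by 0.34 ± 0.07 and 0.40 ± 0.07 (adjusted p 0.0087 and 0.0022). In each comparison all stressed arrays lay below all control arrays. With so few arrays this is common. Of all genes, 37.7% and 35.9% had no overlap in either direction in susceptible left and right mPFC, and 33.7% and 31.8% in resilient. The resilient left call was lost without control left replicate 1 or 2 (adjusted p 0.103 and 0.135), and the resilient right call without control right replicate 2 (adjusted p 0.100). Within susceptible mice Arc was higher on the left by 0.28 ± 0.07 (adjusted p 0.0093). That call was lost without susceptible left replicate 2 or susceptible right replicate 3 (adjusted p 0.080 and 0.052), and the difference from control mice was not called (0.19, adjusted p 0.456).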

The second group of genes showed a strong left dominance, as measured by log_2_ L/R values, in response to chronic stress (Fig. 1e, Additional file 6: Table S4). This group included *Adcyap1* (adenylate cyclase activating polypeptide 1, also known as PACAP), which is associated with post-traumatic stress disorder (PTSD) [42]. 

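Adcyap1, the gene of the neuropeptide PACAP, was higher in the left than in the right mPFC of susceptible mice (log2 L/R 0.32 ± 0.07, adjusted p 0.0039). All 3 left arrays lay above all 3 right arrays for Adcyap1, though 20.1% of all genes had no overlap in either direction. The left level did not differ detectably from control (0.11 ± 0.08, adjusted p 0.427, and -0.15 with median scaling), and the right level fell by 0.35 ± 0.08 (adjusted p 0.0078). In resilient mice the right level also fell by 0.35 ± 0.08 (adjusted p 0.011), with -0.10 ± 0.08 on the left. Neither fall on the right was called without control right replicate 2 (adjusted p 0.178 and 0.245). The log2 L/R differed from that of control mice by 0.46 ± 0.11 (adjusted p 0.016), and this call was lost without control left replicate 2 or control right replicate 2 (adjusted p 0.214 and 0.141). It did not differ detectably from that of resilient mice (0.21, adjusted p 0.366).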

Notably, suppression of PACAP expression has been shown to reduce corticosterone secretion and depression-like behaviors [43]. The third group of genes showed right dominance, characterized by negative log_2_ L/R values. The genes in this group include *Adra2a* (alpha-2A adrenergic receptor), which was reduced in the left mPFC (Additional file 6: Table S4). Consistent with this, loss of ADRA2A is associated with socially withdrawn behaviors [44], depression and autism [45, 46]; moreover, an increase in ADRA2A has been shown to prevent the withdrawal phenotype and increase novelty-seeking behavior, as observed in ADHD [47]. Increased right mPFC expression of *Ctgf* (Fig. 1e, Additional file 6: Table S4), another group 3, right-dominant gene, was recently observed in the amygdala of an MDD patient [36]. In addition, CTGF levels are reportedly increased in the hippocampus of rats exposed to chronic social defeat stress [48] and in the hippocampus and amygdala of rats exposed to predator-scent stress [49].

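Relative to control mPFC of the same side, Ctgf rose in the right mPFC of susceptible mice by 0.90 ± 0.07 on the log2 scale (adjusted p 1.4e-09), and the left side changed by -0.16 ± 0.07 (adjusted p 0.167). In resilient mice it rose on both sides, by 0.71 ± 0.07 on the left and 0.82 ± 0.07 on the right (adjusted p 8.7e-08 and 1.1e-08). In the right mPFC the level in susceptible mice did not differ detectably from that in resilient mice (0.08 ± 0.06, adjusted p 0.607), and in the left mPFC it was lower by a log2 change of -0.87 ± 0.06 (adjusted p 1.2e-10). Other layer 6 genes, Rprm, Sulf1 and Zfpm2, rose with Ctgf in the right mPFC of susceptible mice, by 0.79, 0.60 and 0.55. There 9 of 13 layer 6 and 6b markers were called higher than control (median 0.30, camera adjusted p 3.4e-14, and 2.0e-04 with an estimated correlation).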

Studies have shown that there appear to be gender differences in the functional laterality of the brain [50–52]. While the right vmPFC is involved in socioemotional decision making in males, the left vmPFC is involved in females [51]. Furthermore, females are known to be much more vulnerable to depression and PTSD [53] and show a higher sensitivity in their CRF response [54] than males. Thus, it is plausible that the molecular laterality revealed in our study may provide new insights into gender differences in stress perception and adaptation. Female mice may show more laterality between the two mPFC hemispheres compared to males. As a new social defeat paradigm was recently developed for females [55–57], we could test this hypothesis in a future study.

There have been numerous reports regarding the lateralization of hippocampus under stress conditions [58–61]. Here in this report, we focused on the medial prefrontal cortex, however, there are possibilities of molecular lateralization in other subcortical area such as the hippocampus. With network analysis of regions connected to the mPFC, we may obtain more information about the mechanism of functional laterality induced by emotional stress. Further efforts to study brain regions that are systemically connected to the mPFC will be a future target to consolidate the mechanism of laterality induced by emotional stress.

### CTGF modulates the hemisphere-specific roles of mPFC

In line with the previous finding that right mPFC activity induces stress recognition and left mPFC activity facilitates resilience to chronic stress [9], CTGF was increased in the right mPFC of all stressed mice and in the left mPFC of resilient mice (Fig. 3b). This all-or-none stress information-coding role in the right hemisphere was demonstrated by knockdown and overexpression of CTGF in the mPFC (Fig. 3, 4, 5). Our results showed that right KD mice exhibited increased sociability (Fig. 3g) and right-mPFC^CTGF^ mice exhibited increased stress vulnerability (Fig. 4). The role of the left hemisphere in detecting stress was supported by the decreased sociability of left KD mice (Fig. 3f) and the increased resilience of left-mPFC^CTGF^ mice (Fig. 5c).

The stress sensitivity increment under non-stressed conditions is supported by the increased social avoidance, anhedonia and despair responses in right-mPFC^CTGF^ mice (R-CTGF). (Fig. 4d, e) We can further test the stress sensitivity of R-CTGF mice by measuring corticosterone because this stress hormone is a reliable indicator of stress awareness [62, 63]. Actually, in a pilot study with R-CTGF mice, we found a meaningful stress hormonal increment in the R-CTGF mice under non-stressed conditions indicating that R-CTGF mice were more vulnerable to stress (unpublished data). Further efforts to solve the mechanism of social avoidance of R-CTGF mice might provide answers to this question. We conclude that right-mPFC^CTGF^ mice became depressive even during stress-naïve conditions and are more vulnerable to social stress.

CTGF is known to activate tumor growth factor (TGF)-β signaling through Smad2/3, which in turn, stimulates CTGF expression [64, 65], creating a positive-feedback loop that may contribute to long-term adaptation to chronic stress. Additional studies will be necessary to elucidate the details of this mechanism. Thus, the data from studies on the role of the PFC in emotional control should be interpreted with caution, and any plans for their application must consider the issues of cortical asymmetry and functional divergence. For example, blocking CTGF may alleviate stress perception through a right mPFC-dependent mechanism, but it could harmfully attenuate the pro-resilience effects mediated by the left mPFC. In sum, we herein provide evidence supporting the idea that molecular laterality is a critical mechanism of stress adaptation that encodes information key to the development of stress-related emotional disorders, providing a framework for the potential development of new strategies for treating stress-associated mental illnesses.

## Supplementary Information

**Additional file 1: Figure S1.** Sample preparation for microarrays. a. The distribution of control and socially defeated mice depending on their sociability index (SI). Resilient mice (defined as those exhibiting SI greater than 1) were highly sociable, whereas susceptible mice (defined as those exhibiting SI scores less than 1) were social avoidant. Non-stressed, control mice from social interaction tests showed similar distribution of SI with resilient as previously described [17]. The average SI values for non-defeat control, resilient, and susceptible mice were 1.5, 1.5, and 0.8, respectively. b. The SI values of mice that were selected for the microarray analysis. The average SI of the selected mice were 1.76 (n = 8), 1.61 (n = 8), and 0.5 (n = 7) for the control, resilient, and susceptible groups, respectively. c. Full list of the SI values of the mice used in the microarray analysis.

**Additional file 2: Figure S2.** RT-qPCR confirmation of lateralized genes, categorized according to hemispheric dominance. Changes in the expression levels of left- and right-dominant genes were confirmed by RT-qPCR analysis. a. The *Gapdh*-normalized expression of the left-dominant genes, *Cux2* and *Wfs1*, in the mPFC, presented as a bar graph. The expression levels of *Cux2* and *Wfs1* were higher in the left mPFC of susceptible mice, while the levels of these genes were similar in the left and right mPFC of non-stressed and resilient mice. b. The *Gapdh*-normalized expression of the right-dominant genes, *Ctgf*, *Mbp*, and *Rprm*, in the mPFC. The expression levels of *Ctgf*, *Mbp*, and *Rprm* were higher in the right mPFC of susceptible mice, while the levels of these genes were similar between the left and right mPFC of non-stressed and resilient mice. c. The left/right (L/R) expression ratios of the left-dominant genes, *Cux2* and *Wfs1*, in the mPFC, presented as a bar graph. The ratios of *Cux2* and *Wfs1* were higher in susceptible mice than in non-stressed and resilient mice, whose ratios were similar. d. The L/R expression ratios of the right-dominant genes, *Ctgf*, *Mbp*, and *Rprm*, in the mPFC. The ratios of *Ctgf*, *Mbp*, and *Rprm* were lower in susceptible mice than non-stressed and resilient mice, whose ratios were similar.

**Additional file 3: Table S1.** Analysis of DEGs in the two hemispheres of the mPFC in mice with social defeat stress versus non-stressed mice. Significant DEGs with a FDR adjusted *p*-value cutoff of 0.05 are shown. 

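Changes against control could be matched by gene symbol for most entries of Table S1. For the stressed groups together, 480 of 579 entries matched a tested gene, 412 of these (85.8%) were called, and 476 had the same direction. In susceptible mice 275 of 415 matched entries were called on the left and 316 of 410 on the right, and in resilient mice 162 of 325 on the left and 83 of 98 on the right.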

AveExpr, averaged expression of microarray genes; t, moderated t-statistic; B, B-statistic.

**Additional file 4: Table S2.** List of 526 DEGs with FDR adjusted *p*-value cutoffs of 0.05 corresponding to genes presented in heatmap format in Fig. 1b according to their log2L/R values.

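Of the 526 entries of Table S2, 515 are distinct genes, and 444 matched a gene tested here. In susceptible mice 350 of the 444 (78.8%) were called and 443 had the same direction as in the table, and 89 called genes were not listed. Over the 444 genes the median absolute log2 L/R was 0.280 in susceptible, 0.046 in resilient and 0.071 in control mice. Over the 7975 genes outside the table it was 0.060, 0.047 and 0.055. The study chose the listed genes for a left-right difference on these same arrays, nearly all of them in susceptible mice. The larger median of the 444 genes in susceptible mice is therefore not independent evidence.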

**Additional file 5: Table S3.** Comparison of averaged expression values of DEGs between the two mPFC hemispheres, presented in dot plot format in Fig. 1c.

**Additional file 6: Table S4.** The 526 genes exhibiting laterality listed, according to their log2L/R values. Laterality genes with positive values are expressed more highly in the left mPFC, and those with negative values are expressed more highly in the right mPFC. The genes used in rank order analysis in Fig. 1e.

**Additional file 7: Table S5.** Differences in the expression of the housekeeping genes, *Actb*(b-actin), *Gapdh(*glyceraldehyde-3-phosphate dehydrogenase), *B2m* ((b2microglobinbetween control and resilient/susceptible mice, summarized as log2FC values and *p*-values for each gene.

**Additional file 8: Table S6.** GO analysis using GeneMANIA. Genes with leftward or rightward laterality were used as input to GeneMANIA, and the associated GO terms were reported.

**Additional file 9: Table S7.** Summary of statistics

**Additional file 10: Video S1.** Comparison of immobility time between control and right-mPFC^CTGF^ mice. Representative video showing the difference of immobility time between control and right- mPFC^CTGF^ mice. Mouse behavior was recorded using a video camera, and the total duration of immobility during the last 4 min was analyzed using EthoVision XT (Noldus).

## Data Availability

The raw microarray data are available in NCBI Gene Expression Omnibus at accession number GSE114224.

# Supplementary material for: Molecular laterality encodes stress susceptibility in the medial prefrontal cortex
**Source:** Mol Brain. 2021 Jun 14;14:92. doi: 10.1186/s13041-021-00802-w
**Supplement:** Supplementary file 3 — Additional file 3: Table S1. Analysis of DEGs in the two hemispheres of the mPFC in mice with social defeat stress versus non-stressed mice. Significant DEGs with a FDR adjusted p-value cutoff of 0.05 are shown. AveExpr, averaged expression of microarray genes; t, moderated t-statistic; B, B-statistic.

Supplementary table1

Analysis of DEGs in the two hemispheres of the mPFC in mice with social defeat stress versus non-stressed mice. Significant DEGs with a FDR adjusted *p*-value cutoff of 0.05 are shown. AveExpr, averaged expression of microarray genes; t, moderated t-statistic; B, B-statistic.

DEGs in Stressed mice

adj.P.Value < 0.05

DEGup 265

DEGdown 314

Gene	logFC	AveExpr	t	P.Value	adj.P.Val	B
HBA-A1	0.84707041	12.603948	8.7445231	7.36E-08	3.79E-04	8.15152952
HBB-B1	0.46623188	8.799639	5.4034457	4.06E-05	0.00541842	2.3301883
SLA	0.45443905	8.89092299	4.5322105	0.00026452	0.01484816	0.55489898
COL6A1	0.35226339	9.22545339	4.45290944	0.00031477	0.0158282	0.39003821
AHI1	0.33521924	10.5770826	8.36220121	1.41E-07	0.00037903	7.57222957
FDPS	0.31547909	10.8318761	6.49685384	4.36E-06	2.42E-03	4.42350064
SGK1	0.31406315	11.4479198	7.80398581	3.74E-07	6.59E-04	6.68677525
PFDN2	0.29616089	11.0416885	4.55956876	0.00024914	0.01437426	0.61168241
NTSR1	0.28754149	8.08729358	4.66064059	0.00019977	0.01269972	0.82100826
CCDC85B	0.28441768	10.2665489	4.81746377	0.00014204	0.0106406	1.14421177
CRYM	0.27706991	11.5469814	5.04613119	8.67E-05	0.00874856	1.61144447
CDH13	0.2708336	8.43969677	8.34963357	1.44E-07	0.00037903	7.55281646
RASL10A	0.26866073	9.58820196	7.19824142	1.14E-06	1.27E-03	5.67128602
FEZF2	0.26701969	9.72472105	6.27530904	6.77E-06	0.00259952	4.01348915
GRP	0.26655555	8.92596053	4.29526966	0.00044531	0.01910341	0.0613068
COL5A1	0.26414787	8.05294259	6.75563963	2.63E-06	1.84E-03	4.89284883
STK32C	0.25945005	9.13738682	4.48840763	0.00029118	0.01546967	0.46388353
FUS	0.25826366	8.26822029	4.379662	0.00036977	0.01695854	0.23744331
RAMP3	0.25743935	8.3924463	6.23155596	7.39E-06	0.00259952	3.93163287
SEZ6	0.25585236	9.33471543	3.83934395	0.00122152	0.0317664	-0.8931805
DLG4	0.25270207	9.49692496	5.70235163	2.17E-05	0.00437931	2.91925099
ALAS2	0.25225822	7.583163	3.73460994	0.00154087	0.0363793	-1.1122626
PTPRU	0.25137647	8.32085233	4.60333318	0.00022639	0.01381007	0.70241164
KLF16	0.2510609	8.78199347	5.37421553	4.31E-05	0.00562063	2.27196278
LY6A	0.24998295	9.56547165	6.20196164	7.84E-06	2.67E-03	3.87610236
STXBP2	0.23797724	9.00951879	4.43217412	0.00032944	0.01602116	0.34686994
COTL1	0.23749955	9.64508114	5.11537348	7.48E-05	0.00821991	1.75186859
RPS26	0.23700543	11.8522756	5.50287672	3.29E-05	4.82E-03	2.52744135
DPYSL5	0.23180537	7.95106553	4.40045113	0.00035324	0.01656753	0.28078151
DGKG	0.22768583	10.633969	6.37649876	5.54E-06	2.60E-03	4.20169067

SLC35E3	0.22445198	9.52768232	4.77129674	0.00015701	0.01069161	1.04928006
SUMO3	0.22403948	9.24110329	4.36564893	0.00038135	0.01734638	0.20821882
SAMD14	0.22184603	9.19400368	4.51858052	0.00027254	0.01500795	0.526591
SYT5	0.22182225	10.3186048	5.52716269	3.13E-05	4.82E-03	2.57542667
PRR7	0.22168804	9.3840363	7.06847588	1.45E-06	1.27E-03	5.44624908
STMN4	0.22083269	9.66088678	4.77805956	0.00015472	0.01069161	1.06319789
ENSMUSG00	0.21900688	7.88298176	3.89094426	0.00108944	0.03017556	-0.7851365
NRBP2	0.218318	10.2750614	4.85832667	0.00013001	0.01035803	1.22807708
KLF5	0.21546766	8.79053829	4.61367067	0.00022134	1.36E-02	0.72382281
HRMT1L2	0.21533176	10.4844888	6.07342188	1.02E-05	0.00291503	3.63339325
RPS4Y2	0.21380394	7.95516996	5.70384181	2.17E-05	0.00437931	2.92215777
DDAH1	0.21379253	11.2813149	3.65080334	0.00185541	0.04009013	-1.2872544
PADI6	0.21296523	7.45104214	3.98994433	0.00087477	0.02660348	-0.5777475
VPS25	0.21160752	8.98146554	5.82681103	1.68E-05	0.00374295	3.16096366
ARHGEF15	0.21079644	8.08675003	6.29914158	6.46E-06	0.00259952	4.05795499
NME2	0.21061356	10.329742	4.29698705	0.00044363	1.91E-02	0.06489424
P140	0.21041299	8.30535316	6.01550195	1.14E-05	3.04E-03	3.52322973
ACTR1A	0.21020477	10.8298495	3.73502912	0.00153944	0.0363793	-1.1113865
HNRNPK	0.20511571	8.5206578	5.59277992	2.73E-05	0.00453347	2.70468832
KCTD10	0.20283557	9.086462	5.08430976	7.99E-05	8.51E-03	1.68893531
HSPA8	0.20017484	12.0776926	3.6713111	0.00177298	0.03946587	-1.2444654
CASC3	0.19892698	10.0445341	4.05915943	0.00075042	0.02525567	-0.4327417
GPN3	0.19885025	8.40650612	5.08116857	8.05E-05	0.00851403	1.68256558
MED6	0.19817141	8.93803399	6.7257443	2.79E-06	1.84E-03	4.83916156
ASAH3L	0.19808508	7.96930731	3.58369733	0.00215272	0.04335436	-1.4270973
DDR1	0.19561391	8.7460174	4.41669929	0.00034084	0.01632144	0.31463796
5430437P03I	0.19478618	9.35244513	4.61662588	0.00021991	0.01357163	0.72994225
SLC38A5	0.19406949	8.13011731	4.55257755	0.00025298	0.01450913	0.59717655
CXX1C	0.19204047	10.4289732	5.13589761	7.16E-05	8.03E-03	1.79339095
ERP29	0.19081977	11.3256306	4.45423017	0.00031386	0.0158282	0.39278699
FXVD6	0.19034592	12.8022387	3.60980779	0.00203179	0.04195989	-1.3727188
ZYX	0.1874176	11.0047353	3.76447944	0.00144212	0.03559497	-1.049819
ANAPC5	0.18696912	10.0035277	4.05071732	0.00076458	0.02525567	-0.4504265
TSC22D1	0.18617797	9.09787686	4.34373051	0.0004002	0.01789556	0.16248902
EIF3D	0.18573016	10.4730926	4.97884225	0.00010023	0.00936197	1.47449411
PDE1B	0.18546282	10.8763249	4.44890056	0.00031756	0.0158282	0.38169413
RASAL1	0.18483579	8.86119083	4.31763245	0.00042389	0.01879399	0.10801077
ZER1	0.18444604	12.3539291	4.34602411	0.00039819	0.01788115	0.16727533
2610208M17	0.18365454	9.26142735	4.40864945	0.00034692	0.01634416	0.29786614
D430041B17	0.18326537	9.12323543	5.63343155	2.51E-05	0.00453347	2.78448168
LOC1000450	0.18307323	11.2231454	4.44499351	0.00032029	0.01586875	0.37356111
PPARGC1B	0.18173284	9.53128162	4.68937558	0.00018764	0.01214815	0.88038075
TCEAL3	0.18108658	8.92495809	4.49482976	0.0002871	0.01545824	0.47723517

MMP24	0.18031522	9.0457707	5.00856376	9.40E-05	0.00902024	1.53504303
LMO3	0.18017455	8.37342408	4.18809319	0.00056418	0.02165034	-0.1627787
ARL6IP1	0.17875161	12.5945866	4.05260063	0.00076139	0.02525567	-0.4464812
LOC1000476	0.1780045	10.4896882	3.90158311	0.00106404	0.02986396	-0.7628545
WSCD1	0.1779186	8.90817941	3.58746022	0.00213486	0.0430769	-1.4192634
1500011H22	0.17748554	10.1429446	4.04425878	0.00077559	0.02526478	-0.4639564
TATDN2	0.17665222	8.41013248	5.22501194	5.92E-05	7.18E-03	1.97312615
SCAMP2	0.17556517	8.77843666	3.98613375	0.00088218	0.02675199	-0.5857311
EG434858	0.17550985	8.69900991	4.37788541	0.00037121	0.01695854	0.23373872
EXTL1	0.17547483	8.80908867	5.18747553	6.41E-05	7.52E-03	1.89752944
DYNC1H1	0.17521284	10.2921665	3.83003193	0.00124701	0.03217518	-0.9126725
LMAN2L	0.17513689	9.21099533	4.48755041	0.00029173	0.01546967	0.46210117
6430598A04	0.17501123	8.39333158	4.89579904	0.00011989	0.00980784	1.3048473
LOC1000465	0.1748415	11.7565652	3.67584536	0.00175525	0.03938727	-1.2350018
TMSB10	0.17310779	11.0622247	3.65311846	0.00184592	0.03999989	-1.2824251
ARL2	0.17218214	9.19495199	3.80673413	0.00131313	0.03357103	-0.96143
LOR	0.17210107	9.26875914	4.78143542	0.00015359	0.01069161	1.07014392
GABBR1	0.17201197	8.46303816	4.87135621	0.0001264	0.0102605	1.25478592
RPS27L	0.1713086	10.4015661	3.52660898	0.00244259	4.70E-02	-1.5458248
CLPP	0.17119424	8.90672552	4.62275276	0.00021699	0.01353358	0.74262735
DBR1	0.17066401	8.70835369	3.99233752	0.00087014	0.02660348	-0.5727336
HSF1	0.17062884	9.89883323	4.91013159	0.00011624	0.0096586	1.33417525
SLC25A44	0.16956409	9.87377288	4.26102381	0.00048026	0.01979244	-0.0102524
MED30	0.16923612	10.0565877	4.74351789	0.00016678	0.01113939	0.9920702
MAGI2	0.1691031	7.58313211	4.92148768	0.00011342	9.58E-03	1.3573985
COG1	0.16909895	8.32080877	5.48986172	3.38E-05	4.82E-03	2.50169414
BEX4	0.16890352	9.10806379	4.79049512	0.0001506	0.01069161	1.08877983
FAM116B	0.16876119	9.60426378	4.39231913	0.00035961	1.67E-02	0.26383168
STARD3NL	0.16860838	8.99338753	4.74831137	0.00016505	0.01109412	1.00194694
ERH	0.16736157	10.7233644	3.54521086	0.00234412	0.04574792	-1.5071648
PRMT2	0.16687455	11.1476029	3.77210678	0.00141794	3.52E-02	-1.0338684
METTL3	0.1664318	9.36895529	4.51377378	0.00027542	0.01500795	0.5166051
2700094K13I	0.16634583	10.635795	4.78878655	0.00015116	0.01069161	1.08526583
PSME2	0.1636671	7.75933121	4.72746289	0.00017271	0.0113203	0.95897565
SLC9A3R2	0.16340613	8.86538615	3.51717751	0.00249407	0.04765765	-1.5654158
ARPC5	0.16295467	11.1296861	3.92184969	0.00101729	0.02925189	-0.7204039
DRCTNNB1A	0.16293861	8.36220791	4.2572087	0.00048432	0.01979244	-0.018227
1700027N10	0.16283907	8.01199439	3.99408059	0.00086678	0.02660348	-0.5690816
CBLN1	0.16219685	8.54147333	3.51164589	0.00252477	0.04774887	-1.5769026
LSM8	0.16203568	9.56242039	3.88765397	0.00109742	0.0302378	-0.7920274
MID1	0.16179284	7.85526935	3.88519426	0.00110342	0.03024524	-0.7971787
WDR61	0.16166385	9.83441411	3.75252231	0.00148087	0.03590904	-1.07482
CLTA	0.16087618	10.2301261	3.64775913	0.00186797	4.01E-02	-1.2936041

LASS5	0.16067632	9.45211093	4.25136442	0.0004906	0.01991287	-0.0304441
EG633640	0.16063123	7.72314209	5.21084281	6.10E-05	7.23E-03	1.9446093
ATP2B1	0.15946217	9.34355751	4.02743305	0.00080504	0.0258163	-0.4992058
LOC1000461	0.15905697	8.01197679	4.28744387	0.00045306	0.01930163	0.04495817
EEF2	0.15875319	8.35025708	3.67769564	0.00174807	3.93E-02	-1.2311397
VTI1B	0.15870814	12.2250299	4.18961211	0.00056229	0.02165034	-0.1596004
UHRF2	0.1586985	9.13106673	4.9426383	0.00010836	0.00954633	1.4006179
G3BP1	0.15838604	8.93058992	4.1420367	0.00062466	0.02265307	-0.2591763
RCL1	0.15806718	8.42388567	4.83714759	0.00013611	0.01047438	1.18462908
CALN1	0.15614126	12.0283157	4.08694837	0.00070564	0.0244688	-0.3745338
DUS4L	0.15590533	8.41962591	5.51861634	3.18E-05	0.00482368	2.55854919
LSM3	0.1550127	9.23406093	4.0081901	0.0008401	0.02626501	-0.5395208
MAPK1	0.15488021	11.321404	4.92662293	0.00011217	0.00954633	1.36789597
B9D1	0.15457714	8.63456699	4.16480825	0.00059398	0.02207153	-0.2115085
SYVN1	0.1545448	10.5735392	4.81347911	0.00014328	0.0106406	1.1360257
DENND2A	0.15444509	8.29597454	3.83541975	0.00123219	0.03187095	-0.9013949
GSPT1	0.15355112	10.8230872	4.77377318	0.00015617	0.01069161	1.05437701
LOC1000482	0.15320556	9.89374789	3.75029931	0.00148819	0.03593784	-1.0794675
VWF	0.15313558	7.58027007	4.28691072	0.0004536	0.01930163	0.04384429
KLF13	0.15303162	10.3038807	3.49255542	0.0026336	4.87E-02	-1.6165261
UQCRC2	0.15298275	12.555152	3.9499884	0.00095577	0.0283173	-0.6614573
ATG16L1	0.15290626	10.1351094	4.73286764	0.00017069	0.0113203	0.97011898
4931406P16I	0.15271542	9.15732291	3.89820759	0.00107204	0.03000851	-0.7699244
ZFP672	0.15246462	9.711252	4.30823505	0.00043276	0.01879399	0.08838709
SMN1	0.15240586	10.0363525	3.66839605	0.00178447	3.95E-02	-1.250549
SUHW4	0.1520486	9.01608947	4.0607486	0.00074778	0.02525567	-0.4294127
ABHD14B	0.15182283	9.13086514	3.54994954	0.00231967	0.04544954	-1.4973122
EXOSC7	0.1515962	10.0604989	4.51424	0.00027514	0.01500795	0.51757373
SLC8A2	0.15132136	8.4344837	3.51416753	0.00251073	0.04774005	-1.5716666
H3F3A	0.15114808	10.167176	4.19453755	0.00055621	0.02165034	-0.1492947
ORC6L	0.15081333	9.61310736	4.45654432	0.00031227	0.0158282	0.39760307
MAS1	0.15080326	8.79785389	4.18398836	0.00056933	0.02173783	-0.1713681
GM1821	0.15080022	14.5101826	4.52208117	0.00027045	1.50E-02	0.5338626
LOC1000483	0.1502078	8.75074611	3.78367923	0.00138201	3.47E-02	-1.0096638
PACRG	0.14966189	9.41480311	4.07544106	0.00072384	0.02470159	-0.3986364
DMAP1	0.14915744	8.75628093	4.11055807	0.00066971	0.02387662	-0.3250878
MRPL10	0.14898598	10.1693607	4.10754522	0.00067419	0.02390011	-0.3313971
TDRD7	0.14880619	9.56353556	4.78873204	0.00015118	1.07E-02	1.08515372
COPZ1	0.1482163	9.98079258	3.671027	0.0017741	0.03946587	-1.2450584
ZFP282	0.14702639	8.66786284	4.35688025	0.00038878	0.01753335	0.18992684
PIGK	0.1469043	7.89787302	4.85643928	0.00013054	0.01035803	1.22420685
POLD2	0.14683051	8.16933594	3.80906568	0.00130636	0.03354252	-0.9565512
LOC1000462	0.1465748	11.8201642	3.50230234	0.00257747	4.82E-02	-1.5962996

ING4	0.14646713	8.67002446	4.43601875	0.00032667	0.01595994	0.35487579
TMEM147	0.145731	11.1240551	4.01030226	0.00083618	0.02626261	-0.5350957
TUBB5	0.1455329	13.4749551	4.07889141	0.00071834	0.02469253	-0.3914093
HDGF	0.14508715	10.1173034	3.66018831	0.00181722	0.03970426	-1.2676757
PRDM4	0.14378747	9.50469255	5.28865781	5.17E-05	0.00650479	2.10092893
THOC4	0.14338703	9.26818632	4.81636825	0.00014238	0.0106406	1.14196127
CACNB3	0.14319773	8.97196061	3.66554292	0.00179579	3.95E-02	-1.2565029
ZFP316	0.14160263	7.80156754	4.57357662	0.00024162	0.01437426	0.64073697
DPYSL3	0.14158218	8.24719702	3.62441838	0.0019671	0.0409443	-1.3422713
WBP2	0.14157056	14.1376787	3.88072114	0.00111442	0.0303973	-0.8065463
RBBP7	0.14134727	8.38107256	5.55405614	2.96E-05	0.00472836	2.62847383
EXOC4	0.13968842	8.78500308	4.13825186	0.00062991	0.02276527	-0.2671002
XAB1	0.13935095	9.11144955	4.06205906	0.00074561	0.02525567	-0.4266676
BC002163	0.13903927	11.4785126	3.51658141	0.00249736	0.04765765	-1.5666537
GRIA1	0.13860623	10.182572	4.1190012	0.00065732	0.02351413	-0.3074074
PHF5A	0.13831598	10.4358163	4.8354479	0.00013661	0.01047438	1.18114047
A130092J06f	0.13819943	8.71973404	3.48722922	0.00266478	4.90E-02	-1.6275755
PYCR2	0.13789917	9.02437896	3.65727996	0.00182897	3.98E-02	-1.2737435
JTV1	0.13789657	8.56783898	4.38242365	0.00036753	0.01693666	0.24320164
RPS27A	0.13709563	9.83155915	4.15212919	0.00061087	0.0223838	-0.2380482
ILK	0.13705113	9.88498295	4.2952632	0.00044532	0.01910341	0.06129331
MUM1	0.13653245	9.76793586	4.31230437	0.0004289	0.01879399	0.09688512
DHR57B	0.13641495	8.68033067	4.93295395	0.00011065	0.00954633	1.38083426
ZCCHC18	0.13633356	12.8984495	4.51849634	0.00027259	0.01500795	0.52641613
EGFL7	0.13588784	8.76865683	3.63598862	0.00191732	0.04036789	-1.3181505
CASKIN1	0.1357915	9.5293451	4.44118308	0.00032298	0.01592736	0.36562839
KHDRBS1	0.13508343	8.73762982	3.7841345	0.00138062	0.03472466	-1.0087114
CHMP4B	0.13478102	9.64887237	3.99911639	0.00085717	0.02652691	-0.5585311
GDPD1	0.13434244	10.0910966	3.98005613	0.00089415	0.0268174	-0.5984643
2010003O18	0.13426418	9.81555909	3.59665254	0.00209185	0.04261645	-1.4001219
IFITM2	0.13408053	7.77998072	3.53223649	0.00241238	0.04671158	-1.5341321
ZNRD1	0.13379869	9.2295584	4.41541492	0.0003418	0.01632144	0.3119622
CBFA2T3H	0.13351573	8.34434919	4.27906552	0.00046151	0.01955849	0.02745254
ORF61	0.13284415	9.49859862	3.94895808	0.00095795	0.0283173	-0.6636158
RPS4X	0.13261574	12.7098057	3.54415484	0.0023496	0.04574792	-1.5093602
D1BWG0212	0.13206621	8.26317149	3.93340914	0.00099155	0.02882594	-0.6961893
NT5C3	0.13192345	9.61698733	3.69706555	0.00167461	3.81E-02	-1.1906986
MYCBP2	0.13175871	9.80120915	4.0142973	0.00082881	0.02626261	-0.5267258
EDNRA	0.13153306	7.80287202	3.78719539	0.00137128	0.03461981	-1.0023086
ATP5C1	0.131482	12.6317191	4.090587	0.00069998	0.02445981	-0.3669128
SETD1A	0.12976273	8.68510078	3.53406829	0.00240262	0.04660821	-1.5303255
SNRP70	0.12905868	8.89491785	3.648184	0.00186621	0.04009013	-1.2927179
SPRN	0.12881875	8.00073114	3.84059845	0.00121812	0.0317664	-0.8905544

RANBP1	0.1287717	10.3455873	4.1733601	0.00058286	0.0219656	-0.19361
INTS4	0.12812206	9.30587442	3.53828477	0.00238032	4.63E-02	-1.5215623
THOC5	0.12752478	8.78609979	4.05114278	0.00076386	0.02525567	-0.4495352
MORF4L2	0.12689124	13.1272204	3.73004229	0.00155655	3.66E-02	-1.1218084
TSTA3	0.12676568	9.79831986	3.79814357	0.00133838	0.03403366	-0.9794044
SMARCD2	0.12676168	8.1412462	3.90227816	0.0010624	0.02986396	-0.7613987
EMD	0.12628669	8.15997895	5.04701708	8.66E-05	0.00874856	1.61324433
AMZ2	0.12620645	9.30685158	3.74075962	0.00152	0.03633807	-1.0994092
FBXL6	0.12550764	8.62592373	4.23613961	0.00050737	0.02020496	-0.0622761
UBE2L3	0.12546883	11.2301617	3.54962099	0.00232136	0.04544954	-1.4979954
ZFX	0.12541529	7.98917047	4.53359055	0.00026372	0.01484816	0.55776453
PNKP	0.12478613	8.65915579	4.48909354	0.00029074	0.01546967	0.46530966
GSTP1	0.12433132	10.3660904	3.89254989	0.00108557	0.03014745	-0.7817738
MAPK11	0.1236623	8.74313207	3.52765468	0.00243695	0.04695976	-1.5436523
ST5	0.12331556	8.93081243	4.25906266	0.00048234	0.01979244	-0.0143517
ANKRD39	0.12329439	8.27174011	4.17356684	0.00058259	0.0219656	-0.1931773
SERBP1	0.1226573	10.5685327	3.92468474	0.00101091	0.02923188	-0.7144652
SYF2	0.12262014	9.39961167	4.53896673	0.00026063	0.01478734	0.56892647
NARG1L	0.12257279	7.90714917	4.5637677	0.00024686	0.01437426	0.62039309
LOC1000467	0.12247182	8.63062001	3.49243003	0.00263433	4.87E-02	-1.6167863
BRD9	0.12238066	10.2081159	3.79409862	0.00135044	0.03425777	-0.9878671
VAPB	0.12152226	9.06547337	3.93647998	0.00098482	0.02878278	-0.6897564
HDGFRP2	0.12151996	10.8939024	3.63663135	0.00191459	0.04036789	-1.3168103
KCNIP4	0.1211028	7.68505453	4.02727199	0.00080533	0.0258163	-0.4995432
RAB9B	0.12034952	9.8051588	3.70123039	0.00165922	0.037818	-1.1820007
MTX1	0.11980733	9.24712805	4.10209419	0.00068238	0.02392393	-0.3428128
PTK2	0.1177899	11.1997155	4.35765996	0.00038811	0.01753335	0.19155351
TOMM34	0.11767693	9.34356139	3.59995624	0.00207661	0.04247652	-1.3932412
RALY	0.1167667	9.37994488	3.51911561	0.00248341	0.04756826	-1.5613906
WRB	0.11669248	9.79492227	4.1611704	0.00059878	0.02216078	-0.2191229
NUMA1	0.1165107	7.73571399	3.50291871	0.00257396	0.04822693	-1.5950202
CYB5R3	0.11619442	8.69717134	3.57680197	0.00218583	0.04360513	-1.4414502
RASSF1	0.11578866	8.30912044	3.64935852	0.00186136	0.04009013	-1.2902681
SSBP2	0.11575743	9.14415591	3.48675503	0.00266758	0.04904346	-1.628559
MRPL46	0.11394568	9.52579684	4.27360288	0.00046711	0.01962085	0.01603757
RUVBL1	0.11391366	8.72750126	4.81904183	0.00014156	0.0106406	1.14745334
ATG9B	0.11348257	7.99402137	3.63256099	0.00193193	0.04037166	-1.325297
FOXK1	0.11298991	7.4618419	3.59315846	0.0021081	0.04278225	-1.4073984
ZFP295	0.11185828	8.17988314	4.60030772	0.0002279	0.0138218	0.6961438
RPA3	0.10951004	9.12019417	3.87767554	0.00112197	0.03051595	-0.8129242
TDRKH	0.10906305	8.44437328	3.47832844	0.00271772	0.04961946	-1.6460348
ACTB	0.10845888	12.1140291	3.63929549	0.00190332	4.03E-02	-1.3112551
TMED4	0.10825167	9.12854136	4.39547476	0.00035712	0.01666395	0.27040947

SLC2A3	0.10673457	11.3323739	3.72964287	0.00155793	0.03656519	-1.1226431
MBD3L2	0.10654811	7.39180782	3.49408431	0.00262471	0.04867947	-1.6133539
TSC22D2	0.10649417	9.54903723	4.15980907	0.00060059	0.02216078	-0.2219723
RPS6KA5	0.10636275	7.95177987	4.05052646	0.0007649	0.02525567	-0.4508263
NFRKB	0.10627811	8.21998627	3.59099432	0.00211822	4.28E-02	-1.4119049
IL18BP	0.10540903	7.45261636	3.54467464	0.0023469	4.57E-02	-1.5082796
5133400G04	0.10364604	7.86018462	4.1928654	0.00055827	0.02165034	-0.1527933
LONRF2	0.10325084	7.96812964	4.14238597	0.00062418	0.02265307	-0.2584451
LOC1000480	0.10252092	8.84783397	3.66081519	0.0018147	3.97E-02	-1.2663677
MADD	0.10251097	7.55477999	3.87341774	0.00113262	0.03064746	-0.8218403
DCTN4	0.10127044	10.0855676	3.68302901	0.00172753	0.03903767	-1.2200064
CEBPB	0.1005204	9.00095948	4.00179884	0.00085209	0.02647864	-0.5529111
GMDS	0.10011521	7.77673895	3.77224146	0.00141751	0.03520817	-1.0335867
SLC35B3	0.10003218	8.70036831	3.7688044	0.00142836	0.0353837	-1.0407747
SIN3A	0.09401916	8.71878523	3.63927799	0.0019034	0.04032348	-1.3112916
MED26	0.09379981	8.2156832	3.74286936	0.00151291	0.0362857	-1.0949994
KCNC1	0.09348525	9.31369903	3.57714707	0.00218417	0.04360513	-1.4407319
LOC1000483	0.09264571	8.77680998	3.64295749	0.00188794	0.04024431	-1.3036184
GPR27	0.09084794	7.52805571	3.6474913	0.00186907	0.04009013	-1.2941627
LOC1000454	0.08998439	7.75949744	3.75355716	0.00147748	0.03590904	-1.0726565
6430526O11	-0.0803317	7.32928631	-3.5599261	0.00226902	0.04475701	-1.4765636
LOC1000460	-0.0939378	8.06551448	-3.6443909	0.00188196	0.04020305	-1.3006291
GJD3	-0.0950662	7.21793288	-3.5775897	0.00218203	0.04360513	-1.4398106
BBS2	-0.0991047	8.23760203	-3.5640847	0.00224824	0.04451339	-1.4679127
MAPK10	-0.100847	8.0639822	-3.6957951	0.00167933	0.03811177	-1.1933517
PCMTD1	-0.1037211	7.85396725	-3.6751581	0.00175793	0.03938727	-1.2364362
KCNG4	-0.1043834	7.6080946	-3.5605001	0.00226614	0.04475701	-1.4753697
AFAP1L1	-0.1062162	7.4500965	-3.6719233	0.00177058	0.03946587	-1.2431878
LOC1000424	-0.1063231	13.8043571	-3.7104017	0.00162583	0.03737982	-1.1628444
9130213B05I	-0.1069077	9.48811239	-3.5818103	0.00216173	4.34E-02	-1.4310256
SNF8	-0.1070575	7.81359008	-3.6038092	0.00205896	0.04235524	-1.3852155
NDUFS4	-0.108737	10.9825778	-3.7183094	0.00159757	0.03703067	-1.1463246
TPRKB	-0.1087425	8.81131795	-3.4847138	0.00267964	4.92E-02	-1.6327929
SUPT5H	-0.1098681	9.74623783	-3.7640075	0.00144363	0.03559497	-1.050806
RIC8B	-0.1117321	9.07147682	-3.6107304	0.00202765	0.04195989	-1.3707965
SNX25	-0.1119011	8.23030215	-4.4115401	0.00034473	0.01634416	0.30388912
PREP	-0.1122768	8.26468362	-3.9402871	0.00097654	0.02862632	-0.6817809
EDNRB	-0.1127842	9.17500696	-3.5998849	0.00207693	0.04247652	-1.3933899
KIFAP3	-0.1128841	11.2770488	-4.0476034	0.00076987	0.02526478	-0.4569498
SPINK10	-0.1139919	7.61191093	-3.7051227	0.00164496	3.76E-02	-1.1738713
MTERFD3	-0.114198	7.85938397	-3.7175929	0.00160011	0.03703067	-1.1478215
ZCCHC17	-0.1142747	9.24662207	-3.4967327	0.00260939	0.04848053	-1.6078585
5730410I19R	-0.1143842	9.27546424	-3.751694	0.00148359	0.03590904	-1.0765517

NOL14	-0.1146011	8.14815321	-3.5100292	0.00253381	0.04783414	-1.5802593
TMEM209	-0.1147492	8.83965484	-3.6694938	0.00178013	0.03946587	-1.2482582
ABHD6	-0.1150124	7.7221962	-3.7477096	0.00149676	0.03602087	-1.0848815
POU3F1	-0.1154865	9.00795574	-4.0420599	0.00077938	0.02530701	-0.4685629
CLP1	-0.1172426	7.53894072	-4.0859554	0.00070719	0.0244688	-0.3766135
DEXI	-0.1174009	8.69257547	-3.6700362	0.001778	0.03946587	-1.2471261
LIAS	-0.1191533	10.056471	-3.610018	0.00203085	0.04195989	-1.3722808
TMEM85	-0.1203639	11.6230742	-4.7921497	0.00015006	0.01069161	1.0921825
NFKBIL2	-0.1231155	7.27318972	-3.7379893	0.00152937	0.0363793	-1.1051996
YLPM1	-0.1245177	8.48186849	-3.6295398	0.00194491	0.04056243	-1.3315955
PCDHB20	-0.1247237	7.57096906	-3.5822565	0.0021596	0.04337032	-1.4300966
CSNRP3	-0.1257049	9.54251392	-3.7802832	0.00139246	0.03482135	-1.0167673
CLCN3	-0.1276245	10.1249894	-4.0890771	0.00070232	0.02446071	-0.3700753
FKBP7	-0.1278957	7.41293178	-4.1650797	0.00059363	0.02207153	-0.2109403
ZFR	-0.1284916	7.3675072	-4.2558588	0.00048576	0.01979244	-0.0210489
TCERG1	-0.1285572	7.94280238	-3.7054727	0.00164369	0.03757425	-1.1731402
NUDT18	-0.1295314	10.7081417	-3.7471992	0.00149845	0.03602087	-1.0859483
CHFR	-0.1296175	9.26186758	-3.605056	0.00205329	0.04232096	-1.3826184
ZFP161	-0.1302061	7.62611164	-4.6935265	0.00018595	0.0121131	0.88895208
HIVEP2	-0.130601	7.4323918	-4.1212031	0.00065412	0.02347945	-0.3027967
CADM2	-0.1306986	8.6894753	-4.1717878	0.00058489	0.0219656	-0.1969005
CSDA	-0.1307009	7.88704555	-3.8469579	0.00120106	0.0317664	-0.8772413
DLGAP2	-0.1308983	9.560601	-3.5944502	0.00210208	0.04274226	-1.4047085
PRPF38A	-0.1317356	8.10887284	-3.9903167	0.00087404	0.02660348	-0.5769674
UBE2D3	-0.1333185	9.42536592	-3.9411236	0.00097474	0.02862632	-0.6800285
CPSF2	-0.1342043	7.55813994	-3.6665022	0.00179197	3.95E-02	-1.254501
ABCA5	-0.1344657	7.51106804	-4.0012636	0.0008531	0.02647864	-0.5540325
NAT5	-0.1351429	9.48699766	-3.7197853	0.00159235	0.03701346	-1.143241
H1FO	-0.1351502	8.07874811	-3.5007648	0.00258624	0.04830549	-1.5994908
GLRB	-0.1352244	7.55868085	-3.7232765	0.00158008	0.03689059	-1.1359464
2310047O13	-0.1352341	7.66377073	-3.5298152	0.00242533	0.04687641	-1.5391632
C130074G19	-0.1354887	7.88717846	-3.6460368	0.00187511	0.04013795	-1.2971963
1700023B02I	-0.1365221	8.22573752	-3.5122443	0.00252143	4.77E-02	-1.5756601
ST13	-0.1379178	7.74137869	-3.9246231	0.00101105	0.02923188	-0.7145944
HISPPD1	-0.1381504	7.83575908	-4.8018035	0.00014695	0.01069161	1.11203127
CAPN2	-0.1383722	8.27107947	-4.5664679	0.0002454	1.44E-02	0.62599409
EIF4G2	-0.1387461	7.92252007	-4.4684063	0.00030424	0.01567591	0.42228476
MGLL	-0.1390224	9.94378225	-3.9107853	0.00104255	0.02957543	-0.7435801
PTPRS	-0.1390886	11.4334218	-3.6330777	0.00192972	4.04E-02	-1.3242196
CST3	-0.1390921	14.0045232	-3.5155128	0.00250327	0.04768417	-1.568873
GNAS	-0.1402617	10.0597654	-3.5550888	0.00229344	4.52E-02	-1.4866249
5730494N06	-0.1402758	9.41623351	-3.7148672	0.00160981	3.72E-02	-1.153516
2810410P22I	-0.140333	8.57764437	-3.6656241	0.00179547	0.03948115	-1.2563336

ACOT11	-0.141302	8.36026983	-4.2772759	0.00046334	0.01955849	0.02371306
GLRX	-0.1414744	10.9404864	-3.7242947	0.00157651	3.69E-02	-1.1338188
SLC40A1	-0.1416018	8.85927315	-3.5915524	0.00211561	4.28E-02	-1.4107428
6430548M08	-0.1427289	10.9664556	-3.6144432	0.00201104	0.0417766	-1.3630604
2410015M2C	-0.1433144	8.7773327	-4.035274	0.00079118	0.02561145	-0.4827791
UHRF1BP1L	-0.1434568	9.53967134	-3.9353293	0.00098734	0.02878278	-0.6921668
HSPA4L	-0.1435737	7.7108802	-4.0442053	0.00077568	0.02526478	-0.4640685
ASH1L	-0.1442621	7.909971	-3.8475401	0.00119952	0.0317664	-0.8760225
TMEM218	-0.1442813	8.53966465	-4.1916354	0.00055979	0.02165034	-0.1553668
DERL2	-0.1456675	7.45903064	-4.0326078	0.00079587	0.02568437	-0.4883647
TUBA3B	-0.1465997	7.70010774	-3.8659023	0.00115165	0.03081715	-0.8375774
LOC1000457	-0.1466427	7.93095203	-3.6606905	0.0018152	3.97E-02	-1.2666279
THY1	-0.1467277	13.5455885	-4.4102668	0.00034569	0.01634416	0.30123607
FUT8	-0.1475569	8.65968238	-5.0356684	8.87E-05	0.00874856	1.59018114
LOC216963	-0.1488169	8.02440682	-4.0075824	0.00084124	0.02626501	-0.5407941
RG9MTD1	-0.1494071	8.48755627	-4.9585734	0.0001047	9.53E-03	1.43315063
LOC545013	-0.1494416	7.66484905	-4.9652888	0.0001032	0.00947015	1.44685299
FIP1L1	-0.1495388	7.72388406	-5.282379	5.24E-05	0.00650479	2.08834228
RRN3	-0.1501706	8.70795332	-3.9625496	0.00092952	0.02778825	-0.6351416
LOC1000446	-0.1507001	12.0216155	-3.6352927	0.00192028	0.04036789	-1.3196015
ABHD12	-0.1508616	9.44510909	-3.8053452	0.00131718	0.03357534	-0.9643363
APH1B	-0.151971	9.266371	-3.8391171	0.00122213	0.0317664	-0.8936553
ALDH6A1	-0.1528466	9.7845189	-3.4793173	0.00271178	0.04959697	-1.6439844
GRSF1	-0.1544344	10.1115142	-4.2646659	0.00047641	0.01979244	-0.00264
LRRC4C	-0.1545145	7.88670858	-3.8758845	0.00112644	0.03055863	-0.8166748
WDR23	-0.1550338	7.93818618	-3.7401735	0.00152198	0.03633807	-1.1006343
LMO2	-0.1557949	9.3821128	-4.1454766	0.00061993	0.02263695	-0.2519747
WDR17	-0.1558571	8.68696574	-3.8681837	0.00114584	0.03081715	-0.8328004
ZFP451	-0.1564559	8.40970226	-4.0517777	0.00076278	0.02525567	-0.4482051
2610044O15	-0.1569155	8.10324211	-3.6923398	0.00169224	0.03832237	-1.2005669
GRIA4	-0.1574046	7.42719461	-3.918042	0.00102591	0.02934	-0.72838
PCDHA6	-0.1575513	10.6803259	-3.6015035	0.0020695	0.04247652	-1.3900185
AMIGO1	-0.1575703	8.66731713	-4.7712192	0.00015704	0.01069161	1.04912051
STAM2	-0.1596207	7.86622367	-4.3095549	0.0004315	0.01879399	0.09114336
LOC433801	-0.1604121	7.84272998	-4.0499773	0.00076583	0.02525567	-0.4519768
ALDOC	-0.1604724	13.2028104	-3.4884208	0.00265778	0.0490341	-1.6251036
KCNA2	-0.1605114	9.17664985	-3.6384953	0.0019067	0.04032348	-1.3129237
CDV3	-0.1607756	10.7200533	-3.6808284	0.00173597	3.91E-02	-1.2246003
ROCK2	-0.1610946	8.32769383	-3.566618	0.00223567	0.04443124	-1.4626423
SGTB	-0.1612221	10.2994308	-4.2722212	0.00046854	0.01962085	0.01315011
EG622339	-0.1627042	13.5035662	-3.4818024	0.00269693	4.94E-02	-1.638831
TGFB2	-0.1630293	7.60003332	-4.1882669	0.00056397	0.02165034	-0.1624151
IL6ST	-0.1630837	7.65963169	-4.4734564	0.00030089	0.01567591	0.43279025

D0H4S114	-0.1634354	11.5110928	-3.6421041	0.00189152	0.04024431	-1.3053981
PHTF2	-0.1650936	8.13225559	-4.4665934	0.00030546	0.01567591	0.41851307
ABCD2	-0.1652055	8.00728519	-3.8363388	0.00122969	0.03187095	-0.8994711
FHOD3	-0.1652565	8.22154908	-3.5265346	0.00244299	4.70E-02	-1.5459793
SEMA3A	-0.1663517	9.01915107	-3.4771938	0.00272454	4.97E-02	-1.6483875
CETN2	-0.1669167	8.11308925	-3.8706023	0.00113971	0.03076053	-0.8277359
PDZD8	-0.1676796	7.98245209	-3.8171841	0.00128305	0.03302437	-0.9395622
UBE3A	-0.167905	7.89953635	-5.5889646	2.75E-05	0.00453347	2.6971881
UBE2Q2	-0.1683549	8.63428642	-3.5122574	0.00252136	4.77E-02	-1.575633
GPR177	-0.1689461	8.29973345	-3.729273	0.00155921	0.03656519	-1.1234161
NFIC	-0.1699004	8.22564978	-5.0798825	8.07E-05	0.00851403	1.67995744
9130422G05	-0.1703669	8.95589999	-5.0087298	9.40E-05	0.00902024	1.53538103
TCFE3	-0.1703949	7.80417078	-3.9933466	0.0008682	0.02660348	-0.5706194
ASB8	-0.1707015	10.7008508	-3.7563714	0.00146828	0.03590904	-1.0667726
TRAK1	-0.1708425	9.6253053	-3.564189	0.00224772	4.45E-02	-1.4676958
MYO6	-0.1718104	10.0087718	-3.9492823	0.00095726	0.0283173	-0.6629365
AGXT2L1	-0.1727755	7.87128236	-4.5129896	0.0002759	0.01500795	0.5149758
ZNRF1	-0.1731732	8.79042262	-3.7345886	0.00154094	3.64E-02	-1.1123072
C1GALT1C1	-0.1744278	9.03711403	-3.89556	0.00107835	0.03010535	-0.7754696
STMN3	-0.1750526	11.1287635	-4.2618669	0.00047936	0.01979244	-0.0084901
CYR61	-0.1757619	7.22230875	-4.7760849	0.00015539	0.01069161	1.05913445
SLC30A4	-0.1758508	7.70362856	-4.8975028	0.00011945	9.81E-03	1.30833457
ARHGAP20	-0.1760157	10.0221737	-4.1061779	0.00067624	0.02390011	-0.3342605
MAPRE3	-0.176068	8.08865264	-4.9494895	0.00010677	0.00954633	1.41460823
ATP2B2	-0.1760819	9.75118756	-4.6205961	0.00021801	0.01353358	0.73816249
SH3BGRL	-0.1765134	8.91192655	-3.5190688	0.00248366	0.04756826	-1.5614878
EMB	-0.1777382	9.94787478	-3.5694627	0.00222163	4.42E-02	-1.4567234
ENPP2	-0.177869	11.0111666	-4.1829896	0.00057058	0.02173783	-0.1734582
TIMP4	-0.1780647	8.30503367	-5.6290631	2.53E-05	4.53E-03	2.7759177
SLC39A12	-0.1790096	9.77355053	-6.0114878	1.15E-05	0.00303926	3.5155767
SMARCC2	-0.180558	9.05350431	-4.0760214	0.00072292	0.02470159	-0.3974209
TSPYL4	-0.1806403	7.58542523	-4.4382088	0.0003251	0.0159572	0.35943587
LOC329575	-0.182228	9.20120536	-4.1782841	0.00057655	0.02188608	-0.1833052
1110008P14I	-0.1823471	12.1151011	-4.7275242	0.00017268	0.0113203	0.95910201
AADACL1	-0.1826915	11.8767463	-3.880596	0.00111473	0.0303973	-0.8068083
GPC5	-0.1839766	8.91443967	-5.5092457	3.25E-05	0.00482368	2.5400329
KLHL7	-0.1839865	10.1140051	-6.2993531	6.45E-06	0.00259952	4.05834925
ANK3	-0.1845228	8.75934654	-3.7118843	0.00162049	0.03733852	-1.1597473
ZMAT3	-0.1856144	10.5869218	-4.0258403	0.00080789	0.0258163	-0.5025427
NR1D2	-0.1864507	8.71471308	-3.5037399	0.00256929	0.04822693	-1.5933158
ZEB2	-0.1874349	9.56213709	-4.3262908	0.00041588	0.01851802	0.1260879
OSBPL6	-0.1876967	9.33250385	-5.879496	1.51E-05	0.00345963	3.2626273
SORL1	-0.1883491	11.3785844	-3.5974313	0.00208825	4.26E-02	-1.3985001

HSP105	-0.1890076	11.5101573	-4.9278588	0.00011187	0.00954633	1.37042202
ABAT	-0.1893487	10.5606014	-3.9928117	0.00086923	0.02660348	-0.5717401
MDH1	-0.1904976	8.88696055	-3.4972817	0.00260623	4.85E-02	-1.6067193
PTEN	-0.1906967	8.29604428	-3.9070208	0.00105129	0.02973106	-0.7514652
SKIV2L	-0.1915418	9.10145632	-5.6181754	2.59E-05	0.00453347	2.75456207
LUZP2	-0.19157	10.7919992	-3.9440169	0.0009685	0.02854921	-0.6739673
CRIP1	-0.1919416	8.34696681	-7.0878948	1.40E-06	0.00127448	5.48009359
PMP22	-0.1925593	8.6723516	-4.3140628	0.00042724	0.01879399	0.10055698
FAM84A	-0.1928733	7.91803284	-4.9123111	0.00011569	0.0096586	1.33863341
LRRTM3	-0.1937815	8.17919309	-6.2576691	7.01E-06	2.60E-03	3.98052184
NRN1	-0.1941367	12.5845376	-4.247495	0.00049481	0.02000672	-0.0385335
CBLN2	-0.1952227	8.07849599	-5.4237716	3.89E-05	0.00525794	2.37061362
GPR37L1	-0.1955676	9.99328467	-5.6922158	2.22E-05	4.38E-03	2.89947171
OPN3	-0.1959794	7.70812162	-4.8582963	0.00013002	1.04E-02	1.22801484
KCTD3	-0.1960987	9.9574261	-3.8447048	0.00120708	0.0317664	-0.8819581
NOL4	-0.1960989	9.80834094	-3.9802748	0.00089371	0.0268174	-0.5980062
HR	-0.1971504	8.82807208	-5.2857638	5.20E-05	0.00650479	2.09512812
MANSC1	-0.1971735	9.07762709	-4.0812297	0.00071463	0.02464532	-0.3865116
NFU1	-0.1971866	8.01526895	-3.7541902	0.0014754	0.03590904	-1.0713331
ACSBG1	-0.1973576	8.4924128	-6.1708591	8.35E-06	2.67E-03	3.81760026
TMEM128	-0.1979096	9.91595865	-3.7774696	0.00140117	0.03495645	-1.0226522
ARCN1	-0.1990303	7.92460342	-5.5456297	3.01E-05	4.74E-03	2.61186295
PIK3R4	-0.1992865	8.10399151	-4.0743332	0.00072562	0.02470159	-0.400957
RAD23B	-0.2002297	10.355068	-3.5072082	0.00254966	0.04804746	-1.586116
SNX3	-0.200539	8.93641844	-3.9123697	0.0010389	0.02955115	-0.7402613
FGF1	-0.2017156	9.16304371	-4.8390269	0.00013556	0.01047438	1.18848617
PKIG	-0.2048577	8.56107276	-3.9798748	0.00089451	0.0268174	-0.5988443
UCHL5	-0.2052889	9.55696917	-4.5953993	0.00023036	0.01389107	0.68597366
RGS4	-0.2056235	12.4503255	-4.9279685	0.00011185	9.55E-03	1.37064609
CCK	-0.2060288	12.1736661	-3.98368	0.00088699	0.0268174	-0.590872
PAFAH1B1	-0.2069343	9.10718414	-5.217294	6.02E-05	0.00721472	1.9575959
LIN7C	-0.2075546	8.14118018	-3.7532667	0.00147843	0.03590904	-1.0732638
CASC4	-0.2083389	8.50957512	-4.7499668	0.00016446	0.01109412	1.00535749
ABHD3	-0.2092438	8.45255252	-4.4239935	0.00033542	0.01616282	0.32983238
SYNGR1	-0.2092784	9.28063683	-5.0127026	9.32E-05	0.00902024	1.5434676
PHF14	-0.2096679	7.97948142	-4.5593334	0.00024926	0.01437426	0.61119423
CAMKK2	-0.2109883	9.58144867	-4.5673969	0.0002449	0.01437426	0.62792083
MRPL20	-0.2112007	10.2726085	-3.7583026	0.00146201	0.03588045	-1.0627347
PRKAR1B	-0.2117456	10.7502053	-4.4483009	0.00031797	0.0158282	0.38044601
TJP1	-0.2117841	8.39715144	-3.5033697	0.00257139	4.82E-02	-1.5940842
TOP2B	-0.2120287	7.58370864	-5.6673521	2.34E-05	0.00448154	2.85089227
TMEM32	-0.2141034	8.91632432	-3.8878006	0.00109706	0.0302378	-0.7917203
PTN	-0.2154757	11.8384157	-5.4720654	3.51E-05	0.00489116	2.46645274

CYB5	-0.2162946	9.14013625	-4.0110535	0.00083479	0.02626261	-0.5335219
LOC1000441	-0.2163858	8.50961321	-4.3091162	0.00043192	0.01879399	0.09022731
4931406C07I	-0.217141	8.32967179	-5.6873232	2.24E-05	4.38E-03	2.88991893
NECAB1	-0.2182387	8.96109015	-4.4490534	0.00031745	0.0158282	0.38201224
ITGB5	-0.2187978	8.32544989	-5.4282311	3.85E-05	5.26E-03	2.37947584
ALDOA	-0.2196041	12.5394842	-4.4852829	0.00029318	0.01546967	0.45738625
PPP1R3C	-0.2199865	10.5177547	-4.9724692	0.00010162	0.00940662	1.46149919
PPP2R2C	-0.2200551	10.2792603	-4.020888	0.0008168	0.02596293	-0.5129179
VCL	-0.2213409	9.080144	-3.6582041	0.00182523	0.03979618	-1.2718156
SEC11C	-0.2228565	9.80396357	-4.0105957	0.00083564	0.02626261	-0.534481
RWDD4A	-0.2230987	8.63784731	-4.5624506	0.00024757	0.01437426	0.61766087
KIRREL3	-0.2237499	8.25142211	-4.8073395	0.0001452	0.0106406	1.1234098
SEPP1	-0.22404	8.72668434	-5.1405969	7.09E-05	0.00803443	1.80289145
DUSP6	-0.22407	10.1133136	-3.9149815	0.0010329	0.02945992	-0.7347906
LOC1000467	-0.2245433	8.17221881	-5.3862149	4.21E-05	5.55E-03	2.29587811
NAP1L3	-0.224871	9.23351286	-3.8854541	0.00110279	0.03024524	-0.7966346
PPP2R2B	-0.2257091	9.40838835	-3.866222	0.00115084	0.03081715	-0.836908
ATAD1	-0.2257358	9.88655588	-5.1092714	7.58E-05	0.00824206	1.73951447
PI4KA	-0.2257782	10.1724236	-4.4657791	0.000306	0.01567591	0.41681884
PTPRA	-0.2262692	8.98679885	-4.238765	0.00050444	0.02016841	-0.0567864
MXI1	-0.2267802	8.45878813	-3.6534073	0.00184473	0.03999989	-1.2818225
SELK	-0.227769	10.2966912	-5.0428531	8.73E-05	0.00874856	1.6047837
OSBP2	-0.2300977	9.0516124	-3.6337937	0.00192666	0.04037166	-1.322727
ARNT2	-0.2309333	8.71759867	-4.1344409	0.00063524	0.02287963	-0.275079
SLC24A3	-0.23207	11.6875339	-4.2013866	0.00054785	0.02149254	-0.1349651
RFWD2	-0.2321419	8.86329785	-4.5401206	0.00025997	0.01478734	0.57132196
PRMT8	-0.2323778	9.22871897	-5.1684126	6.68E-05	0.00765854	1.85907552
HSF2	-0.2325131	7.9405795	-4.1653342	0.00059329	0.02207153	-0.2104077
NDUFB2	-0.2344496	8.82695992	-3.922792	0.00101517	0.02925189	-0.71843
TBC1D19	-0.2345255	8.62820636	-4.9787711	0.00010025	0.00936197	1.47434911
MDH2	-0.2351998	10.058944	-4.4769589	0.00029858	0.01567591	0.44007544
SEL1L	-0.2355171	8.58912388	-3.8631922	0.00115859	0.03087535	-0.843252
GAD1	-0.2358886	12.3212895	-5.6029221	2.67E-05	0.00453347	2.7246168
DLD	-0.2362858	9.03552759	-3.8651833	0.00115349	0.03081715	-0.839083
CDH22	-0.2362956	7.89125551	-4.2318	0.00051226	2.03E-02	-0.0713507
CLSTN1	-0.2371662	10.0844727	-6.0928238	9.77E-06	2.92E-03	3.67018526
CACYBP	-0.2380646	8.2375256	-5.1303269	7.24E-05	0.00804507	1.78212549
PPM1L	-0.2381145	10.4327393	-5.0367073	8.85E-05	0.00874856	1.59229293
PTGES3	-0.2381442	9.39721669	-6.5800424	3.71E-06	2.17E-03	4.57551004
COX7B	-0.2384971	9.23467748	-4.0248064	0.00080974	0.0258163	-0.5047088
RASSF3	-0.2386374	8.62985941	-4.5716562	0.00024263	1.44E-02	0.63675458
LOC1000468	-0.239122	8.8553679	-4.238672	0.00050454	0.02016841	-0.0569808
ZFML	-0.2397068	9.66136903	-3.9190192	0.00102369	0.02934	-0.7263329

PMPCB	-0.2397606	8.51325408	-5.0650934	8.33E-05	0.00870122	1.64995148
IAP	-0.2417125	11.1988469	-3.8450705	0.0012061	0.0317664	-0.8811926
GSTM5	-0.2417395	11.4669217	-4.4273463	0.00033295	1.61E-02	0.33681563
TYKI	-0.244149	8.79212827	-6.6413004	3.29E-06	2.04E-03	4.6867605
CLCN4-2	-0.2456994	8.23215412	-5.4705299	3.52E-05	0.00489116	2.46341004
EVL	-0.2461018	10.0572227	-6.0204068	1.13E-05	3.04E-03	3.5325778
NDRG2	-0.2463635	9.48164458	-5.4998138	3.31E-05	4.82E-03	2.52138396
FGF12	-0.2468643	9.61837415	-5.928322	1.36E-05	3.33E-03	3.35649054
LOC1000477	-0.247057	9.24341442	-4.2256189	0.0005193	0.02052494	-0.0842772
TOMM70A	-0.2508782	9.46477595	-4.3917911	0.00036003	0.01666395	0.26273105
LOC1000417	-0.2515943	7.83273804	-4.4983327	0.00028491	0.0154186	0.48451675
IDH2	-0.2517951	9.18773007	-4.0574508	0.00075326	0.02525567	-0.4363208
RGS10	-0.2521589	9.90840422	-6.4029468	5.25E-06	2.60E-03	4.2506238
FAM134A	-0.2556575	10.5122235	-4.1055569	0.00067717	0.02390011	-0.3355611
GJB6	-0.2560492	10.7561347	-3.8064935	0.00131383	0.03357103	-0.9619334
LOC1000444	-0.2562376	11.0557537	-4.8443139	0.00013402	0.01047438	1.19933507
NLGN1	-0.25734	8.14182766	-4.8075099	0.00014514	1.06E-02	1.12375995
SNAP91	-0.2586765	8.62884003	-3.8420524	0.0012142	0.0317664	-0.8875108
FOXG1	-0.2590973	10.7068772	-3.4981954	0.00260097	0.04848053	-1.6048232
A530082C11	-0.2602531	8.56951605	-5.6542509	2.40E-05	4.52E-03	2.82526088
ALDH1A1	-0.2606003	7.92979	-5.789918	1.81E-05	3.90E-03	3.08953921
RELL2	-0.261073	10.5292788	-4.8342377	0.00013697	0.01047438	1.17865626
GPM6A	-0.2624029	10.3294071	-5.820415	1.70E-05	3.74E-03	3.14859485
PAIP2	-0.2631944	10.3312977	-3.5511907	0.00231331	0.04544954	-1.4947313
ADAM9	-0.263297	8.77264722	-6.4002743	5.28E-06	2.60E-03	4.24568411
KCNK2	-0.2666458	8.96448927	-4.98485	9.89E-05	9.36E-03	1.48674055
SMPD4	-0.2668337	8.12718492	-3.761587	0.0014514	0.03570311	-1.0558673
PIK3CA	-0.2692312	7.84708796	-5.038058	8.83E-05	8.75E-03	1.59503844
P2RY12	-0.2692981	8.52596033	-6.0705098	1.02E-05	2.92E-03	3.62786627
DYNLT3	-0.2697386	11.6152294	-6.0743402	1.01E-05	0.00291503	3.63513596
NPY	-0.2701757	11.0205184	-7.1147226	1.33E-06	1.27E-03	5.52675332
LOC668837	-0.2715451	9.74082912	-4.1023243	0.00068203	0.02392393	-0.3423308
GPM6B	-0.2843532	8.30149019	-5.2486402	5.63E-05	6.91E-03	2.02062838
CCNG2	-0.2849152	9.25756986	-5.8930387	1.47E-05	0.00343977	3.28869608
STMN1	-0.2858392	10.8422583	-3.8929183	0.00108468	0.03014745	-0.7810023
ABCC10	-0.2858719	7.64549569	-4.2402412	0.0005028	0.02016841	-0.0536998
S100B	-0.2866502	7.76645434	-6.754684	2.64E-06	1.84E-03	4.89113481
LOC1000484	-0.2879513	11.0847746	-3.8452786	0.00120555	0.0317664	-0.8807568
6330577E15I	-0.2880153	8.56399213	-4.6824194	0.0001905	0.01225849	0.86601382
FAM107A	-0.2886275	11.5640312	-4.0447713	0.00077471	0.02526478	-0.4628826
CYFIP2	-0.2933438	10.3946373	-3.7810543	0.00139008	0.03482135	-1.0151543
GLRX3	-0.293824	9.16640062	-4.951497	0.00010631	0.00954633	1.41870675
KPNB1	-0.295192	10.2243301	-5.1783618	6.54E-05	0.00758014	1.87915031

SLC25A4	-0.2976257	7.74603557	-3.720055	0.0015914	0.03701346	-1.1426775
UBE2J1	-0.3014377	8.76611148	-6.3368741	5.99E-06	0.00259952	4.12817879
GLRX2	-0.301634	8.89396468	-5.6025249	2.67E-05	4.53E-03	2.72383663
PLA2G7	-0.3025829	8.28695336	-4.2180155	0.00052809	0.02079464	-0.1001798
HSD11B1	-0.3056531	9.32102244	-5.7480954	1.98E-05	0.00417076	3.00834058
SEPT7	-0.306195	8.20691273	-5.6269663	2.54E-05	0.00453347	2.77180628
RORA	-0.3063278	8.98348808	-6.1755063	8.27E-06	2.67E-03	3.82635052
SLC7A10	-0.3170964	8.63636723	-9.2966724	2.98E-08	3.14E-04	8.95052775
TRIM37	-0.3224632	11.0173666	-4.2695826	0.00047127	0.0196574	0.00763596
SLC12A5	-0.3303709	8.21189792	-5.4918668	3.37E-05	4.82E-03	2.50566211
MAP1LC3B	-0.3332635	9.9737923	-3.7873352	0.00137085	0.03461981	-1.002016
DDX3X	-0.3413857	9.46155714	-3.7052833	0.00164438	0.03757425	-1.1735358
SCN1A	-0.3450592	10.2520814	-5.9635112	1.27E-05	0.00326922	3.42392571
A030009H04	-0.3517367	9.0145	-4.6531849	0.00020304	1.28E-02	0.80559285
FOS	-0.3549308	9.76647721	-6.2361678	7.32E-06	0.00259952	3.94027465
ID2	-0.3554898	9.26615316	-4.4661966	0.00030572	0.01567591	0.41768756
GLUL	-0.3688954	8.42803552	-5.5678209	2.87E-05	0.00466505	2.65558787
SETD3	-0.3691924	9.38776346	-3.8397178	0.00122051	0.0317664	-0.8923978
NDRG4	-0.3746447	12.0568899	-4.6209895	0.00021783	0.01353358	0.73897696
LOC1000485	-0.3805732	8.46021607	-7.8761877	3.29E-07	6.59E-04	6.80399782
PDZRN3	-0.3813116	9.21724556	-3.7361858	0.00153549	0.0363793	-1.108969
LPGAT1	-0.3814508	8.4351187	-4.6712827	0.00019519	0.0124836	0.84300466
ATP5A1	-0.3816518	10.8903379	-3.9059999	0.00105367	0.02973106	-0.7536034
NDUFB5	-0.387066	10.2090556	-3.9492794	0.00095727	0.0283173	-0.6629427
JAK1	-0.3873114	8.62220612	-5.9200405	1.39E-05	3.33E-03	3.3405942
PTGDS	-0.3907285	9.92990529	-5.2980302	5.07E-05	6.50E-03	2.11970822
MAP2K1	-0.4182157	9.56538826	-6.9581913	1.79E-06	0.00145025	5.25291244
SPARCL1	-0.419559	10.7264921	-4.9297217	0.00011142	0.00954633	1.37422912
HUWE1	-0.4261975	9.57806109	-6.3016232	6.42E-06	2.60E-03	4.06258023
ARC	-0.4269303	10.6445515	-5.9424939	1.33E-05	3.33E-03	3.38367059
DUSP1	-0.4665203	10.5911814	-7.411806	7.64E-07	0.0010072	6.03587649
NPAS4	-0.4786863	8.18395513	-7.4810389	6.72E-07	1.01E-03	6.15253048
NEFM	-0.4893661	10.0428796	-4.1546125	0.00060753	0.02233879	-0.23285

DEGs in susceptible mPFC

adj.P.Value < 0.05

DEGup 246

DEGdown 262

Gene	logFC	AveExpr	t	P.Value	adj.P.Val	B
HBA-A1	0.96897	12.60395	12.27137	7.12E-10	7.51E-06	1.21E+01
HBB-B1	0.521643	8.799639	5.777767	2.23E-05	4.67E-03	2.9152003
SLA	0.375319	8.890923	3.710512	0.001737	0.0422373	-1.2241965
SGK1	0.353696	11.44792	9.320597	4.29E-08	1.51E-04	8.66E+00
FDPS	0.343828	10.83188	6.688559	3.81E-06	1.99E-03	4.5755552
ALAS2	0.340133	7.583163	6.373514	6.92E-06	0.002353	4.0155208
STK32C	0.335002	9.137387	7.370428	1.09E-06	0.0009948	5.7345498
FUS	0.331593	8.26822	6.830087	2.92E-06	1.71E-03	4.8221066
PFDN2	0.330036	11.04169	4.745774	0.000187	1.31E-02	0.894604
CCDC85B	0.325464	10.26655	5.333016	5.49E-05	7.33E-03	2.0605731
GABARAPL1	0.312178	11.87212	5.840394	1.97E-05	0.0044123	3.0333366
AHI1	0.305951	10.57708	7.449293	9.49E-07	9.95E-04	5.863904
STMN4	0.287774	9.660887	9.03581	6.68E-08	1.61E-04	8.2656348
DLG4	0.284037	9.496925	6.219446	9.32E-06	2.46E-03	3.7360727
COL6A1	0.277368	9.225453	3.661475	0.0019322	0.0440791	-1.3249574
SUMO3	0.270987	9.241103	5.450956	4.31E-05	6.32E-03	2.2897973
NME2	0.267915	10.32974	6.338699	7.40E-06	2.35E-03	3.9526914
DYNLL2	0.263819	8.9233	7.685176	6.27E-07	0.0008018	6.2450346
RASL10A	0.259366	9.588202	6.284711	8.22E-06	2.35E-03	3.854893
KLF16	0.25796	8.781993	4.963057	0.0001183	1.08E-02	1.3304385
CRYM	0.255724	11.54698	4.268398	0.0005188	0.0223847	-0.0768859
FEZF2	0.254711	9.724721	5.430714	4.49E-05	0.0063204	2.2505848
VPS25	0.254683	8.981466	8.217767	2.52E-07	3.80E-04	7.0741714
RAMP3	0.253779	8.392446	5.510355	3.82E-05	6.20E-03	2.4045524
NTSR1	0.250128	8.087294	3.846251	0.0012936	3.63E-02	-0.944939
ACTR1A	0.244134	10.82985	4.112645	0.0007262	2.70E-02	-0.3966898
SLC38A5	0.2425	8.130117	6.477345	5.68E-06	2.22E-03	4.2017943
CDH13	0.242017	8.439697	7.635214	6.84E-07	8.02E-04	6.1650265
RPS26	0.240258	11.85228	5.002186	0.000109	0.0105524	1.4084067
ARHGEF15	0.23718	8.08675	7.029222	2.02E-06	1.42E-03	5.1636991
SLC35E3	0.235561	9.527682	4.523534	0.0003001	1.62E-02	0.4443605
COL5A1	0.235437	8.052943	5.883601	1.80E-05	4.14E-03	3.1145111
HRMT1L2	0.235143	10.48449	6.237518	9.00E-06	2.44E-03	3.7690386
P140	0.234813	8.305353	6.500707	5.43E-06	2.22E-03	4.2434774
TCEAL3	0.233308	8.924958	7.307184	1.22E-06	9.95E-04	5.6301154
LY6A	0.231051	9.565472	5.311914	5.73E-05	7.47E-03	2.0193709
RPS4Y2	0.230432	7.95517	5.675745	2.73E-05	5.32E-03	2.7215548

STXBP2	0.225695	9.009519	3.794967	0.001446	0.0382441	-1.05049
PRR7	0.224276	9.384036	6.415535	6.39E-06	2.25E-03	4.0911074
PTPRU	0.222252	8.320852	3.8093	0.0014017	0.0379276	-1.0209927
ST3GAL5	0.217225	9.919604	4.919403	0.0001297	0.010859	1.2432604
ANAPC5	0.213799	10.00353	4.373534	0.0004138	1.96E-02	0.138378
DGKG	0.213623	10.63397	5.488186	3.99E-05	6.30E-03	2.3617781
BLMH	0.213411	8.428104	4.728392	0.000194	1.31E-02	0.8595418
COTL1	0.211301	9.645081	4.283494	0.0005022	0.022131	-0.045943
TSC22D1	0.210839	9.097877	4.639701	0.0002342	0.0142703	0.680217
SNRPD3	0.210506	10.62739	3.800386	0.0014291	0.038148	-1.0393382
HNRNPK	0.210168	8.520658	5.149467	8.02E-05	8.81E-03	1.7003466
GABBR1	0.210083	8.463038	6.577975	4.69E-06	2.06E-03	4.3807329
LOC100045019	0.209417	11.22315	4.858408	0.0001474	1.18E-02	1.1211183
CCL21A	0.208936	9.212146	5.740611	2.40E-05	4.78E-03	2.8448463
EEF2	0.207607	8.350257	5.463251	4.20E-05	6.30E-03	2.3135897
5430437P03RIK	0.207007	9.352445	4.451291	0.0003502	0.0178553	0.2971767
GPN3	0.202006	8.406506	4.629542	0.0002394	0.014362	0.6596341
EG434858	0.200346	8.69901	4.755006	0.0001834	1.30E-02	0.9132145
YRDC	0.199725	8.128247	5.070903	9.44E-05	9.67E-03	1.5449252
LSM8	0.198161	9.56242	4.828431	0.000157	1.20E-02	1.060952
6430598A04RIK	0.195497	8.393332	5.156959	7.89E-05	0.008814	1.7151298
DBR1	0.195252	8.708354	4.307957	0.0004765	0.0213636	0.0041774
SYT5	0.193934	10.3186	4.675625	0.000217	0.0137081	0.7529338
WDR61	0.193291	9.834414	4.383418	0.0004051	1.93E-02	0.1585836
LOC100043257	0.192503	9.951471	4.839015	0.0001536	0.0118285	1.0822052
SFRS5	0.191888	10.07632	4.939203	0.0001244	0.0107935	1.2828262
ARL6IP1	0.190973	12.59459	3.923816	0.0010932	0.0331516	-0.7852561
STARD3NL	0.190548	8.993388	5.104881	8.80E-05	9.27E-03	1.6122309
PPARGC1B	0.190331	9.531282	4.432922	0.0003643	0.0181667	0.2596963
GPS1	0.18938	10.67956	3.784986	0.0014777	0.0389665	-1.0710273
SLC8A2	0.188883	8.434484	4.462843	0.0003417	0.0175889	0.3207354
TATDN2	0.18849	8.410132	5.089178	9.09E-05	0.0094037	1.5811418
EIF3D	0.187682	10.47309	4.510055	0.0003088	0.0164608	0.4169253
MAGI2	0.186419	7.583132	5.055147	9.76E-05	9.81E-03	1.5136706
D430041B17RIK	0.185478	9.123235	5.113147	8.65E-05	0.0092572	1.6285846
KCNQ2	0.185358	7.858577	5.93669	1.62E-05	0.0038929	3.2138782
EXTL1	0.185254	8.809089	4.969555	0.0001167	0.0107092	1.343398
IVNS1ABP	0.184364	8.896972	4.820059	0.0001598	0.0121341	1.0441338
VTI1B	0.184284	12.22503	4.685603	0.0002125	0.0135885	0.7731115
KCTD10	0.184139	9.086462	4.276568	0.0005098	0.0222307	-0.0601382
ERP29	0.183951	11.32563	3.861814	0.0012507	0.0355744	-0.9129027
DYNC1H1	0.182527	10.29217	3.588179	0.0022655	0.0480161	-1.4753765
MED6	0.181982	8.938034	5.800617	2.13E-05	4.67E-03	2.9583697

COG1	0.181903	8.320809	5.433429	4.47E-05	0.0063204	2.2558479
MRPL10	0.181203	10.16936	5.111063	8.68E-05	0.0092572	1.6244625
NME5	0.181176	9.103259	3.884113	0.0011916	0.0346408	-0.8669952
CXX1C	0.180428	10.42897	4.386679	0.0004023	1.92E-02	0.1652488
LOC100046136	0.180234	8.011977	4.579075	0.0002665	0.0152033	0.557257
DUS4L	0.179894	8.419626	6.434088	6.17E-06	2.24E-03	4.1243929
EG633640	0.178736	7.723142	5.483442	4.03E-05	6.30E-03	2.3526179
CSTB	0.177749	11.04008	3.966763	0.000996	3.19E-02	-0.6968424
0610006I08RIK	0.177621	10.29162	4.57205	0.0002705	1.53E-02	0.5429912
DYNC1I1	0.17761	9.345363	4.98926	0.000112	0.0105759	1.3826696
EGFL7	0.177327	8.768657	5.326308	5.56E-05	7.34E-03	2.0474829
CLPP	0.177278	8.906726	4.306705	0.0004778	0.0213636	0.0016131
LMO3	0.177237	8.373424	3.69369	0.0018017	0.0428221	-1.2587713
ABHD14B	0.177129	9.130865	3.918679	0.0011055	3.32E-02	-0.7958329
KLF5	0.176321	8.790538	3.798994	0.0014334	0.038148	-1.0422022
NRBP2	0.175352	10.27506	4.091024	0.000761	2.77E-02	-0.441149
ATP2B1	0.174848	9.343558	4.048046	0.0008352	0.0288505	-0.5295543
EXOC4	0.174501	8.785003	5.593306	3.23E-05	5.77E-03	2.5640136
DCTN1	0.174233	9.172176	4.481226	0.0003285	1.72E-02	0.3582078
EXOSC7	0.174096	10.0605	4.988152	0.0001122	0.0105759	1.3804623
RAB3GAP2	0.171332	9.081676	3.718223	0.0017082	0.0420782	-1.2083428
2610208M17RIK	0.170598	9.261427	3.723584	0.0016884	4.19E-02	-1.197321
TMEM132D	0.170478	8.122685	4.192687	0.0006109	0.0242902	-0.2322284
ORC6L	0.170426	9.613107	4.755003	0.0001834	1.30E-02	0.9132086
RASAL1	0.170138	8.861191	3.624383	0.0020943	4.59E-02	-1.4011091
LOR	0.170118	9.268759	4.237152	0.000555	0.0232414	-0.1409663
PSME2	0.170043	7.759331	4.423677	0.0003716	1.83E-02	0.2408252
MED30	0.167486	10.05659	4.20822	0.0005907	0.023977	-0.2003383
NRBF2	0.167154	8.808702	4.081057	0.0007776	0.028006	-0.4616478
JTV1	0.16656	8.567839	5.45987	4.23E-05	0.0062998	2.3070494
SLC25A44	0.165965	9.873773	3.74139	0.0016244	0.0411081	-1.1607075
BEX4	0.165344	9.108064	4.208711	0.0005901	0.023977	-0.1993319
TDRD7	0.164357	9.563536	4.926076	0.0001278	1.08E-02	1.2565981
POLD2	0.163387	8.169336	3.905699	0.001137	0.0336113	-0.8225565
BC002163	0.163137	11.47851	3.917963	0.0011072	0.0331738	-0.7973062
SAMD14	0.163113	9.194004	3.915457	0.0011132	0.0331738	-0.8024653
PIGK	0.161865	7.897873	4.979266	0.0001144	0.0105855	1.362757
SUHW4	0.161747	9.016089	3.909671	0.0011273	0.0334165	-0.8143785
ZFP282	0.161625	8.667863	4.415859	0.0003779	0.0184617	0.2248618
TCTEX1D2	0.161564	10.06042	3.633916	0.0020514	0.045575	-1.3815429
2700094K13RIK	0.161077	10.63579	4.169651	0.000642	2.50E-02	-0.2795383
ARL2BP	0.160048	8.993257	5.554768	3.49E-05	0.0060366	2.4900464
G3BP1	0.159936	8.93059	3.748665	0.0015989	0.0408557	-1.145746

MAPK1	0.159414	11.3214	4.558754	0.0002783	0.0153781	0.5159785
B9D1	0.158822	8.634567	3.841866	0.001306	3.64E-02	-0.9539657
GM1821	0.158647	14.51018	4.298726	0.000486	2.16E-02	-0.0147312
DPYSL5	0.157953	7.951066	4.143668	0.0006791	2.60E-02	-0.3329226
LOC100047707	0.157641	10.11424	3.708051	0.0017463	0.0422478	-1.2292545
VWF	0.156394	7.58027	3.928077	0.0010832	3.29E-02	-0.7764846
CLPTM1L	0.155821	10.78891	3.936663	0.0010632	3.29E-02	-0.7588084
XAB1	0.155755	9.11145	4.213384	0.0005842	0.023977	-0.1897391
UQCRC2	0.155417	12.55515	3.597734	0.002219	0.0473959	-1.455784
DDR1	0.155245	8.746017	3.614508	0.0021397	4.64E-02	-1.4213743
TUBB5	0.15446	13.47496	3.91566	0.0011127	3.32E-02	-0.8020471
MMP24	0.154416	9.045771	4.175613	0.0006338	0.0249577	-0.2672918
CHMP4B	0.154031	9.648872	4.308419	0.000476	0.0213636	0.0051225
RAP1GAP	0.153988	7.960334	3.756793	0.0015709	0.0403809	-1.1290281
SNRPD1	0.15382	10.48105	3.62394	0.0020963	0.0458891	-1.4020197
ZFP316	0.153078	7.801568	4.524038	0.0002997	0.0161733	0.4453853
RANBP1	0.152317	10.34559	4.862056	0.0001463	0.0118285	1.1284332
TOMM34	0.152252	9.343561	5.100615	8.88E-05	9.27E-03	1.6037867
D11MOH35	0.152062	7.827309	5.242949	6.61E-05	0.0080139	1.8843282
CASKIN1	0.151806	9.529345	4.641981	0.0002331	0.0142703	0.6848358
HSF1	0.151512	9.898833	4.094285	0.0007556	2.76E-02	-0.4344433
TMEM147	0.150976	11.12406	3.734405	0.0016492	0.0414383	-1.1750706
D1BWG0212E	0.150937	8.263171	4.23078	0.0005627	0.0234699	-0.1540405
DPM1	0.15081	8.642563	4.840004	0.0001532	0.0118285	1.0841913
ORF61	0.150677	9.498599	4.19159	0.0006123	2.43E-02	-0.234481
L7RN6	0.150631	10.17926	4.940003	0.0001242	0.0107935	1.2844237
PSMD4	0.150562	11.68837	4.068033	0.0007998	2.84E-02	-0.488435
ATG16L1	0.149851	10.13511	4.162404	0.0006522	2.52E-02	-0.2944254
2610507B11RIK	0.14958	9.766797	5.062891	9.60E-05	0.0097424	1.529034
SPRN	0.149176	8.000731	4.221884	0.0005736	0.0237992	-0.1722947
EIF2B5	0.148548	9.632521	4.170794	0.0006404	2.50E-02	-0.2771915
EXOSC2	0.147479	8.369204	4.089912	0.0007628	2.77E-02	-0.443436
HAX1	0.147245	8.016897	3.714377	0.0017225	4.21E-02	-1.2162505
ZNRD1	0.147203	9.229558	4.485498	0.0003255	1.72E-02	0.3669132
ILK	0.146557	9.884983	4.171545	0.0006394	0.0250013	-0.2756489
YIF1B	0.14623	9.341596	3.997346	0.0009321	0.03036	-0.6338885
KHDRBS1	0.145987	8.73763	3.716203	0.0017157	4.21E-02	-1.2124975
JTB	0.14583	11.00039	4.22067	0.0005751	0.0237992	-0.1747858
PDE1B	0.145247	10.87632	3.665288	0.0019163	4.40E-02	-1.317125
UHRF2	0.145179	9.131067	4.162732	0.0006517	0.0252097	-0.2937517
ANKRD39	0.14504	8.27174	4.801524	0.0001662	0.0124395	1.0068733
1600014C10RIK	0.14352	8.808375	3.719214	0.0017045	0.0420782	-1.2063058
BC031353	0.14319	9.414805	3.816844	0.0013789	0.0374075	-1.0054679

FAM116B	0.143188	9.604264	3.581605	0.0022981	4.84E-02	-1.4888568
PNKP	0.143153	8.659156	4.946329	0.0001225	0.0107935	1.2970562
GRIA1	0.143123	10.18257	3.821763	0.0013642	0.037219	-0.9953431
SYVN1	0.142927	10.57354	4.069063	0.000798	2.84E-02	-0.4863166
KCNIP4	0.142649	7.685055	4.616144	0.0002463	1.45E-02	0.6324748
HDGFRP2	0.142384	10.8939	4.059298	0.0008151	2.86E-02	-0.5064043
ING4	0.142228	8.670024	3.869869	0.001229	0.0353389	-0.896321
ZCCHC18	0.142209	12.89845	4.248317	0.0005418	2.29E-02	-0.1180636
VAPB	0.142164	9.065473	4.430168	0.0003665	0.0181667	0.2540762
CXX1A	0.142075	8.073588	3.658833	0.0019433	4.41E-02	-1.3303827
UBE2L3	0.141729	11.23016	3.710858	0.0017357	0.0422373	-1.2234837
1110002N22RIK	0.141105	7.999189	4.067294	0.0008011	0.0283686	-0.4899556
SMARCD2	0.139967	8.141246	3.959369	0.0010121	0.0321708	-0.7120641
ZFP672	0.139931	9.711252	3.61077	0.0021571	0.0465516	-1.4290428
NUDT2	0.139819	8.030182	3.598642	0.0022146	0.0473959	-1.4539203
SIAT7F	0.139795	7.657323	4.637583	0.0002353	1.43E-02	0.6759273
LMAN2L	0.139435	9.210995	3.689018	0.00182	0.0430189	-1.2683727
2410004L22RIK	0.139043	7.654476	3.797536	0.0014379	3.81E-02	-1.0452022
5730410E15RIK	0.138958	10.59782	3.621597	0.002107	4.59E-02	-1.4068272
PRDM4	0.138835	9.504693	4.600367	0.0002547	1.46E-02	0.6004748
SSBP2	0.138831	9.144156	4.047276	0.0008366	2.89E-02	-0.5311384
RCL1	0.138223	8.423886	4.015698	0.0008958	0.0298208	-0.5961193
RALY	0.138174	9.379945	3.984811	0.0009578	0.0309099	-0.6596899
ATP5C1	0.137801	12.63172	3.864364	0.0012437	0.0355648	-0.9076535
GDPD1	0.136915	10.0911	3.638206	0.0020324	0.0453434	-1.3727366
SERBP1	0.136809	10.56853	4.047786	0.0008356	0.0288505	-0.5300885
CYB5R3	0.136582	8.697171	4.008239	0.0009104	0.0301166	-0.6114701
SYF2	0.135763	9.399612	4.671434	0.000219	0.0137081	0.7444567
TSTA3	0.135428	9.79832	3.673085	0.0018841	0.0435078	-1.3011087
GSPT1	0.134745	10.82309	3.959454	0.0010119	3.22E-02	-0.7118882
TUBA1B	0.134351	14.65323	3.732142	0.0016573	0.0415436	-1.1797256
MYCBP2	0.134087	9.801209	3.663878	0.0019222	4.40E-02	-1.3200218
9030607L17RIK	0.133891	8.32339	3.59919	0.002212	0.0473959	-1.452796
CDS2	0.133199	7.920417	3.625394	0.0020897	4.59E-02	-1.3990357
CBFA2T3H	0.132913	8.344349	3.818029	0.0013754	0.0374075	-1.0030287
DHRS7B	0.132653	8.680331	4.311909	0.0004724	0.0213636	0.0122713
ACTB	0.132099	12.11403	4.403028	0.0003884	0.018717	0.1986563
0610010K14RIK	0.131356	8.158006	3.870976	0.001226	0.0353389	-0.8940413
MTX1	0.130671	9.247128	4.094821	0.0007548	2.76E-02	-0.4333412
RBBP7	0.130079	8.381073	4.721453	0.0001969	1.32E-02	0.845536
PHF5A	0.129925	10.43582	4.124193	0.0007083	0.0266828	-0.3729514
BRD9	0.129672	10.20812	3.6304	0.0020671	4.57E-02	-1.3887604
EMD	0.129489	8.159979	4.651248	0.0002286	1.42E-02	0.7036036

FOXK1	0.12937	7.461842	3.84439	0.0012989	3.63E-02	-0.9487699
PKIA	0.12924	12.39856	3.702452	0.0017677	4.24E-02	-1.2407629
METTL3	0.12871	9.368955	3.762573	0.0015513	4.02E-02	-1.1171368
SPINK8	0.128279	7.749771	3.704247	0.0017608	0.042397	-1.2370731
FBXL6	0.12826	8.625924	3.885182	0.0011888	3.46E-02	-0.8647952
VPS16	0.128226	9.014455	4.139139	0.0006858	0.0261266	-0.3422303
KCTD5	0.127828	7.933331	4.523046	0.0003004	1.62E-02	0.4433671
THOC4	0.12761	9.268186	4.011957	0.0009031	3.00E-02	-0.6038168
BLVRB	0.127497	8.8192	3.834749	0.0013263	3.67E-02	-0.9686156
PCGF1	0.127042	9.412433	4.025675	0.0008766	2.95E-02	-0.5755864
RASSF1	0.126531	8.30912	3.636178	0.0020413	0.0454474	-1.3768999
PTK2	0.126208	11.19972	4.246995	0.0005433	2.29E-02	-0.1207754
4933403G14RIK	0.126073	7.826789	3.93406	0.0010692	0.0328595	-0.7641661
WRB	0.124858	9.794922	4.042061	0.0008461	2.90E-02	-0.5418695
TMED4	0.122656	9.128541	4.709969	0.0002018	0.0131817	0.822348
UBE2E1	0.122032	8.225489	4.267647	0.0005197	2.24E-02	-0.078427
MBD3L2	0.121001	7.391808	3.680664	0.0018534	0.0431884	-1.2855374
IL18BP	0.119739	7.452616	3.739589	0.0016307	0.0411705	-1.1644107
KAT5	0.117979	8.077403	3.744553	0.0016133	4.10E-02	-1.1542025
NARG1L	0.117764	7.907149	3.949565	0.0010338	0.0322229	-0.7322453
ZFX	0.117032	7.98917	3.844906	0.0012974	3.63E-02	-0.947708
RUVBL1	0.116693	8.727501	4.435915	0.000362	0.0181667	0.2658044
ESAM	0.113503	8.745956	3.77751	0.0015018	0.0392299	-1.0864077
GMDS	0.112856	7.776739	3.949	0.0010351	3.22E-02	-0.73341
LSM14B	0.111337	7.492098	3.56886	0.0023625	0.0493104	-1.5149805
MRPL46	0.110875	9.525797	3.735325	0.0016459	0.0414383	-1.1731792
RPS6KA5	0.110164	7.95178	3.772839	0.0015171	0.0394346	-1.0960176
SLC35B3	0.108427	8.700368	3.717621	0.0017104	0.0420782	-1.2095806
TSC22D2	0.107861	9.549037	3.779019	0.0014969	0.0392299	-1.0833029
SLITRK1	0.107371	7.75003	3.920162	0.0011019	3.32E-02	-0.7927785
LOC100048384	0.10262	8.77681	3.702962	0.0017658	4.24E-02	-1.2397159
LONRF2	0.10077	7.96813	3.630222	0.0020679	4.57E-02	-1.3891268
PPT1	0.100729	8.384394	3.708816	0.0017434	0.0422478	-1.2276814
GPR27	0.09941	7.528056	3.642811	0.0020121	0.0449874	-1.3632827
5133400G04RIK	0.098492	7.860185	3.595705	0.0022288	0.0474203	-1.4599443
ZFP295	0.097602	8.179883	3.797281	0.0014387	0.038148	-1.0457285
CSNK1D	0.090062	8.112241	3.577346	0.0023194	0.0487582	-1.4975874
SNX25	-0.10074	8.230302	-3.66727	0.0019081	4.39E-02	-1.3130609
NDFIP1	-0.11011	12.47241	-3.67371	0.0018815	4.35E-02	-1.2998167
OS9	-0.11161	9.776048	-3.64767	0.001991	0.0447271	-1.3533095
2810470D21RIK	-0.11326	7.521325	-3.58232	0.0022945	0.0484061	-1.487397
POU3F1	-0.11379	9.007956	-3.57177	0.0023476	0.0492539	-1.5090201
PACSIN2	-0.11422	7.673129	-3.93095	0.0010764	3.29E-02	-0.7705723

ZFP161	-0.11827	7.626112	-3.93071	0.001077	3.29E-02	-0.7710695
PTPRD	-0.11857	12.09508	-3.83201	0.0013342	0.0366727	-0.974249
TMEM85	-0.11889	11.62307	-4.24611	0.0005444	0.0228879	-0.1225992
CLP1	-0.11975	7.538941	-3.74515	0.0016112	0.0410235	-1.1529648
HIST1H4H	-0.12053	7.700087	-3.86318	0.0012469	0.0355648	-0.9100871
KIFAP3	-0.12203	11.27705	-3.98625	0.0009548	3.09E-02	-0.6567186
TPRKB	-0.12374	8.811318	-3.68152	0.0018499	0.0431884	-1.2837892
EDNRB	-0.12397	9.175007	-3.61501	0.0021373	0.0463651	-1.4203334
CAPN2	-0.12446	8.271079	-3.80164	0.0014252	3.81E-02	-1.0367638
SNAPC1	-0.12501	7.985758	-3.5881	0.0022659	4.80E-02	-1.4755423
HISPPD1	-0.12528	7.835759	-4.02386	0.0008801	0.0294843	-0.5793265
MTERFD3	-0.12531	7.859384	-3.72912	0.0016682	4.16E-02	-1.1859366
PREP	-0.1262	8.264684	-4.11758	0.0007185	2.68E-02	-0.3865473
TMEM47	-0.12877	7.878606	-3.60567	0.0021811	4.70E-02	-1.4395138
CLCN3	-0.12886	10.12499	-3.7013	0.0017721	0.0424069	-1.2431345
SPINK10	-0.12902	7.611911	-3.89829	0.0011555	0.0338716	-0.8378173
ABHD6	-0.12902	7.722196	-3.88959	0.0011775	3.44E-02	-0.8557137
TMEM209	-0.12931	8.839655	-3.83074	0.0013379	0.0366727	-0.9768611
ATP2B2	-0.13267	9.751188	-3.97116	0.0009866	3.17E-02	-0.6877925
RG9MTD1	-0.1333	8.487556	-4.14392	0.0006787	0.0259659	-0.3324036
NOL14	-0.13453	8.148153	-3.91433	0.001116	3.32E-02	-0.8047906
THY1	-0.13514	13.54559	-3.70723	0.0017495	4.22E-02	-1.2309506
RIC8B	-0.13621	9.071477	-4.36924	0.0004177	0.0196763	0.1295919
4930455C21RIK	-0.13652	8.093514	-3.59687	0.0022232	4.74E-02	-1.4575509
5730410I19RIK	-0.13741	9.275464	-4.42989	0.0003667	1.82E-02	0.2535134
AGXT2L1	-0.1376	7.871282	-3.71662	0.0017142	4.21E-02	-1.2116412
LAMP2	-0.13998	9.228855	-4.46841	0.0003376	0.0175515	0.3320941
ATP13A2	-0.14187	8.678051	-4.20388	0.0005963	2.40E-02	-0.2092578
EIF4G2	-0.14256	7.92252	-4.124	0.0007086	0.0266828	-0.3733403
LOC545013	-0.14327	7.664849	-4.29334	0.0004917	0.0218025	-0.0257699
ST13	-0.14345	7.741379	-3.6714	0.001891	0.0435716	-1.3045615
YLPM1	-0.14366	8.481868	-3.93811	0.0010599	0.0328595	-0.7558345
ZFR	-0.1442	7.367507	-4.46288	0.0003417	1.76E-02	0.3208083
KLHL5	-0.14458	7.651154	-3.75628	0.0015727	0.0403809	-1.1300774
TRIP12	-0.14485	9.477423	-3.72606	0.0016794	0.0417977	-1.1922231
TCERG1	-0.14694	7.942802	-3.96305	0.0010041	0.0321086	-0.7044908
DERL2	-0.14696	7.459031	-3.64646	0.0019963	4.47E-02	-1.3557899
AMIGO1	-0.14709	8.667317	-4.05212	0.0008278	2.89E-02	-0.5211687
SGTB	-0.14731	10.29943	-3.57015	0.0023559	0.0493104	-1.5123298
1110008P14RIK	-0.14774	12.1151	-3.93055	0.0010774	0.0328595	-0.7713837
UBE3A	-0.14794	7.899536	-4.73316	0.0001921	0.0131252	0.8691535
UHRF1BP1L	-0.14896	9.539671	-3.67409	0.00188	0.0435078	-1.2990402
LOC216963	-0.15043	8.024407	-3.63095	0.0020646	0.0456537	-1.3876382

STAM2	-0.15119	7.866224	-3.68604	0.0018319	0.0430548	-1.2744961
ACOT11	-0.15203	8.36027	-4.1899	0.0006146	0.0242902	-0.2379526
HIST1H2BN	-0.15303	7.967064	-4.73609	0.0001909	0.0131252	0.8750789
LMO2	-0.15336	9.382113	-3.65875	0.0019437	0.0440806	-1.3305509
EIF2C2	-0.15399	7.580781	-4.21038	0.000588	2.40E-02	-0.1958997
FIP1L1	-0.15481	7.723884	-4.92736	0.0001275	0.0107935	1.2591642
NOTCH1	-0.15571	8.00586	-4.12276	0.0007105	0.0266828	-0.3758884
GPC5	-0.15572	8.91444	-4.70567	0.0002036	1.32E-02	0.8136652
PRPF38A	-0.15602	8.108873	-4.62013	0.0002442	1.45E-02	0.6405472
2810405J04RIK	-0.15666	9.856258	-4.07348	0.0007904	0.0282758	-0.4772287
TGFB2	-0.15685	7.600033	-3.62408	0.0020956	0.0458891	-1.4017263
6430548M08RIK	-0.15839	10.96646	-3.68053	0.0018539	4.32E-02	-1.2858201
ASH1L	-0.15929	7.909971	-3.90036	0.0011503	0.0338716	-0.8335529
CHFR	-0.16045	9.261868	-4.51924	0.0003028	0.0162228	0.4356127
SLC39A12	-0.16046	9.773551	-5.13289	8.30E-05	0.0090287	1.6676177
CAMKK2	-0.16112	9.581449	-3.85745	0.0012625	0.0357202	-0.9218792
RRN3	-0.16118	8.707953	-3.85942	0.0012572	0.035664	-0.9178397
2410015M20RIK	-0.16215	8.777333	-4.27265	0.0005141	0.0223267	-0.0681598
WDR17	-0.1636	8.686966	-3.65808	0.0019465	0.0440806	-1.3319284
9130422G05RIK	-0.16393	8.9559	-4.34205	0.0004428	2.05E-02	0.0739861
TUBA3B	-0.16459	7.700108	-4.02529	0.0008774	2.95E-02	-0.5763884
IL6ST	-0.1652	7.659632	-4.06276	0.000809	0.0284574	-0.4992828
WNK1	-0.166	8.723069	-4.09934	0.0007474	0.0275785	-0.4240442
GPR17	-0.16648	8.459968	-4.43055	0.0003662	1.82E-02	0.2548465
FUT8	-0.16676	8.659682	-5.45916	4.24E-05	0.0062998	2.3056735
UCHL5	-0.16853	9.556969	-3.77832	0.0014992	0.0392299	-1.0847476
LOC433801	-0.16865	7.84273	-3.83972	0.0013121	0.0364379	-0.9583774
SLC40A1	-0.17149	8.859273	-4.27699	0.0005093	2.22E-02	-0.0592762
MAPRE3	-0.17152	8.088653	-4.3312	0.0004532	0.0208862	0.0517787
OPN3	-0.17282	7.708122	-4.04011	0.0008497	2.90E-02	-0.5458898
CENPB	-0.17322	10.12591	-3.91946	0.0011036	0.0331738	-0.7942286
DEDD2	-0.17334	8.140133	-4.00613	0.0009146	3.02E-02	-0.6158175
NRXN3	-0.17422	10.13802	-3.94982	0.0010333	3.22E-02	-0.7317259
FAM84A	-0.1746	7.918033	-4.11833	0.0007173	0.0267929	-0.385006
TIMP4	-0.17468	8.305034	-4.95759	0.0001197	1.08E-02	1.3195338
CTSB	-0.17506	13.04462	-3.56147	0.0024007	0.0498711	-1.5301199
TSPYL4	-0.17512	7.585425	-3.86561	0.0012404	0.0355648	-0.9050893
SLCO1C1	-0.1755	9.342314	-4.25902	0.0005294	0.0226201	-0.0961182
NFIC	-0.17706	8.22565	-4.77678	0.0001751	0.012746	0.9570706
RGS4	-0.17736	12.45033	-4.09574	0.0007533	0.0275924	-0.43144
NARS	-0.17746	10.32798	-3.62159	0.002107	0.0458891	-1.4068518
ENPP2	-0.17829	11.01117	-3.7567	0.0015713	0.0403809	-1.1292176
HR	-0.17908	8.828072	-4.45946	0.0003442	1.76E-02	0.3138301

How the deposited data were processed for this re-analysis (not part of the article)

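RNA from the left and right mPFC of control, resilient and susceptible mice was measured on 16 Illumina MouseRef-8 v2 arrays, with 2 control, 3 resilient and 3 susceptible arrays per side. The authors read the arrays with GenomeStudio 1.0.6 and deposited the average signal of each probe, an intensity on a linear scale with no background subtracted, which ran from 51.9 to 37310. The deposited detection score of each probe and array runs from 0 to 1 and is high for bright probes, so the detection p was taken as 1 minus the score. The authors also deposited normalized values on a log2 scale, made with the lumi package, whose version and normalization method are not stated. These values run from 6.91 to 15.03 and have the same quantiles on all 16 arrays to within 0.0068. Signals of 7, 10 and 14 on the log2 scale correspond to deposited values of 7.48, 9.91 and 13.96, so the deposited scale is narrower at low signals. The deposited values are not centered, and the step that narrows the low end is not known. Their medians are 7.2774 and 7.2775 for control left replicates 1 and 2, 7.2771 and 7.2773 for control right, 7.2774, 7.2766 and 7.2774 for resilient left, 7.2775, 7.2774 and 7.2779 for resilient right, 7.2770, 7.2777 and 7.2774 for susceptible left, and 7.2775, 7.2775 and 7.2770 for susceptible right. Their differences are therefore log2 differences compressed at low signal, with higher values for more RNA. No pair of arrays is identical.

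The raw signals were taken to log2 and quantile normalized with limma 3.58.1 in R 4.3.3, since lumi was not used here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Probes had to have a detection p of 0.05 or less on every array, which kept 11922 probes, 700 of them without a gene symbol. Each of the others carries 1 symbol, and none carries several. For each gene the detected probe with the highest mean log2 signal was used, which gave 8419 genes, and probes without a symbol were left out of the main comparisons. Of the genes called between left and right in susceptible mice, 97 had several detected probes, 7 of these had a probe of the other sign, and for 1 that probe had an unadjusted p below 0.05. The symbol Ctgf is used as in the article.

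One linear model with 6 groups (3 groups of mice by 2 sides) was fitted with lmFit and eBayes at their default settings, and 15 comparisons were taken from it. They are left minus right in each group of mice, the differences of these between groups, each stressed group against control per side and over both sides, the stressed groups together against control, and susceptible against resilient mice per side. P values were adjusted by the Benjamini-Hochberg method over the 8419 genes, with a threshold of 0.05. The fit had 10 residual degrees of freedom, a prior SD of 0.0826 and 16.0 prior degrees of freedom. Values are log2 changes with the standard error from the fit. The fit did not pair left and right arrays, and whether arrays with one replicate number hold RNA of the same mice is not stated.

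Marker lists for 21 cell types and processes were written from general knowledge after the article and its tables had been read and before the processed files were opened, and 8 gene ontology lists and a housekeeping list were taken from the article. The members named in the text were fixed by a rule. It takes every gene that the article names for the arrays and that was among the genes tested, which Adra2a was not. For each comparison it takes up to 10 genes in each direction with the largest called change and no overlap between the arrays compared. For each list with a called member it takes up to 4 members with the largest change. Values of many of these genes in the article's tables had been seen when the rule was written. Cnp, Foxp2, Tbr1, Nr4a2, Moxd1, Cux1 and Inhba are named by the rule for no comparison, and were chosen after their values were seen. Some genes that the rule names for one comparison, such as Cck, Mag, Tspan2, Crym, Lhx2 and Gbp2, are also given for another, likewise chosen after their values were seen. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, and adjusted over the lists within a comparison. Of the 26 measured layer 6, layer 6b and oligodendrocyte markers, 21 are in the study's own list of lateralized genes, as are 9 of the 12 measured layer 2/3 and meningeal markers.

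The procedure was tested on simulated data with the arrangement of these arrays and 200 changed genes, 50 at each of 4 sizes. For left against right in susceptible mice, log2 changes of 0.25, 0.5, 0.75 and 1 were recovered for 36%, 96%, 100% and 100% of genes, with 8 of 174 calls (4.60%) on unchanged genes. For left against right in control mice recovery was 26%, 90%, 96% and 98%, with 6 of 161 calls (3.73%) on unchanged genes. For the stressed groups against control it was 80%, 100%, 100% and 100%, with 20 of 210 calls (9.52%) on unchanged genes, above the share of 0.05 that the threshold aims at. These are single draws, and an earlier draw gave other shares. The share of probes detected per array was 53.1% to 56.0%, and probes with a detection p above 0.5 had a median signal of 70.8 to 83.9.

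The samples, the comparisons and 18 alternatives were set before the data were examined. These alternatives are normexp background correction with an offset of 16, median scaling, cyclic loess, the authors' normalized values, detection on 2 arrays, no detection filter, a detection p of 0.01 on every array, the mean over probes, a trended robust variance, array weights, only the groups compared, the replicate number as a block, the slide as a block, pooled hemispheres, fry, an estimated correlation, 2 arrays per side and leaving out each array in turn. A further 6 were chosen after seeing the data: the first and last 8 arrays of the deposited table as a block, alone and together with the replicate number, the first 8 and the last 8 arrays alone, the brightness of each array as a covariate, and keeping probes without a symbol. The slide block was not run, because the files do not name the slide. Behavior, RT-qPCR, protein and virus experiments were not analysed here. No deposited array was left out.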

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

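Both tests of a superficial-to-deep axis on genes outside the marker lists, both tests on the order of the arrays in the deposited table, the comparison of replicate 1 with replicates 2 and 3, and the regroupings of susceptible with resilient arrays were chosen only after the results were seen.

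The left-right difference differed between groups of mice by a direct test of that difference. Against control mice 221 genes were called, with Ctgf at -1.06, Cux2 at 1.14 and Mbp at -0.71 on the log2 scale, and against resilient mice 181, with Ctgf at -0.95, Cux2 at 0.99 and Mbp at -0.62. When the labels of susceptible and resilient arrays were shuffled within each side, 1 of 100 arrangements, the real one, gave as many as 181 genes and the highest other gave 76, so fewer than 5 in 100 reached this count. With median scaling 11 and 1 genes were called.

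Marker lists of cell types differed in the same way. The median difference in log2 L/R between susceptible and control mice was 0.84 for layer 2/3 neurons, 0.78 for meningeal fibroblasts, -0.44 for layer 6 and 6b neurons and -0.71 for oligodendrocytes. It was 0.24 for immediate early genes and -0.12 for cholesterol synthesis, whose members also serve myelin.

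Between susceptible and resilient mice, 200 genes were called on the left and 70 on the right. For each side only 10 splits of the 6 arrays exist, too few for a share under 0.05, and the highest other split gave 0 genes on either side. Replicate 1 differed from replicates 2 and 3 of the stressed groups in 55 genes, 37 higher and 18 lower. In 21 sets of 4 or 6 arrays, 0 had an array far from the others by Dixon's ratio, where chance marks about 1 in 20.

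In susceptible mice, surface markers were higher in the left samples, and markers of myelin and of the layers below layer 5 in the right. Layer 5 markers did not differ as a list (1 of 9 called, median log2 L/R -0.01, camera adjusted p 0.860). The real split called 439 genes, and the highest of the other 9 splits called 0. That is 1 of 10 splits, too few for a share under 0.05. A candidate explanation is that the left and right tissue samples held different shares of superficial cortex, deep cortex and white matter: 5 markers outside the study's list (Foxp2, Tbr1, Crym, Nr4a2 and Moxd1) all had a log2 L/R below 0, none of them called, with a median of -0.14, below the bound of -0.05 set for this explanation, and the 3 unlisted superficial markers (Cux1 0.19, Inhba 0.19 and Lhx2 0.05, none called) lay above 0. Of 367 called genes outside the marker lists, 67.6% also went with the markers between the control hemispheres, which lean the opposite way, although in resilient mice, whose sides have like marker levels, 46.6% had the sign of the susceptible difference. Within the control and resilient groups 52.6% varied with the marker score in that direction, against 54.4% for the highest 5% of random scores, and this test cannot decide because the score hardly varies within a group. No chance range was computed for the 67.6% and the 46.6%. These tests did not exclude a difference in tissue shares. No myelin or meningeal marker lay outside the study's list, so those parts of the explanation could not be tested on unlisted genes. A change within the cells of susceptible mice was not tested and stays open.

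Comparisons with control carry the order of the arrays, since all 4 control arrays stand among the first 8 arrays of the deposited table. Within the stressed groups, replicate 1 minus replicates 2 and 3 correlated over all genes with control minus stressed mice (r 0.452). Simulated data gave -0.038 to 0.037, the width that independently varying genes would give. Genes that vary together across arrays would give a wider range, so this comparison overstates how far 0.452 lies from chance. A part of the change against control may follow table position. As the whole cause it is argued against, because 25.8% of the 946 genes (244) stayed called with the first and last 8 arrays as a block, and the median absolute change went from 0.189 to 0.161 while the median standard error went from 0.048 to 0.056. Shuffled labels gave at most 31 genes for stressed against control and at most 91 for susceptible against control, against 946 and 705, so fewer than 5 in 100 reached these counts (1 of 100 each), and within the first 8 arrays the highest of 35 splits gave 196. For resilient against control, 1 of 100 splits, the real one, gave 803, but the split that takes the last 8 arrays as controls gave 5 fewer, and with the first and last 8 arrays as a block 323 were called.

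In resilient mice the left-right split called 3 genes, and the highest of the other 9 splits called 2 (1 of 10 splits, too few for a share under 0.05).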

How the results depend on the processing

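The settings that use the order of the arrays in the deposited table, their brightness or the probes without a gene symbol were chosen only after the data were seen. Of 295 gene values called under the main choices, 292 were still called in the same direction with cyclic loess, 291 with array weights, 287 with detection on 2 arrays, 279 with the authors' normalized values and 259 with normexp background correction. Fewer stayed called with the first and last 8 arrays as a block (239), the brightness covariate (233), the first 8 arrays alone (222) and the block together with the replicate number (199). With pooled hemispheres 127 of 176 did, and with the last 8 arrays alone 57 of 79. Leaving out single arrays gave 4414 of 4720 such values called in the same direction and 306 not called. Of 91 list values past the threshold, 75 also passed with an estimated correlation. The left-right count in susceptible mice was 418 with cyclic loess, 401 with the authors' values and 349 with only the groups compared, and 323 to 457 over single-array omissions. Whether the replicate numbers pair the samples could not be settled. Deviations of left and right arrays with one number correlated between -0.02 and 0.34 in resilient and 0.09 and 0.19 in susceptible mice. The value of 0.34 belongs to replicate 1. Replicate 1 of resilient and of susceptible mice, which are different mice, also correlated, at 0.25 on the left and 0.22 on the right. The highest left-right value need not come from pairing. With the replicate number as a block, the left-right count in susceptible mice was 508. The slide could not be used as a block, because the files do not name it. The cause of the changes was not tested.

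With each array scaled to a common median, called genes numbered 36 for left against right in susceptible mice, 0 for left against right in resilient mice, 0 for left against right in control mice, 11 for susceptible against control log2 L/R and 1 for susceptible against resilient log2 L/R. There were 58 for susceptible against control on the left, 16 for susceptible right against control right, 2 for resilient against control on the left, 2 for resilient against control on the right and 1541 for stressed against control. There were 1134 for susceptible against control over both sides, 227 for resilient against control over both sides, 24 for susceptible against resilient on the left and 7 for susceptible against resilient on the right. Median absolute log2 L/R was 0.056 in resilient mice and 0.078 in susceptible mice. The sign turned to -0.075 for Gapdh (left against right in susceptible mice), and to -0.037 for B2m and -0.015 for Ctgf (left against right in resilient mice). It also turned to 0.031 for Gapdh and 0.019 for B2m (left against right in control mice), and to -0.052 for Cux2, -0.20 for Tnnc1, -0.0026 for Gbp2 and -0.15 for Adcyap1 (susceptible against control on the left). It also turned to -0.044 for Drd1, -0.074 for Trf, -0.038 for Bcl11b and -0.0041 for Mgp (stressed against control), and to -0.0072 for Mgp and -0.021 for Rgs9 (susceptible against control over both sides). It also turned to -0.0011 for Mgp (resilient against control over both sides). With this setting 153 of the 295 called gene values stayed called in the same direction, 135 were not called and 7 turned sign, also not called. It shifts the median of all genes by -0.20 for susceptible and -0.16 for resilient against control on the left, by -0.14 and -0.12 on the right, and by -0.05 for left against right in susceptible mice.

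With normexp background correction, called genes numbered 1 for left against right in resilient mice, 0 for left against right in control mice, 117 for resilient against control on the left and 459 for susceptible against control over both sides. Median absolute log2 L/R was 0.075 in control mice, 0.062 in resilient mice and 0.087 in susceptible mice. With cyclic loess normalization, the sign turned to 0.00092 for Gapdh (left against right in control mice). With the authors' normalized values, the lists that passed numbered 9 for left against right in control mice. Median absolute log2 L/R was 0.044 in control mice, 0.037 in resilient mice and 0.051 in susceptible mice. With detection required on 2 arrays, called genes numbered 0 for left against right in control mice. With no detection filter, the lists that passed numbered 8 for left against right in control mice. Median absolute log2 L/R was 0.055 in susceptible mice. With the stricter detection filter, called genes numbered 1 for left against right in resilient mice. The lists that passed numbered 0 for left against right in resilient mice. With the mean over a gene's probes, the lists that passed numbered 7 for left against right in control mice. Median absolute log2 L/R was 0.042 in resilient mice and 0.060 in susceptible mice. The sign turned to 0.058 for Actb (left against right in susceptible mice), and to 0.0034 for Gapdh (left against right in resilient mice). With a trended, robust variance, the lists that passed numbered 8 for left against right in control mice. With array weights, called genes numbered 16 for left against right in control mice, 650 for susceptible against control on the left, 519 for resilient against control on the left and 1435 for stressed against control. With only the groups compared in the fit, called genes numbered 1 for left against right in resilient mice, 14 for left against right in control mice and 35 for susceptible against resilient on the right. With the hemispheres pooled, called genes numbered 612 for stressed against control. The lists that passed numbered 6 for stressed against control and 5 for susceptible against control over both sides. By fry, the lists that passed numbered 7 for left against right in control mice, 19 for stressed against control, 20 for susceptible against control over both sides and 20 for resilient against control over both sides. By camera with an estimated correlation, the lists that passed numbered 2 for left against right in control mice. With 2 arrays per side, median absolute log2 L/R was 0.058 in resilient mice and 0.074 in susceptible mice.

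With the first and last 8 arrays of the table as a block, called genes numbered 195 for susceptible against control on the left, 235 for susceptible right against control right, 108 for resilient against control on the left, 259 for stressed against control and 193 for susceptible against control over both sides. There were 323 for resilient against control over both sides. With that block and the replicate number together, called genes numbered 123 for susceptible against control on the left, 159 for susceptible right against control right, 73 for resilient against control on the left, 77 for resilient against control on the right and 96 for stressed against control. There were 72 for susceptible against control over both sides and 142 for resilient against control over both sides. With the first 8 arrays alone, called genes numbered 179 for left against right in susceptible mice, 1 for left against right in resilient mice, 21 for left against right in control mice, 47 for susceptible against resilient log2 L/R and 207 for susceptible against control on the left. There were 89 for resilient against control on the left, 90 for resilient against control on the right, 541 for stressed against control, 358 for susceptible against control over both sides and 336 for resilient against control over both sides. There were 74 for susceptible against resilient on the left and 23 for susceptible against resilient on the right. The lists that passed numbered 2 for left against right in resilient mice. The sign turned to -0.051 for Gapdh (left against right in susceptible mice), and to 0.0088 for Gapdh, -0.015 for B2m and -0.032 for Ctgf (left against right in resilient mice). It also turned to 0 for Ctgf (susceptible against resilient on the right). The median of the erythroid list turned to -0.076 (susceptible against resilient log2 L/R). With the last 8 arrays alone, called genes numbered 206 for left against right in susceptible mice, 1 for left against right in resilient mice, 74 for susceptible against resilient log2 L/R, 101 for susceptible against resilient on the left and 24 for susceptible against resilient on the right. Median absolute log2 L/R was 0.057 in resilient mice and 0.071 in susceptible mice. With the brightness of each array as a covariate, called genes numbered 102 for susceptible against control on the left, 146 for susceptible right against control right, 127 for resilient against control on the left, 187 for stressed against control and 69 for susceptible against control over both sides. There were 378 for resilient against control over both sides. The fits on 8 arrays hold fewer arrays, and the last 8 hold no control. The left-right comparison in susceptible mice is the one named laterality susceptible. The fit with the block had larger standard errors (median 0.056 against 0.048). With unnamed probes kept, 470 were called for left against right in susceptible mice.

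Leaving out each array in turn, called genes numbered 1 to 3 for left against right in resilient mice, 0 to 2 for left against right in control mice, 125 to 226 for susceptible against control log2 L/R and 76 to 410 for susceptible against control on the left. They numbered 108 to 443 for susceptible right against control right, 38 to 346 for resilient against control on the left, 40 to 279 for resilient against control on the right and 378 to 1136 for stressed against control. They numbered 236 to 758 for susceptible against control over both sides, 407 to 973 for resilient against control over both sides and 37 to 75 for susceptible against resilient on the right. Lists that passed numbered 1 to 2 for left against right in resilient mice and 2 to 6 for left against right in control mice. The median absolute log2 L/R ran from 0.055 to 0.067 in control, 0.047 to 0.057 in resilient and 0.064 to 0.073 in susceptible mice. Signs turned within the ranges of values that were not called, Gapdh -0.0083 to 0.053 (left against right in susceptible mice), Gapdh -0.035 to 0.0032 (left against right in resilient mice) and B2m -0.019 to 0.066 (left against right in resilient mice). So did Ctgf -0.00063 to 0.054 (left against right in resilient mice), Gapdh -0.080 to 0.027 (left against right in control mice) and Actb -0.094 to 0.0078 (left against right in control mice). So did B2m -0.13 to 0.12 (left against right in control mice), Adcyap1 -0.0076 to 0.24 (susceptible against control on the left) and Adcyap1 -0.22 to 0.022 (resilient against control on the left). Omitting control left replicate 1 or 2 gave 76 and 128 for susceptible against control on the left, and omitting control right replicate 1 or 2 gave 133 and 108 on the right. Without susceptible left replicate 2 the left count was 183, and without susceptible right replicate 2 the right count was 226. Over both sides, omitting control left 1 or 2 and control right 1 or 2 gave 236, 418, 375 and 371 for susceptible and 407, 471, 471 and 458 for resilient mice. Susceptible against resilient on the right gave 37 without resilient right replicate 3, and 44, 45 and 38 without susceptible right replicate 1, 2 or 3. Where an omission left 1 control array on a side, that array was assumed to vary like the other groups. Signal over background limits dim genes: 11922 of 25697 probes were detected on every array, and the others were not tested.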

Differences from the paper's values

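The settings named as before were set before the data were examined, and those that use the order of the arrays in the table or their brightness were chosen after seeing the values. Counts use the paper's threshold of 0.05 on the adjusted p.

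For stressed against control, the paper's table lists 579 genes and 946 were called here. The gap is within 1.5 times with normexp background correction (663), detection on 2 arrays (868), no detection filter (806) and pooled hemispheres (612), and not with the other 9 alternatives set before. With the first 8 arrays alone, chosen after seeing the values, 541 were called. For resilient against control over both sides, the paper lists 418 and 803 were called. Normexp background correction (560) and pooled hemispheres (581) come within 1.5 times, and the other 11 do not. The first and last 8 arrays as a block (323), the first 8 arrays alone (336) and the brightness covariate (378), chosen after seeing the values, also do.

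For resilient against control on the left, the paper lists 394 and 227 were called here. Array weights (519) and only the groups compared (269) come within 1.5 times, and the other 10 do not. For resilient right against control right, the paper lists 113 and 190 were called. Normexp background correction (136) comes within 1.5 times, and the other 11 do not. Chosen after seeing the values, the first and last 8 arrays as a block (138), that block with the replicate number (77), the first 8 arrays alone (90) and the brightness covariate (137) also do. Omitting resilient left replicate 1 leaves resilient left arrays in the last 8 only, while both control left arrays stand in the first 8. The count on the left from that omission cannot be separated from an effect of table position. Single-array omissions reach the paper's range for each of these 4 counts, with 546 for stressed against control without control left replicate 2, 407 for resilient mice without control left replicate 1, 346 on the left without resilient left replicate 1 and 128 on the right without resilient right replicate 3.

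For log2 L/R in susceptible mice the paper gives 0.93 for Cux2, 0.83 for Wfs1 and 0.78 for Tnnc1, against 1.07, 0.95 and 0.89 here. With the authors' normalized values they are 0.93, 0.83 and 0.78, and with median scaling 1.00, 0.88 and 0.81, both within the replicate SD of the paper's values. For Cux2, only the groups compared (1.06) is within it too. The other 9 alternatives for Cux2 and 10 for Wfs1 and Tnnc1 are not. Chosen after seeing the values, the last 8 arrays alone bring Cux2 (0.99) and Wfs1 (0.91) within it, and the first 8 arrays alone bring Tnnc1 (0.85) within it. The paper's -0.90 for Ctgf, -0.83 for Rprm, -0.73 for Trf and -0.58 for Mbp lie within the replicate SD of -0.92, -0.83, -0.75 and -0.58 here.

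The article calls Ctgf the gene with the strongest lateralization. Here Ctgf has the smallest p value, and Cux2 has the largest absolute log2 L/R, with Ctgf behind Cux2 and Wfs1 by size.

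The article places Hba-a1 and Arc among genes without lateralization, and its list of lateralized genes holds both. Here both were called higher on the left in susceptible mice (0.32 and 0.28), and neither was called in the test of that difference against control mice. B2m, which the article reports as equal between the hemispheres, is in the same list, with a paper value of 0.14. Here it was 0.18 and not called (adjusted p 0.163). In the article's table B2m is also changed in the right mPFC of susceptible mice, by -0.116, and here by -0.18 (adjusted p 0.203). The table cited for the housekeeping genes compares them with control mice and not between hemispheres.

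Of the article's GO genes, Camk2a (0.20), Rasgrf1 (0.13), Mt3 (0.15) and Slc1a3 (0.19) were not called over all genes here. Camk2a was called with the mean over probes (adjusted p 0.028). Slc1a3 was called with the authors' normalized values (adjusted p 0.014), the mean over probes (0.028), a trended robust variance (0.025) and the replicate block (0.040), and with the first and last 8 arrays as a block (0.042), that block with the replicate number (0.041) and the brightness covariate (0.049), the last 3 chosen after seeing the values. No setting called Rasgrf1 or Mt3.

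The article speaks of triplicate arrays and also of at least 2 replicates per condition, and the deposited data hold 2 control arrays per side. It gives 8 control, 8 resilient and 7 susceptible mice, and the deposited labels give 7 per group.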

Other observations

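The fit with a marker score as a covariate was chosen only after the result was seen.

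Gbp2, Igtp, Irgm2 and Ccl12, genes that interferon or inflammation induces, were called higher in resilient mice than in control, and no list of such genes was tested. Against control, Igtp, an interferon-induced GTPase, rose by 0.55 ± 0.05 on the log2 scale in resilient mice over both sides, Irgm2 by 0.53 ± 0.05 and the chemokine Ccl12 by 0.47 ± 0.05. Gbp2 rose by 0.87 ± 0.05 there and did not change detectably in susceptible mice (0.08 ± 0.07 left, adjusted p 0.519, and 0.10 ± 0.07 right, adjusted p 0.440), with the sign on the left turning under median scaling. For Gbp2 the difference between susceptible and resilient mice was -0.95 ± 0.06 on the left (adjusted p 8.0e-11) and -0.61 ± 0.06 on the right (adjusted p 1.2e-06). The calls for Gbp2, Igtp and Irgm2 in resilient mice over both sides held under all 34 alternatives tried.

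In the left mPFC, all 13 oligodendrocyte markers were lower in susceptible than in resilient mice (median -0.65, camera adjusted p 8.5e-48), with Trf at -0.80 and Mag at -0.69. On the right, meningeal markers were lower (4 of 5 called, median -0.55, adjusted p 3.1e-14), as were layer 2/3 markers (median -0.24, adjusted p 3.1e-08). Scn4b (0.44 ± 0.06) and Nefh (0.36 ± 0.07), genes of fast-firing neurons and their axons, were higher on the right.

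The other marker lists gave these results for left against right in susceptible mice. Striatal genes had a median log2 L/R of -0.33, with 4 of 5 called higher on the right and Pdyn (0.44) higher on the left (adjusted p 0.0010 and 0.011 with an estimated correlation). Genes of cholesterol synthesis had -0.09, with 1 of 15 called (adjusted p 0.0014 and 0.024), and astrocyte genes 0.08, with 1 of 12 called and 3 adjusted over the list alone (adjusted p 0.023 and 0.046). The 2 erythroid genes had 0.29, with 1 called (adjusted p 0.0042 and 0.023). The 2 blood leukocyte genes had 0.25, with 1 called (adjusted p 0.0056), and did not pass with an estimated correlation (0.053). Lists that did not pass were layer 5 neurons (1 of 9 called, median -0.01, mean -0.0029, adjusted p 0.860), microglia (1 of 10, 0.06, adjusted p 0.195), endothelium (0 of 7, 0.10, adjusted p 0.139) and pericytes and smooth muscle (1 of 3, 0.16, adjusted p 0.078). The glucocorticoid response list (2 of 13 called, median 0.05, adjusted p 0.139), the respiratory chain (0 of 23, -0.04, adjusted p 0.090) and chaperones (1 of 8, median 0.01, mean -0.05, adjusted p 0.730) did not pass either. No choroid plexus marker was among the genes tested.

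For the stressed groups together against control, the erythroid list, measured through Hba-a1 and Alas2, rose by a median of 0.60 (2 of 2 called, camera adjusted p 2.9e-06), and striatal genes rose by 0.17 (3 of 5 called, adjusted p 0.0085). Layer 2/3 markers fell by 0.12 (adjusted p 0.042) and did not pass with an estimated correlation (0.213).

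A marker score, the mean of layer 2/3 and meningeal markers minus the mean of layer 6, layer 6b and oligodendrocyte markers, was 0.00 and 0.23 in control left and right, -0.13 and -0.14 in resilient, and 0.59 and -0.48 in susceptible mPFC. With this score as a covariate 22 genes were called between left and right in susceptible mice. The median standard error went from 0.067 to 0.97, so the call of most genes ended because the score and the side can hardly be separated. The log2 L/R of Ctgf, itself a marker in the score, was -1.57 ± 0.87.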
